# Smooth Muscle Cell Genome Browser: Enabling the Identification of Novel Serum Response Factor Target Genes

**DOI:** 10.1371/journal.pone.0133751

**Published:** 2015-08-04

**Authors:** Moon Young Lee, Chanjae Park, Robyn M. Berent, Paul J. Park, Robert Fuchs, Hannah Syn, Albert Chin, Jared Townsend, Craig C. Benson, Doug Redelman, Tsai-wei Shen, Jong Kun Park, Joseph M. Miano, Kenton M. Sanders, Seungil Ro

## Abstract

Genome-scale expression data on the absolute numbers of gene isoforms offers essential clues in cellular functions and biological processes. Smooth muscle cells (SMCs) perform a unique contractile function through expression of specific genes controlled by serum response factor (SRF), a transcription factor that binds to DNA sites known as the CArG boxes. To identify SRF-regulated genes specifically expressed in SMCs, we isolated SMC populations from mouse small intestine and colon, obtained their transcriptomes, and constructed an interactive SMC genome and CArGome browser. To our knowledge, this is the first online resource that provides a comprehensive library of all genetic transcripts expressed in primary SMCs. The browser also serves as the first genome-wide map of SRF binding sites. The browser analysis revealed novel SMC-specific transcriptional variants and SRF target genes, which provided new and unique insights into the cellular and biological functions of the cells in gastrointestinal (GI) physiology. The SRF target genes in SMCs, which were discovered *in silico*, were confirmed by proteomic analysis of SMC-specific *Srf* knockout mice. Our genome browser offers a new perspective into the alternative expression of genes in the context of SRF binding sites in SMCs and provides a valuable reference for future functional studies.

## Introduction

Smooth muscle cells (SMCs) possess phenotypic plasticity, which enables them to dedifferentiate and proliferate inappropriately under pathological conditions [1,2]. This phenotypic transition involves genetic reprograming that results in suppression of smooth muscle (SM) contractile gene expression and induction of synthetic genes that are active during hyperplasia and hypertrophy [3]. Over the past few decades, our knowledge about the phenotypic changes of dedifferentiated SMCs that result from SM injury has advanced significantly. This advancement includes the identification of many SMC-specific proteins that are lost during a phenotypic switch [4]. However, the study of SMCs upon injury has been limited by the lack of a comprehensive reference of genome-wide transcripts (transcriptome) from differentiated SMCs.

The contractile function of SMCs is linked to changes in intracellular ion concentrations, which are regulated by ion channels and transporters [5]. Several molecular mechanisms of SMC contraction triggered by these ion channels have been proposed for different SM-based organs [6]. In the GI SM, excitation–contraction coupling occurs by Ca^2+^ entry via voltage-dependent Ca^2+^ channels and Ca^2+^ release from the sarcoplasmic reticulum [7]. A few of the ion channels expressed in SMCs have been discovered. However, to uncover the molecular and cellular mechanisms involved in SMC contraction, identification of all ion channels and transporters expressed in SMCs is required.

The genes responsible for SMC contractility are regulated by serum response factor (SRF). This transcription factor activates gene transcription by binding to a consensus sequence (CC [A/T]_6_ GG) referred to as “CArG box,” which is found in the promoter or intronic regions of many SM-restricted genes [8]. Several functional CArG boxes have been identified in the genome [9]. However, the functional nature of CArG box associated genes in the SMC genome (collectively referred to as the “CArGome”) remains unknown. Since SRF initiates transcription by binding to CArG boxes, identification and analysis of the SMC CArGome would enable the discovery of new SRF-targeted genes, whose expression may be altered in phenotypically changed SMCs.

In addition, several SM-restricted genes, such as myocardin, have been reported to be expressed as splice variants associated with alternative functions in SMCs [10]. Although implicated in the contractile phenotypic diversity of vascular SM, very little is known about exact significance of these alternatively spliced and/or differentially initiated transcriptional variants of SM genes [11]. Therefore, the identification of all transcriptional variants in SMCs is highly desirable to understand their functional significance and to enable analysis of gene expression and regulation of each transcriptional variant. Furthermore, the transcriptional variant sequences could predict the amino acid sequences, which can offer critical clues to the potential functions of the protein products.

Previously, our laboratory developed a method to isolate SMCs using transgenic mice that ectopically express enhanced green fluorescent protein (eGFP) [12]. Using this eGFP-based separation method, we were able to study downstream gene expression and determine the specific functional roles of the cell type.

Here we report the complete transcriptomes of SMCs derived from the mouse jejunum and colon. We chose the jejunum and colon SMCs for this project because these distinct parts of the intestine have different electrophysiological and pharmacological characteristics. For example, the colon has a motor pattern that is different than that of the small intestine, which results in a slower transit time in the colon. Identification of differentially started or spliced genes in the respective transcriptomes could potentially explain the functional differences between the two SMs. We also report an analysis of the 16,000 genes found in the transcriptome, which led to the discovery of 55,000 transcriptional variants. This includes the identification of several hundred ion channels and transporters as well as SMC-specific genes that are characteristic of its cellular identity and function. The transcriptome information was imported into a custom-built SMC genome browser, which interacts with the publically available genome bioinformatics data in the University of California, Santa Cruz (UCSC) genome database [13]. The genome browser serves as a reference that provides important information regarding the possible structure, isoforms, and regulation of expression of all genes expressed in SMCs. Furthermore, the browser also enables identification of SRF binding sites that may be involved in the transcriptional initiation of SM-restricted genes.

## Materials and Methods

### Animal and tissue preparation

Jejunum and colon *tunica muscularis* were obtained from *smMHC* ^*Cre-eGFP/+*^ mice [14]. These tissues were then used to isolate SMCs. Jejunum was also obtained from inducible SMC-specific *Srf* knockout (*smMHC* ^*Cre-ERT2/+*^ *;Srf* ^*lox/lox*^) mice [15,16] injected with tamoxifen (1 mg/100 μl) for five consecutive days. Animal protocol was approved by the Institutional Animal Care and Use Committee at the University of Nevada.

### Flow cytometry and fluorescence-activated cell sorting (FACS)

Cells were dispersed from jejunum and colon muscularis, and eGFP^+^ SMCs were sorted from dispersed cells using FACS as described [12]. Isolated SMCs were pooled from approximately 40 mice and used to isolate total RNAs as one collective sample.

### Isolation of total RNAs

Total RNAs were isolated from jejunum muscularis, colon muscularis, jejunal smooth muscle cells (JSMCs), and colonic smooth muscle cells (CSMCs) using the mirVana miRNA isolation kit (Life Technologies, Carlsbad, CA, USA). Quality of total RNAs was analyzed via NanoDrop 2000 Spectrometer (Thermo Scientific, Waltham, MA, USA) and 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA).

### RT-PCR

The cDNA libraries were transcriptionally constructed from total RNAs isolated from jejunal and colonic SM tissues as well as from FACS purified SMCs as previously described [12]. PCR analysis on cDNAs was also performed as previously described [12]. All primers used for RT-PCR are shown in S11 Table.

### Construction of RNA-seq libraries and next-generation sequencing

Four RNA-seq libraries were generated using Illumina’s sample preparation Kit according to the manufacturer’s instructions. The cDNA libraries were sequenced via Illumina HiSeq 2000 (Illumina, San Diego, CA, USA) following the vendor’s instruction at LC Sciences (Houston, TX, USA).

### Bioinformatics data analysis

Paired-end sequencing reads were aligned against the reference genome (UCSC mm9) using TopHat v1.4.1 software. The assembly was conducted, and the expression level was estimated in fragments per kilobase of transcript per million fragments mapped (FPKM) using Cufflinks v2.0.2 software. The Cufflinks software estimated the FPKM value and their 95% confidence intervals. Transcripts with a lower confidence interval boundary of FPKM equal to 0 was considered as “unreliable” and transcripts with a lower confidence interval boundary of FPKM larger than 0 was considered as “reliable.” Reliability was plotted against the logarithm of the FPKM value to determine the cutoff. A cutoff of FPKM equal to 0.025 generated equal false positive and false negative ratios of reliability. The expression levels of transcripts with FPKM values less than 0.025 was considered to be 0.

### Mouse CArGome

A custom Perl script was created to identify CArG elements genome-wide (CArGome) in *mus muscularis*. The specific regular expressions matched are listed in S10 Table. Conserved CArG boxes were identified via comparison between mouse CArGome and human CArGome [17]. Mouse and conserved CArG boxes were documented in the BEB format.

### Confocal microscopy and immunohistological analysis

Microscopic analysis of eGFP fluorescence in the jejunum and colon was performed as described with minor modifications [18]. For whole mount immunohistochemistry, tissues were fixed in 4% paraformaldehyde in PBS and were stained with anti-MYH11 primary antibody (1:300 dilution, Alfa Aesar, Ward Hill, MA, USA) and Alexa Fluor 594 Donkey anti-Rabbit IgG secondary antibody (1:1000 dilution, Life Technologies, Carlsbad, CA, USA). Images were collected using the Fluoview FV10-ASW 3.1 Viewer software (Olympus, Tokyo, Japan) with an Olympus FV1000 confocal laser scanning microscope.

### Western blot

Protein was extracted from tissue samples from *Srf* knockout (KO) and wild type (WT) mice and Western blotting was performed as previously described [19]. Primary antibodies against the following antigens were used: RYR3 (rabbit, 1:1200, Alomone Labs, Jerusalem, Israel), SRF (rabbit, 1:500, Santa Cruz Biotechnology, Dallas, TX, USA), or GAPDH (mouse, 1:1500, Abcam, Cambridge, MA, USA).

### Proteomics analysis

Soluble proteins were prepared from jejunum of WT and *Srf* KO mice. Proteins in the extracts were trypsin digested and analyzed by two-dimensional LC-MS/MS on a Thermo Finnigan LTQ-Orbitrap (Thermo Scientific, Waltham, MA, USA). Data were analyzed using Sequest and validated with Scaffold proteome software (Proteome Software, Portland, OR, USA). Proteins were quantified by spectral counting, and potentially perturbed molecular pathways were identified using Ingenuity Computational Pathway Analysis (Ingenuity, Redwood City, CA, USA). Differentially expressed proteins in *Srf* KO SMCs were obtained and analyzed with SRF-associated genes.

### Availability of supporting data

SMC transcriptome and CArGome data were deposited in the custom track of the UCSC genome database [13]. UCSC Smooth Muscle Genome Browser is available at http://medicine.nevada.edu/physio/transcriptome (requires Google Chrome and takes ~1 minutes to upload the large files). The genome browser contains the transcriptome menus on the “Custom Tracks.” Each menu has different display options.

The abbreviated instructions are as follows: 1) To search transcriptional variants of a gene, type in the gene symbol, and click “go.” 2) Under “Custom Tracks,” select the view option (e.g., “full”) for type of sample (e.g., “SMC_Jejunum”), and click “refresh.” 3) Select the bioinformatics data of interest (e.g., click on “full” under “RefSeq Genes” in “Genes and Gene Predictions” and/or “Caltech TFBS” under “Expression and Regulation” for SRF binding sites), and then click “refresh.” 4) Select options in each bioinformatics data (e.g., click “Caltech TFBS,” select “SRF,” change the display mode to “full,” and click “Submit”). 5) Click “configure” to optimize views (change image width and text size).

The RNA-seq data from this study have been also submitted to the NCBI: GSM1388412, SM Jejunum; GSM1388413, SM Colon; GSM1388406, SMC Jejunum; GSM1388407, SMC Colon.

## Results

### Identification and isolation of differentiated SMCs

Differentiated SMCs were identified in the GI SM of *smMHC* ^*Cre-eGFP/+*^ mice [14] through detection of eGFP-labeled SMCs by confocal microscopy. The phenotypic identity of mature eGFP-labeled SMCs was confirmed by immunohistochemical staining with anti-smMHC (MYH11) antibody, the most selective marker for differentiated SMCs (Fig 1). SMCs in the circular and longitudinal layers of jejunum were labeled by both eGFP and anti-smMHC (MYH11) antibody (Fig 1A–1C). Using cell-specific markers, we previously demonstrated that the eGFP-labeled cells from *smMHC* ^*Cre-eGFP/+*^ were differentiated SMCs [12]. SMCs from the jejunum and colon were likewise analyzed by flow cytometry, through which distinct populations of eGFP^+^ SMCs were identified (Fig 1D and 1E). We sorted the SMCs using FACS for 40 mice and pooled the sorted samples together to isolate the mRNAs for a single RNA-seq analysis.

**Fig 1:**
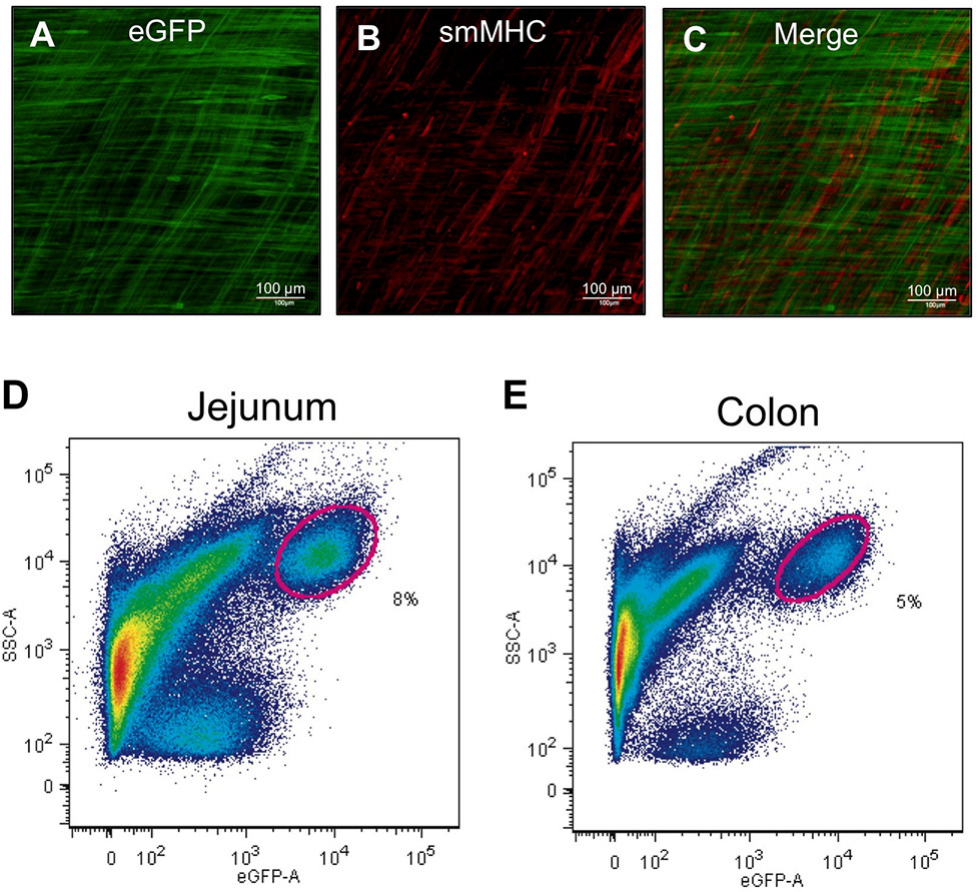
Identification of SMCs in the intestinal smooth muscle with eGFP and MYH11 antibody. (A) A confocal microscopy z-stack image of whole-mount jejunum muscularis showing longitudinal and circular SMCs expressing eGFP. (B) Immunohistochemistry of SMCs using anti-MYH11(smMHC) antibody. (C) Merged images of eGFP and MYH11(smMHC). (D & E) Primary eGFP^+^ SMCs from jejunum and colon identified (circled) on flow cytometry.

### Comparison and analysis of SMC transcriptomes in jejunum and colon

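SMCs are the contractile cells of the gut wall. In the mice used here they carry eGFP under the smooth muscle myosin promoter, so they can be sorted from a dispersed muscle layer. SM tissue is the unsorted muscle layer, which also holds interstitial cells of Cajal (ICC), PDGFRα+ cells, neurons, glia, macrophages and vessels. Each of the 4 samples is 1 library of oligo(dT)-selected mRNA read from paired ends, with no replicates, so values are described without a test. The paper pooled about 40 mice for the SMCs. The labels give an age of 4 weeks. They list the SM tissue under the Kit copGFP/+ strain, while the paper describes smMHC Cre-eGFP/+ mice. The paper's S1 Table lists 238246980 reads for jejunal SM tissue, 150702388 for JSMCs, 212744016 for colonic SM tissue and 151445926 for CSMCs. The authors aligned them to mm9 with TopHat 1.4.1 and made the deposited values with Cufflinks 2.0.2. These values are FPKM, fragment numbers scaled to transcript length and library size, for each transcript variant. They hold no counts or confidence intervals, so counting error cannot be given. Jejunal and colonic libraries stand in separate tables of 70143 and 68502 variants, and levels set across organs carry that limit. Variants under 0.025 FPKM were set to 0, the paper's cutoff, and the variants of 1 gene symbol were summed to a gene level. Totals over all genes were 333574, 368421, 326912 and 363583 FPKM in the order above. Log2 ratios were taken between FPKM + 1, which understates differences of genes near 0. A list of genes was summarised by its median log2 ratio, and by the percentile of that median among 10000 random lists of the same size matched on expression.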

To identify all genes expressed in SMCs of jejunum and colon, RNA-seq was performed on mRNA samples from jejunal SM tissue, sorted jejunal SMCs, colonic SM tissue, and sorted colonic SMCs. 

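Actin genes headed every muscle library. *Acta2*, the smooth muscle α-actin, was the most abundant gene of jejunal SM tissue at 5180.2 FPKM and of JSMCs at 9831 FPKM. *Actg2*, the γ-actin of visceral muscle, came first in colonic SM tissue at 6296 FPKM and in CSMCs at 17026 FPKM. The 10 most abundant genes held 11.2% of the total FPKM in jejunal SM tissue and 16.1% in JSMCs, and 11.4% and 21.9% in colonic SM tissue and CSMCs. A gene was counted when its summed level was above 0. Jejunal SM tissue had 15920 such genes and JSMCs 15418; colonic SM tissue had 16367 and CSMCs 15188. At 1 FPKM or more the numbers were 12261, 10986, 12676 and 10921 in the same order. The median level of a counted gene was 5.56 FPKM in jejunal SM tissue, 4.70 in JSMCs, 5.75 in colonic SM tissue and 4.48 in CSMCs.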

The transcriptomes included approximately 15,000 to 16,000 known genes (S1 Table). We obtained 151 to 238 million reads, of which 77–93% were mapped onto the genome. 

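*Adam33*, a membrane-anchored metalloprotease, was the gene with most isoforms in each muscle library, 24 in JSMCs and in CSMCs. *Myh11*, the smooth muscle myosin heavy chain, had 10 in JSMCs and 9 in CSMCs, whereas *Actg2* had 1. Isoforms at or above the cutoff with a gene symbol numbered 53337 in jejunal SM tissue, 46299 in JSMCs, 55345 in colonic SM tissue and 47275 in CSMCs. Each carries a class code from the assembly, which marks it as a known transcript or as one that shares a splice junction with a known transcript. Isoforms of the second kind made up 65.3% of the isoforms of JSMCs and 65.8% of those of CSMCs. Known isoforms held more of the expression, 69.9% of the total FPKM in JSMCs and 70.4% in CSMCs.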

Approximately 46,000–55,000 gene isoforms were identified by unique gene annotations. Complete lists of all isoforms identified in this study are shown along with the tracking ID, gene ID and name, chromosome location, isoform length, and expression levels in both jejunal (S2 Table) and colonic SMCs (S3 Table). 

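*Ubb*, which encodes polyubiquitin, was expressed from 1 isoform and 1 start site. *Cnn1*, the gene of the actin-binding protein calponin 1, used 4 start sites, and *Ryr3*, a calcium release channel of the sarcoplasmic reticulum, used 7. Over all genes the mean number of isoforms was 3.00 in JSMCs and 3.11 in CSMCs, against 3.35 and 3.38 in the corresponding SM tissues. The median gene had 2.00 isoforms in JSMCs and 3.00 in the other muscle libraries. Single-isoform genes made up 29.8% of those in JSMCs and 28.5% of those in CSMCs, and more than 5 isoforms were listed for 12.2% and 13.5%. More than 1 transcriptional start site was listed for 9121 genes in JSMCs and 9141 in CSMCs, or 59.2% and 60.2%.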

SMCs expressed an average of three isoforms per gene, which were the result of different transcriptional start sites and/or post-transcriptional alternative splicing (S1 Table). Most genes (14,461) were expressed in both jejunal and colonic tissue, as well as in isolated SMCs, and only a few hundred genes were determined to be cell-specific (non-overlapping single colors in Fig 2A). 

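Genes found in some but not all of the 4 libraries were mostly of low level. *Pitx1*, a homeobox transcription factor of the hindgut, was listed in both colonic libraries and in neither jejunal one, at up to 23.4 FPKM. *Hoxa10*, a posterior patterning gene, reached 33.1 FPKM in the set found in both colonic libraries and in JSMCs. *Saa1*, an acute phase gene, headed the 484 genes found only in the SM tissues, at 9.38 FPKM. *Pnlip*, the pancreatic lipase, was the highest of the 68 genes found only in the sorted SMCs, at 2.26 FPKM. JSMCs alone expressed 203 genes, led by the pancreatic elastase *Cela2a* at 8.16 FPKM, and CSMCs alone 94, of which none reached 1 FPKM. The tissue-only sets held 127 jejunal and 431 colonic genes. Of the 16988 genes found in any library, 85.1% were found in all 4. The shared genes had a median highest level of 8.42 FPKM, and 6511 of them reached 10 FPKM in at least 1 library.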

Complete lists of all of the genes expressed in the jejunal and the colonic SMCs (JSMC and CSMC, respectively) along with their combined expression levels from all of the transcriptional variants are shown in S4 and S5 Tables.

**Fig 2:**
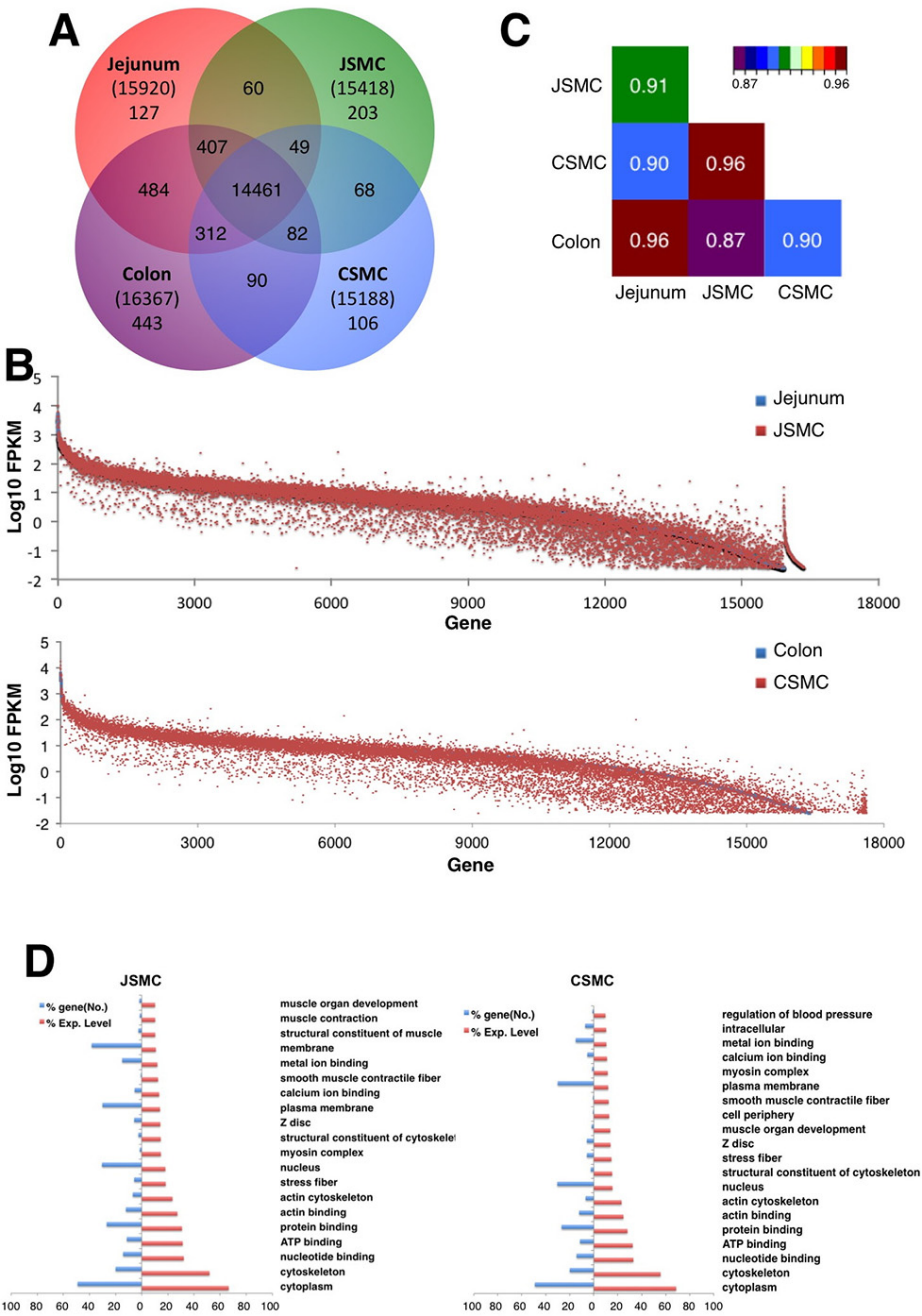
Comparison of transcriptomes obtained from jejunal and colonic SMCs. (A) Venn diagram showing the number of genes expressed in JSMCs, CSMCs, jejununal muscularis, and colonic muscularis. (B) Comparison of expression levels of genes in JSMCs and CSMCs. (C) Comparison of correlation coefficients between JSMCs, CSMCs, jejununal muscularis, and colonic muscularis. (D) Gene ontologies reported in JSMCs and CSMCs. Gene ontology (GO: function, process, and component) of SMC-specific genes was analyzed, and key GO terms were compared with a normalized expression percentile.

The levels of all genes expressed in SMCs were compared. 

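Actins, myosins and other genes of the contractile apparatus headed the genes shared at high level. *Des*, the intermediate filament of muscle, *Tagln*, the actin-binding protein transgelin, and *Myl6*, the myosin light chain 6, each ranked in the first 10 of both JSMCs and CSMCs. *Eef1a1*, a translation elongation factor, and *Fth1*, the ferritin heavy chain, ranked among the 30 highest genes in each. In all, 443 genes were above 100 FPKM in both SMC libraries, and 432 of them lay within 2-fold of each other. These 443 genes held 54.7% of the total FPKM of JSMCs and 58.3% of that of CSMCs. Genes above 1000 FPKM in both numbered 20. For the comparison of cells with tissue, genes were grouped by their tissue FPKM and ratios were taken without a pseudocount among genes above 0 in both. From 0.1 to 1 FPKM, 27.2% of 2182 jejunal genes and 32.3% of 1971 colonic genes differed at least 4-fold. From 0.025 to 0.1 FPKM the shares were lower, 15.1% of 550 jejunal and 8.73% of 355 colonic genes. From 10 to 100 FPKM the shares were 5.1% of 5193 genes and 7.62% of 5368. No gene above 1000 FPKM in tissue differed 4-fold in either organ. Genes that fell under the cutoff in SMCs are left out, which lowers the shares of the least abundant genes.

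**Figure D1:**
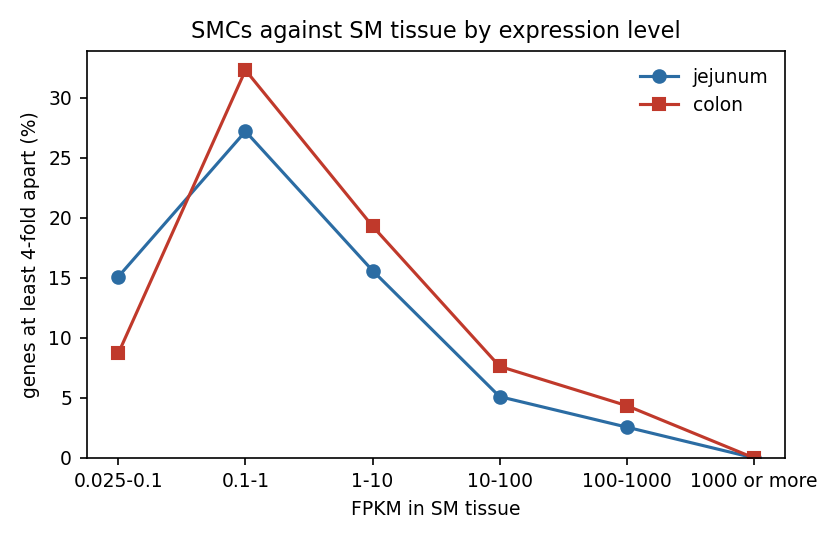
Share of genes at least 4-fold apart between SMCs and SM tissue, in percent, by tissue FPKM, in jejunum and colon. The shares are highest from 0.1 to 1 FPKM, at 27.2% and 32.3%, and 0 above 1000 FPKM.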

Several hundred genes were expressed at high levels in both jejunal and colonic SMCs, and the genes that were expressed at low levels had generally a higher discrepancy in their levels between whole muscularis tissues (from jejunum and colon) and their isolated SMCs (Fig 2B). 

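Patterning genes and genes of energy metabolism were among those that parted jejunal from colonic SMCs. *Hoxa10* and *Hoxd13*, posterior Hox genes that mark the hindgut, were at 32.5 and 17.6 FPKM in CSMCs and at 0.0343 and 0 FPKM in JSMCs. *Hoxc6* and *Hoxc8*, Hox genes of more anterior position, were at 29.9 and 19.0 FPKM in JSMCs and at 0.266 and 0.105 FPKM in CSMCs. *Sfrp2*, a secreted Wnt antagonist, had the largest log2 ratio of FPKM + 1 in favour of CSMCs, at 54.3 against 0.524 FPKM. *Dgkb*, a diacylglycerol kinase, and *Gja1*, the gap junction protein connexin 43, were lower in CSMCs, at 1.57 against 50.7 FPKM and 9.94 against 91.0 FPKM. The 13 measured posterior Hox genes had a median log2 ratio of colonic over jejunal SMCs of 1.76, above all random lists, and the 20 anterior and central Hox genes one of −1.13, below all. The median log2 ratio of posterior Hox genes was 1.95 in SM tissue, 2.69 in ICC, and 1.26 with the libraries labelled PDGFRα+ cells. All 39 respiratory chain subunits were lower in CSMCs, with a median of −0.68, and the 13 contractile markers had a median of 0.37. Dissociation genes, at −0.69, were also lower in CSMCs, below all random lists. Against tissue of their own organ they were at 1.18 in JSMCs and 1.29 in CSMCs, so not weaker in CSMCs. The respiratory chain also had similar ratios to tissue in both organs, so neither gap can be assigned to SMCs. Pancreatic acinar genes, at −1.62, interferon response genes, at −1.25, and integrated stress response genes, at −0.65, were lower in CSMCs too. The acinar, interferon and integrated stress lists were not fixed before the data were examined, so their place among random lists decides nothing. Jejunal ICC also held acinar genes above jejunal SM tissue, at a median log2 ratio of 3.46, so their difference cannot be assigned to SMCs. Of 11321 genes with 1 FPKM or more in either SMC library, 63 were at least 4-fold higher in CSMCs, 50 were at least 4-fold lower, and 95.0% were within 2-fold. With both organs rescaled by median ratios these counts were 81 and 42, and with TPM 101 and 98. Pearson's r of log10(FPKM + 1) between JSMCs and CSMCs was 0.979 across 16988 genes, which are not independent replicates. The libraries come from separately processed tables.

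**Figure D2:**
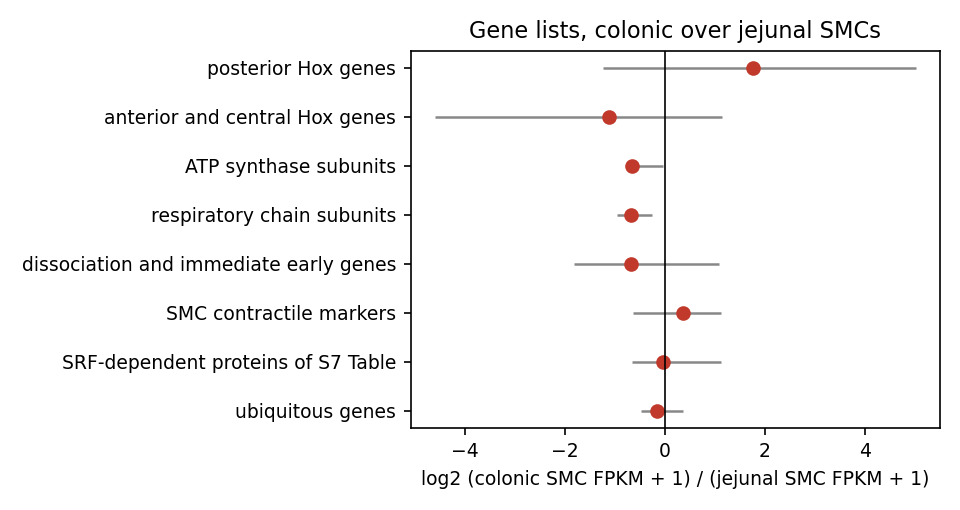
Log2 ratio of CSMCs over JSMCs for 8 gene lists; points are list medians and lines run from the lowest to the highest member. Posterior Hox genes lie highest at a median of 1.76, and the respiratory chain lies wholly below 0.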

The overall expression profiles between the SMCs from the jejunum and the colon were similar with a correlation coefficient of 0.96 (Fig 2C). Correlation coefficients between the SMCs and the tissue type were also similar with a value of 0.91 (jejunal SMCs and tissue) and 0.90 (colonic SMCs and tissue). 

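Genes known from other cells of the muscle layer were among those furthest below tissue in SMCs. *Snap25*, a protein of synaptic vesicle release, was at 2.59 FPKM in JSMCs and 66.3 FPKM in jejunal SM tissue. *Upk3b*, a surface protein of the serosal mesothelium, was at 7.30 and 126 FPKM. *C3*, the complement component, had the lowest log2 ratio of FPKM + 1 in both organs, at 17.3 against 406 FPKM in jejunum and 10.9 against 304 FPKM in colon. *Dpt* and *Fabp4*, a matrix protein and a fatty acid carrier, were at 11.9 against 267 FPKM and 2.44 against 69.9 FPKM in colon. On the other side, *Tnnt2*, a troponin of striated muscle, was at 231 FPKM in JSMCs and 19.8 FPKM in their tissue, and at 39.8 and 3.2 FPKM in colon. Of 12460 genes compared in jejunum, 37 were at least 4-fold higher in JSMCs and 434 at least 4-fold lower. In colon 19 of 12772 were higher and 677 lower. Both organs shared 11 of the higher and 369 of the lower genes, and no gene went opposite ways. The median log2 ratio of all genes was −0.15 in jejunum and −0.32 in colon, and scaling to TPM moved it by −0.15 and −0.19. With TPM the 4-fold counts were 64 higher and 952 lower in jejunum, and 26 higher and 1482 lower in colon. Within 2-fold of tissue lay 84.9% of genes in JSMCs and 80.7% in CSMCs. Pearson's r on the same scale was 0.945 between JSMCs and their tissue, 0.934 between CSMCs and theirs, and 0.978 between the SM tissues. The 12 cell cycle genes, which mark proliferation, had medians of −0.58 at percentile 8.57 in JSMCs and −0.56 at percentile 27.0 in CSMCs.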

Since the expression profiles of SMCs and tissues were similar, we examined the cellular markers of GI tissue [*Myh11* for SMCs, *Kit* for ICC, *Pdgfra* for PDGFRα^+^ cells, and *Uchl1* (known as PGP9.5) for neuronal cells] in order to validate the identity of the cells [7]. 

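The muscle layer of each organ carried the marker of every cell type examined. *Myh11*, the myosin heavy chain of smooth muscle, was at 3370.4 FPKM in jejunal and 3168 FPKM in colonic SM tissue. *Uchl1*, a ubiquitin hydrolase of neurons, was at 119 and 162 FPKM. *Pdgfra*, the receptor that names the PDGFRα+ cells, was at 57.0 and 47.4 FPKM. *Kit*, the receptor tyrosine kinase of ICC, was at 29.4 and 41.4 FPKM. All 4 stood above the median expressed gene of their library.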

Each cellular marker was expressed abundantly in both jejunal and colonic tissues (S1A–S1D Fig). However, as predicted, only *Myh11* was highly expressed in jejunal and colonic SMCs (S1A Fig). 

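Sorting left the contractile program of the muscle layer and removed that of its neighbours. *Myh11* was at 3773 FPKM in JSMCs and 3807 FPKM in CSMCs. *Kit* was at 3.84 and 4.36 FPKM, *Pdgfra* at 3.00 and 1.99 FPKM, and *Uchl1* at 9.36 and 15.3 FPKM; *Kit* and *Pdgfra* thus fell below the median expressed gene. *Ano1*, the calcium-activated chloride channel of ICC, was at 4.90 FPKM in JSMCs against 67.5 FPKM in tissue. *Csf1r*, the macrophage growth factor receptor, was at 1.12 against 13.5 FPKM. Whole lists fixed by cell type went the same way. All 13 contractile markers were higher in SMCs than in tissue, with median log2 ratios of 0.73 in jejunum and 1.11 in colon, and 25 other smooth muscle genes had medians of 0.53 and 0.70. ICC markers had medians of −2.48 and −2.69, PDGFRα+ cell markers of −1.13 and −2.30, and all 20 neuron markers were lower, at −3.36 and −3.38. Enteric glia markers were at −1.97 and −2.32, macrophage markers at −1.83 and −2.39, endothelial markers at −1.5 and −2.44, and mesothelial markers at −3.24 and −3.35. Fibroblast matrix genes were at −0.29 and −1.23, and erythroid genes at −1.10 and −1.42. Epithelial markers were at 0.06 in jejunum and −2.37 in colon. Mast cell markers, at −0.17 and −0.13, and lymphocyte markers, at −0.14 and −0.30, were near 0 FPKM in tissue already. Pericyte markers, several of which are smooth muscle genes, were at −0.14 and −0.02. The paper turned to these markers because the profiles of SMCs and tissue were alike, in order to establish the identity of the sorted cells.

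**Figure D3:**
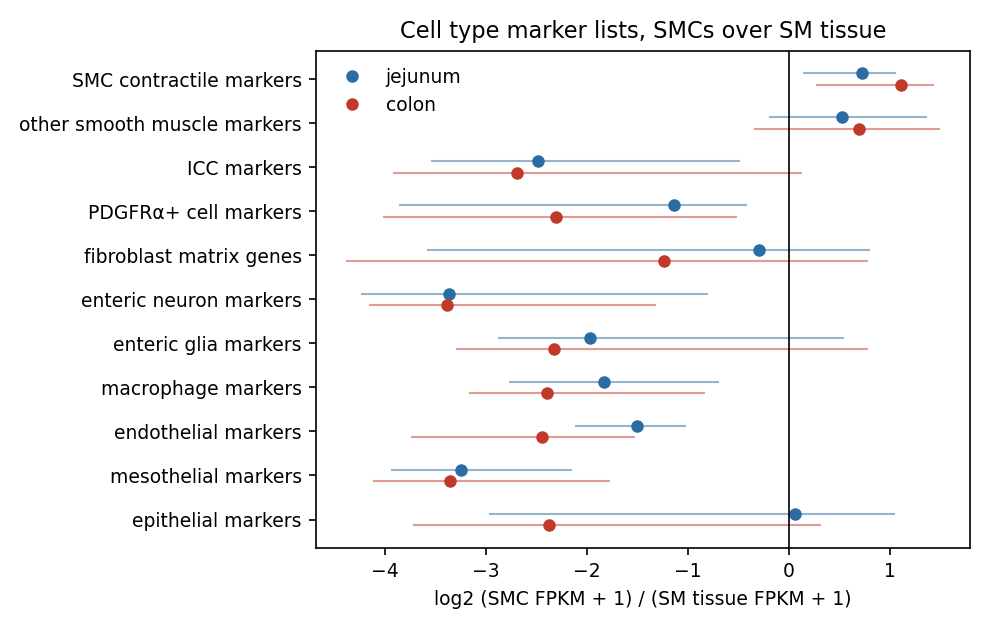
Log2 ratio of SMCs over SM tissue of the same organ for 11 cell type lists; points are list medians, lines run from the lowest to the highest member. The smooth muscle lists lie above 0 in both organs and the neuron list lowest, at −3.36 and −3.38.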

Expression of *Myh11* in jejunal and colonic SMCs was significantly higher than in the corresponding jejunal and colonic muscularis tissue.

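*Myh11* lies on chromosome 16 from 14194620 to 14292777 in mm9. Its level in SMCs was 1.12 times that in SM tissue in jejunum and 1.2 times in colon, or log2 ratios of 0.16 and 0.27. With 1 library per condition these differences have no replicate check. Its isoforms moved further than their sum. The known isoform TCONS_00105100 was at 1518 FPKM in JSMCs and 793 FPKM in jejunal SM tissue, and at 998 and 218 FPKM in colon. The other known isoform, TCONS_00105099, was at 110.5 and 894 FPKM in jejunum and at 863 and 1464 FPKM in colon. Among the 13 contractile markers only *Mylk*, the myosin light chain kinase, was nearer to tissue in jejunum, at a log2 ratio of 0.14. *Smtn*, the cytoskeletal protein smoothelin, was the highest there at 1.06. Together the 13 genes held 17.1% of the total FPKM in JSMCs against 11.7% in their tissue, and 23.3% in CSMCs against 12.2%.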

An investigation of the SMC gene ontology (GO), which was derived from the transcriptome, revealed key GO terms that are related to the physiologic function of SMCs (Fig 2D). Most of the GO terms were shared by jejunal and colonic SMCs and included cytoskeleton, actin binding, calcium ion binding, myosin complexes, and SM contractile fibers, which are involved in muscle contraction (Fig 2D). The similarity of the GO terms between SMCs from jejunum and colon suggested that these two groups of cells have similar muscle functions even though they are located in different regions of the GI tract.

### Construction of an SMC genome browser

An interactive SMC genome browser was created in order to analyze the SMC-specific genes using the UCSC genome database [13]. This genome browser provided the genomic structure of each transcriptional variant, including promoter regions, exons, and introns, for all genes expressed in SMCs (Fig 3A). The browser also enabled analysis of our transcriptome data using the gene expression and regulation data that have been compiled into the UCSC genome database by other researchers. Since the expression of SMC contractile genes is regulated by SRF recognition and binding of CArG boxes within the promoter regions of its target genes [8], a genome-wide search for CArG boxes (“CArGome”) was conducted. Approximately 3,106,586 CArG boxes were found in the mouse genome, and many SRF-binding CArG boxes were conserved between humans and mice [9]. This prompted a search of the human genome, which resulted in identification of 98,236 CArG boxes that were conserved between humans and mice. A search of the SMC transcriptome and the CArG boxes was performed in order to identify CArG boxes that are involved in regulation of transcription. The mouse CArGome was uploaded to the UCSC database genome browser containing the previously mapped genome-wide SRF binding sites of the mouse muscle myoblast cell line (C2C12) [13]. Although C2C12 cells were derived from mouse thigh muscle, SRF regulates cytoskeletal genes through the same CArG boxes in the cells as in SMCs and therefore, share a common pathway of gene regulation [20].

**Fig 3:**
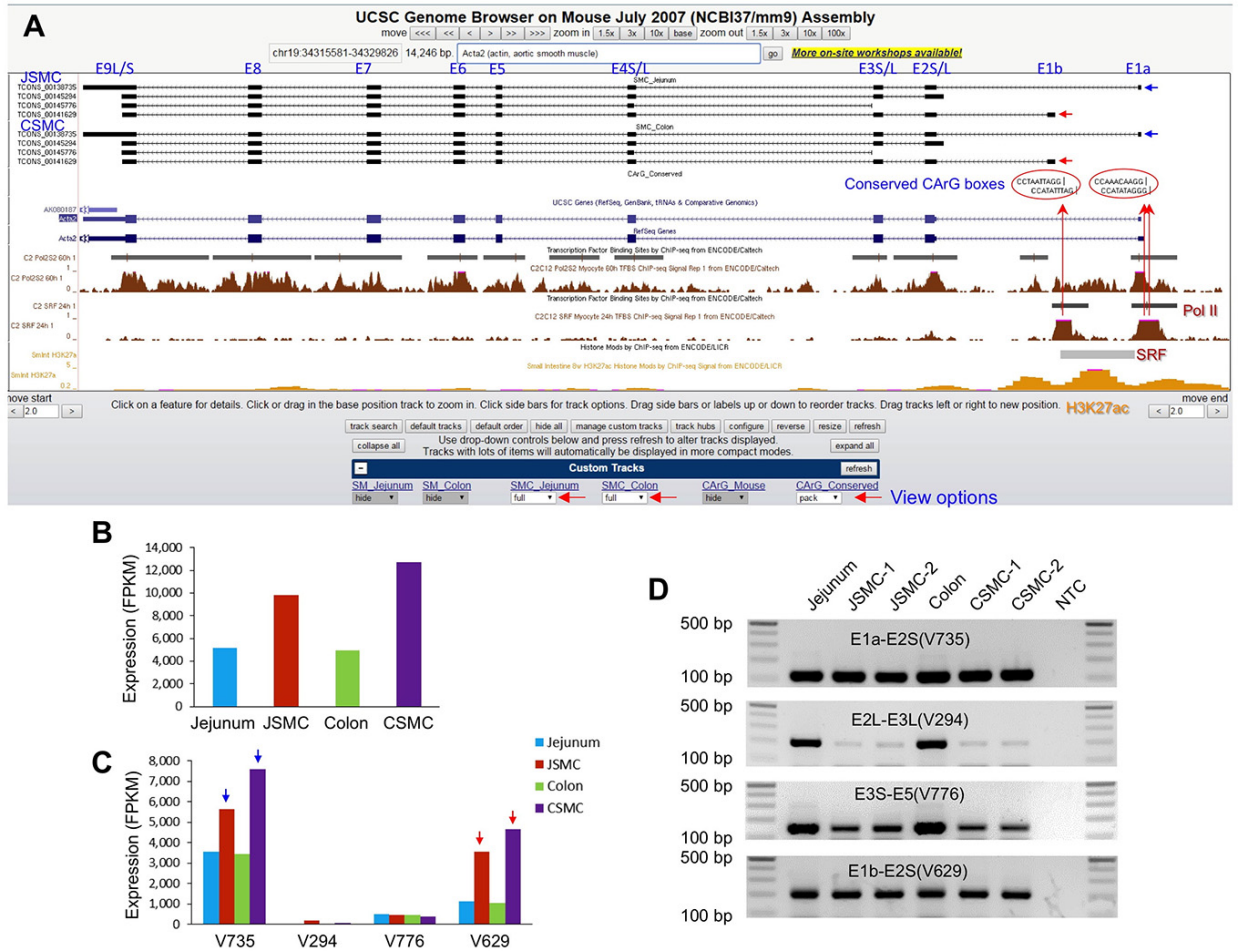
SMC transcriptome, SRF binding sites, and CArG boxes built on the UCSC genome browser. (A) A genomic map view of CArG boxes and SRF binding sites on *Acta2*, a gene expressed in SMCs. All predicted CArG boxes were mapped on the genome. Conserved CArG boxes beween mice and humans are indicated by red circles. Four transcriptional variants with alternative initiation sites were expressed in colonic and jejunal SMCs (set by view options; large red horizontal arrows). The transcriptional variants were aligned with H3K27ac sites (small intestine), RNA polymerase II and SRF binding sites (C2C12 myoblasts), which were publically available in the UCSC database. The two SRF binding sites contained three CArG boxes (red circles), which were located in the promoter and intron 1 regions, and conserved beween mice and humans (set by view options). Note that the SRF binding sites aligned with that of RNA polymerase II and the H3K27ac sites from SRF ChIP data. Directionality of each mRNA on the browser is indicated by the arrows on a line (e.g., >>>, sense strand; <<<, antisense strand). (B) Expression levels (FPKM) of *Acta2* in SMCs and whole tissue. (C) Expression levels (FPKM) of *Acta2* transcriptional variants in SMCs. The variant (V) ID represents the last three digits of the TCONS number. (D) PCR validation of *Acta2* exons with different transcriptional initiation sites in isolated SMCs and muscularis of jejunum and colon. NTC is non-template control. Primer sets were designed from variant exons in the regions of interest (see S11 Table for primer sequences).

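*Acta2* lies on chromosome 19 from 34315581 to 34329826 in mm9. It ranked 1 among all genes of JSMCs and 2 among those of CSMCs. In CSMCs it was at 12717 FPKM, against 4976 FPKM in colonic SM tissue. Its log2 ratio of cells over tissue was 0.92 in jejunum and 1.35 in colon. *Myocd*, the coactivator that binds SRF at smooth muscle genes, was at 31.6 FPKM in JSMCs and 23.1 FPKM in CSMCs, and no higher than 1.89 FPKM in the ICC libraries. *Fhl2*, a LIM domain partner of SRF, was at 49.2 FPKM in CSMCs against 22.9 FPKM in tissue. *Elk3* and *Mkl2*, another pair of partners, were lower in CSMCs than in tissue, at 4.2 against 10.5 FPKM and 1.25 against 3.85 FPKM. The list of SRF and its cofactors had a median log2 ratio of −0.03 in jejunum, at percentile 65.4, and of 0.28 in colon, at percentile 99.2.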

CArG boxes and SRF binding sites were analyzed using the genome browser because *Acta2* (SM actin alpha 2), which is expressed in vascular SMCs, is regulated by SRF [21] and abundantly expressed in both jejunal and colonic SMCs (Fig 3B, S4 and S5 Tables). There were four expressed transcriptional variants of *Acta2* that contained alternative transcriptional initiation sites in both JSMCs and CSMCs (Fig 3A). 

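The deposited tables place the variants under 4 separate transcriptional start sites and give no exon borders for them. The pair with lower expression behaved unlike each other. TCONS_00145776, of 907 bp, was at 466 FPKM in JSMCs and 490.1 FPKM in jejunal SM tissue, and at 395 and 452 FPKM in colon, so that it made up 4.74% of *Acta2* in JSMCs and 3.10% in CSMCs. TCONS_00145294, of 1313 bp, was at 169 FPKM in JSMCs and 5.37 FPKM in their tissue, and at 76.4 and 13.7 FPKM in colon. Of the 4 variants, 1 matches a known transcript and 3 are marked as sharing a splice junction with one.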

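A pair of *Acta2* isoforms carried nearly all of its expression. TCONS_00138735, which matches the annotated transcript, was at 5636 FPKM in JSMCs and 7600.1 FPKM in CSMCs, or 57.3% and 59.8% of the gene. TCONS_00141629 was at 3559 and 4645 FPKM, or 36.2% and 36.5%. In SM tissue the first stood at 3562 FPKM in jejunum and 3458 FPKM in colon, and the second at 1122 and 1052 FPKM. TCONS_00141629 was thus 3.17 and 4.42 times its tissue level, against 1.58 and 2.20 times for TCONS_00138735.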

The two main *Acta2* variants highly expressed in SMCs were TCONS_00138735 (1,780 bp) and TCONS_00141629 (1,313 bp; Fig 3C, S2 and S3 Tables). These two variants, which start on E1a (TCONS_00138735) and E1b (TCONS_00141629), were also found in humans (NM_001613) as well as in other tissues in mice, such as the prostate (DV047329). In addition, an *Acta2* variant starting on E2L (TCONS_00145294) was also found in humans (NM_001141945). The expression of all four *Acta2* variants in JSMCs, CSMCs, jejunum, and colon tissue was validated by RT-PCR (Fig 3D). As anticipated, the promoter regions of the two main variants contained SRF binding sites (Fig 3A). These two binding sites contained the conserved CArG box sequences CCATATAGGG and CCAAACAAGG on the first SRF binding site and CCTAATTAGG on the second SRF binding site. Collectively, the genomic map, SRF binding sites, CArG boxes, and variant expression data of *Acta2* all suggested that SRF binding of the three different CArG boxes drives the expression of the two dominant transcriptional variants in SMCs.

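The sequences were looked up in the mouse assembly NCBIM37, which is mm9. Annotated transcription of *Acta2* starts at 34329826 on the reverse strand of chromosome 19. CCATATAGGG lies 121 bp upstream of it, from 34329938 to 34329947, on the forward strand. On the strand of the gene, where the box reads CCCTATATGG, the stretch around it is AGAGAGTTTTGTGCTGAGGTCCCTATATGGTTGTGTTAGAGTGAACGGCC. CCAAACAAGG lies 71 bp upstream, from 34329888 to 34329897. CCTAATTAGG lies in intron 1 from 34328778 to 34328787, 1039 bp downstream of the start. Within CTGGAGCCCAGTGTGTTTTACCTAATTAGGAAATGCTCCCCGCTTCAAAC it is the only one of the 3 that fits the consensus CC(A/T)6GG throughout. The dominant isoforms together made up 93.5% of *Acta2* expression in JSMCs and 96.3% in CSMCs. From the map, the binding sites, the boxes and the variant levels taken as a whole, the paper proposes that SRF bound to these boxes drives the dominant variants.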

Since SRF is also known to self-regulate the *Srf* gene [22], we also investigated whether SRF binding sites are located within the RNA polymerase II binding site and whether transcriptional initiation of *Srf* variants may also be influenced by neighboring CArG boxes. 

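*Srf* encodes serum response factor, the transcription factor that binds CArG boxes. It lies on chromosome 17, from 46683776 to 46694840 in the deposited tables, and its annotated transcript in mm9 has 7 exons. The tables list 3 variants under 3 start sites, of 3272, 4093 and 3444 bp, in each of the 4 muscle libraries. The variant of 4093 bp matches the annotated transcript, and the others share a splice junction with it.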

Our transcriptome data showed that the *Srf* gene encodes seven exons and has three different transcriptional initiation sites located on exon 1 (E1a, E1b, and E1c) resulting in the expression of three variants in JSMCs and CSMCs (S2A Fig). *Srf* was highly expressed in both SMCs (S2B Fig, S4 and S5 Tables), and the two main variants were TCONS_00115860 and TCONS_00126017 starting at E1a and E1b, respectively (S2A and S2C Fig). These two variants started from a CpG island promoter region that overlaps with a RNA polymerase II binding site (C2C12 SRF ChIP-seq from ENCODE/Caltech data; S2A Fig). 

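Summed over its variants, *Srf* was at 121 FPKM in JSMCs and 106 FPKM in CSMCs, ranking 433 and 457 among all genes. SM tissue had 87.3 FPKM in jejunum and 62.3 FPKM in colon. In ICC it was at 32.6 FPKM in jejunum and 39.4 FPKM in colon. TCONS_00126017 was at 62.5 FPKM in JSMCs and 51.4 FPKM in CSMCs, and TCONS_00115860 at 54.6 and 53.5 FPKM, so that neither dominated. TCONS_00126017 differed more from tissue, where it was at 34.9 and 21.9 FPKM, than TCONS_00115860, at 50.7 and 39.1 FPKM. The third variant, TCONS_00117754, was at 4.06 FPKM in JSMCs and 1.21 FPKM in CSMCs.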

The polymerase binding region also contained a SRF binding site that aligned with the three CArG boxes CCATATAAAG, CCTTTTATGG, and CCTTATATGG conserved between mice and humans. There was an additional SRF binding site in intron 2 that contained the CArG box CCTTATATGG, which was also conserved between mice and humans. 

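In NCBIM37 the annotated start of *Srf* is at 46693111 on the reverse strand. CCATATAAAG lies 39 bp upstream of it, from 46693141 to 46693150, CCTTTTATGG 62 bp upstream, from 46693164 to 46693173, and CCTTATATGG 82 bp upstream, from 46693184 to 46693193. A second CCTTATATGG lies in intron 2 from 46690302 to 46690311, 2800 bp downstream of the start. The 50 bp around it, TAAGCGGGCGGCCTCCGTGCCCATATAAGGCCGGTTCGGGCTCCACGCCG, have a GC content of 70.0%, and those around the box nearest to the start one of 46.0%.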

Finally, we validated the expression of all three variants in JSMCs and CSMCs by RT-PCR (S2D Fig). Taken together, the RT-PCR validation of our bioinformatics analysis confirmed that our SMC transcriptome data and the interactive SMC genome browser are accurate and reliable.

### Analysis of CArGome and SRF binding sites in the genes of SMCs

Since alternative SMC transcripts appeared to be closely associated with binding of SRF to different CArG boxes, we performed an analysis of all SRF binding sites in the mouse genome. A total of 6,759 SRF binding sites were identified in the myocyte genome, and 1,540 of these binding sites were selected for further analysis based on the strength of the SRF signal (peak height > 1.5 signal value). A complete list of SRF binding sites associated with CArG boxes, CpG islands, and JSMC transcripts is shown in S6 Table. Fifty-seven percent (877) of SRF binding sites were associated with CArG boxes, and 32% (413) of the SRF binding sites were conserved between humans and mice (Fig 4A and 4B). Approximately 43% (560) of all SRF binding sites were found within the CpG islands of transcriptional start sites (Fig 4C). Most SRF binding sites were found within the promoter regions and were followed by exon 1 or intron 1 (Fig 4E), and a total of 1,116 genes (86%) were associated with SRF binding sites (Fig 4D), of which most were abundantly expressed in SMCs. There were 86 genes that were closely associated with SRF binding sites and highly expressed in SMCs (Fig 4F). Of the SRF-associated genes, several new genes were identified in additional to known contractile genes such as *Acta2*, *Tagln*, and *Des* (Fig 4F).

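*Tagln* encodes transgelin, an actin-binding protein of smooth muscle, and *Des* encodes desmin, the intermediate filament of muscle. *Tagln* was at 4424 FPKM in JSMCs and 2661 FPKM in their tissue, and at 8559.6 and 4515 FPKM in colon. *Des* was at 6379.7 and 3458 FPKM in jejunum and at 9394 and 3877 FPKM in colon. *Tagln* ranked 6 in JSMCs and 4 in CSMCs, *Des* 4 and 3. Both were higher in CSMCs than in JSMCs, with log2 ratios of 0.95 and 0.56 across the separate organ tables.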

**Fig 4:**
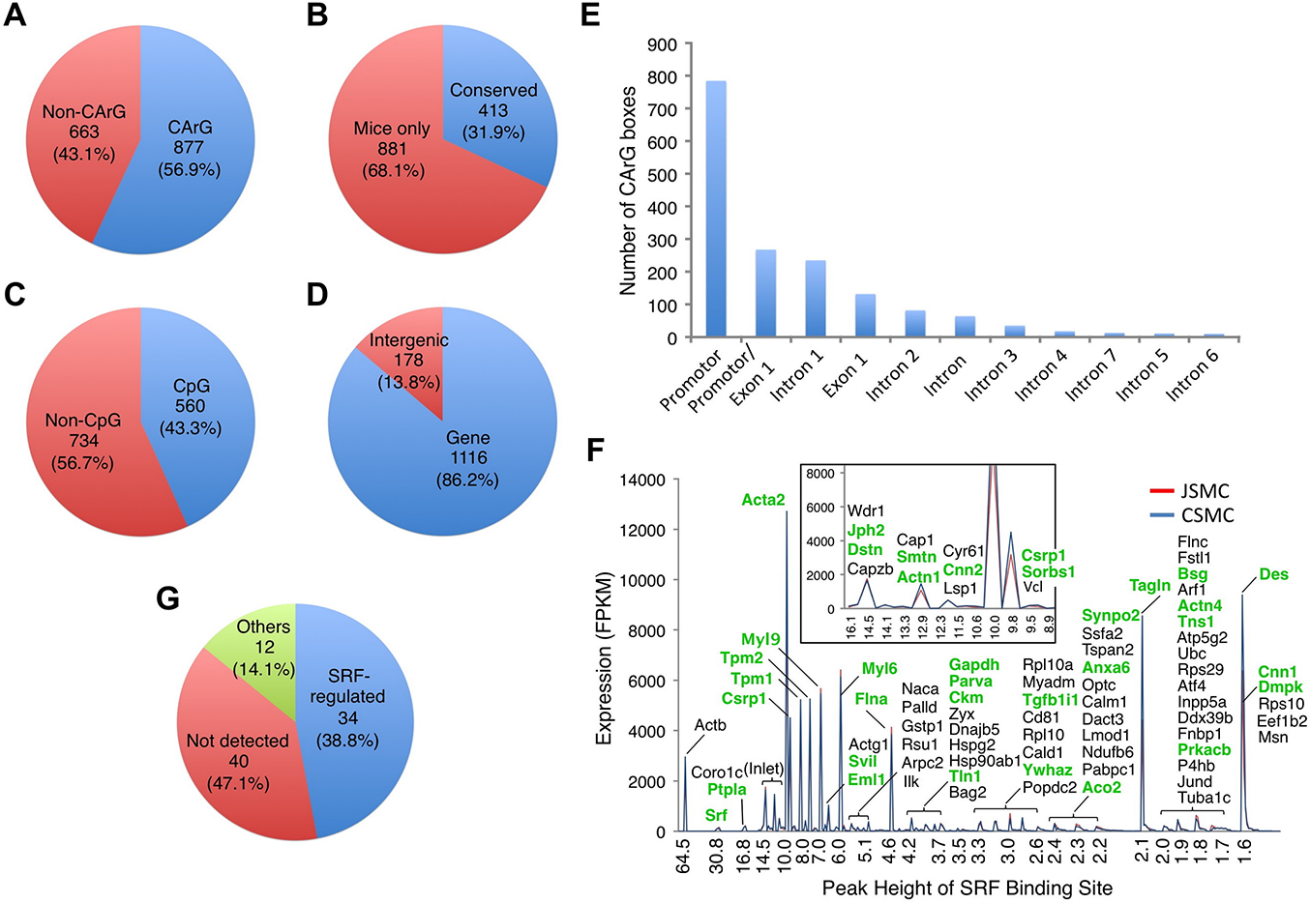
Analysis of CArG boxes and SRF binding sites on SMC transcriptome. A total of 1,540 SRF binding sites (peak height >1.5) obtained from SRF ChIP-seq of C2C12 myoblasts were analyzed for association with CArG boxes, CpG islands, and genes. (A) Proportion of SRF binding sites associated with CArG boxes. (B) Proportion of SRF binding sites associated with CArG boxes conserved between mice and humans. (C) Proportion of SRF binding sites associated with CpG islands. (D) Proportion of SRF binding sites associated with genes. (E) Locations of SRF binding sites on genes expressed in SMCs. (F) A representative list of SMC genes that were highly expressed and associated with SRF binding sites. Eighty-six genes containing SRF binding sites (peak hight >1.5) and highly expressed (>100 FPKM) in SMCs are shown. The SMC genes of the 34 proteins regulated by SRF in SMC-specific *Srf* KO mice are indicated in bold green letters. (G) Proportion of SRF-regulated proteins identified in jejunal SM from SMC-specific *Srf* KO mice. Eight-six SRF-associated genes were compared with the SRF-regulated proteins identified in a proteomics study involving *Srf* KO mice: 34 proteins were down-regulated (SRF-regulated; blue), 40 proteins were not detected (red), and 12 proteins did not change expression levels (others; green) in the *Srf* KO SM.

In a parallel study, we generated a tamoxifen-induced SMC-specific *Srf* KO mouse line and performed a comprehensive proteomic analysis to detect the quantitative changes of protein expression that occurs with *Srf* deletion in the SM. The proteomic analysis identified 50 proteins that were significantly decreased in the *Srf* KO SM (manuscript in submission). We then compared the 86 SRF-associated genes to the down-regulated proteins identified in *Srf* KO mice (Fig 4F and 4G). 

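The proteins of S7 Table include regulators of actin and adhesion. *Svil*, a link between actin and the membrane, *Synpo2*, a protein of the Z-disc, and *Tgfb1i1*, a focal adhesion protein, are among them beside the contractile markers. *Tgfb1i1* was at 400.1 FPKM in JSMCs and 196 FPKM in jejunal SM tissue. *Ptpla*, an enzyme of fatty acid elongation, was at 218 and 94.5 FPKM in jejunum and at 191 and 75.7 FPKM in colon. The full name beside this symbol in S7 Table is that of another gene, so which protein is meant is uncertain. *Cnn2*, a second calponin, was at 132 and 66.1 FPKM in jejunum. The paper drew these genes from a set chosen for levels above 100 FPKM in SMCs, so their abundance follows from that choice. The 33 genes held 16.3% and 20.7% of the total FPKM. Against tissue 28 were higher in JSMCs and 31 in CSMCs, of which 3 and 13 by at least 2-fold. Median log2 ratios were 0.61 and 0.77, in each organ at percentile 100. Choosing genes by SMC level also favours ratios above tissue, and several are contractile markers, so this percentile is no independent evidence. The knockout proteomics themselves are not analysed here.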

A total of 34 down-regulated proteins correlated with the identified SRF-associated genes expressed in SMCs, thereby supporting that they may be direct targets of SRF in SMCs (Fig 4G and S7 Table).

### Identification of SMC-specific genes

In order to identify distinctive cellular markers for SMCs, genes preferentially expressed in SMCs were analyzed. 

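ICC are the pacemaker cells of the gut wall and carry the receptor Kit. PDGFRα+ cells are the fibroblast-like cells that relay inhibitory nerve signals to muscle. Each was sorted from jejunal and from colonic muscle, and together with the SMCs these 4 libraries give a comparison of cell types within each organ. The labels name Kit copGFP/+ mice for ICC and Pdgfra eGFP/+ mice for PDGFRα+ cells. Another 2 libraries, colonic mucosa and PDGFRα+ cells of the colonic mucosa, are labelled Pdgfra eGFP/+ and stand in a separate table of 59061 variants. Each of the 6 samples is 1 library, made and processed by the authors as the muscle libraries were; their read numbers are not in the tables used here. Genes above 0 numbered 18045 in jejunal ICC, 16252 in the library labelled jejunal PDGFRα+ cells, 16903 in colonic ICC and 15735 in colonic PDGFRα+ cells. *Kit* was at 468 FPKM in jejunal and 792 FPKM in colonic ICC. *Pdgfra* was at 229.9 FPKM in colonic PDGFRα+ cells. In the library labelled jejunal PDGFRα+ cells it was at 34.0 FPKM, below its tissue, so directions drawn from that library, jejunal specificity among them, are uncertain. Specificity uses the paper's formula, the SMC level divided by the sum of the ICC and PDGFRα+ cell levels. Taking it within each organ and averaging both organs was chosen here, since the paper does not say how organs were combined. Ranks were taken among the 4579 genes at 10 FPKM or more in JSMCs and CSMCs.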

In parallel studies, we also obtained the transcriptome data from interstitial cells of Cajal (ICC) and PDGFRα^+^ cells of mouse jejunum and colon (manuscript in submission). Comparative analysis of gene expression profiles among SMCs, ICC, and PDGFRα^+^ cells identified cell-specific genes. These genes included known markers of SMC differentiation such as *Actg2*, *Myh11*, *Acta2*, *Cnn1*, *Des*, *Tagln*, and *Smtn* as well as several genes that had not been previously associated with GI SMCs. 

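The differentiation markers are proteins of the contractile apparatus, and each was many times more abundant in SMCs than in the sorted interstitial cells of colon. *Des* was at 278 FPKM in colonic ICC and 506 FPKM in colonic PDGFRα+ cells, and *Tagln* at 438 and 615 FPKM. *Smtn*, which binds actin filaments, was at 1464 FPKM in CSMCs and at 160.0 and 163 FPKM in the interstitial cells. In jejunal ICC *Myh11* was at 249 FPKM, *Acta2* at 938 FPKM and *Actg2* at 775 FPKM. The library labelled jejunal PDGFRα+ cells held *Acta2* at 5056 FPKM, close to the 5180.2 FPKM of unsorted tissue, and *Myh11* at 1677 FPKM, lower than the 3370.4 FPKM there. Contractile markers made up 2.30% of total FPKM in jejunal ICC, 1.58% in colonic ICC and 1.39% in colonic PDGFRα+ cells, but 9.14% in that library.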

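Several general actin-binding proteins and regulators of myosin followed the contractile genes. *Flna*, which crosslinks actin, was at 4132 FPKM in JSMCs and 448 FPKM in jejunal ICC. *Mylk*, the kinase that starts contraction, was at 3239 and 383 FPKM, and *Myl9*, the light chain it phosphorylates, at 5674 and 977 FPKM. *Csrp1*, a LIM domain protein of actin filaments, was at 3187 and 305 FPKM. *Tpm1* and *Tpm2*, the tropomyosins, were at 4396 and 695 FPKM and at 4412 and 752 FPKM. Over ICC alone, the ratio of JSMCs was 10.4 for *Csrp1*, 9.22 for *Flna*, 8.46 for *Mylk*, 6.33 for *Tpm1*, 5.87 for *Tpm2* and 5.81 for *Myl9*.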

The novel genetic markers identified included *Flna*, *Csrp1*, *Mylk*, *Tpm1*, *Myl9*, and *Tpm2* (Fig 5A). 

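*Actg2* led the 13 contractile markers in each organ, with a specificity of 2.24 in jejunum and 17.6 in colon. *Cnn1*, whose protein restrains myosin, followed by mean at 7.92, then *Myh11* at 6.93, *Des* at 6.65 and *Acta2* at 5.64. In jejunum alone the order after *Actg2* was *Flna* at 2.20 and *Myh11* at 1.96. *Tagln* had a mean of 4.71, *Mylk* of 4.32, *Csrp1* of 4.17, *Tpm1* of 3.96, *Tpm2* of 3.36, *Flna* of 3.22, *Smtn* of 3.10 and *Myl9* of 3.09. The paper named these markers from a comparison of these same cell types, so high ranks and ratios follow in part from that choice. Among all 4579 genes 9 of the markers ranked in the first 100, and *Actg2* ranked 6. Ahead of it came *Park2*, a ubiquitin ligase, at 25.3, *Nipal4*, a magnesium transporter, at 13.0, *Acta1*, the actin of skeletal muscle, at 11.4, the keratin *Krt17* at 10.7 and *Tnnt2* at 10.5. The median marker had 1.56 in jejunum and 7.33 in colon, where the median of all genes was 0.502 and 0.447. The jejunal values rest on the library labelled jejunal PDGFRα+ cells. Over ICC alone JSMCs had a ratio of 15.1 for *Myh11*, 13.2 for *Cnn1* and 12.7 for *Actg2*.

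**Figure D4:**
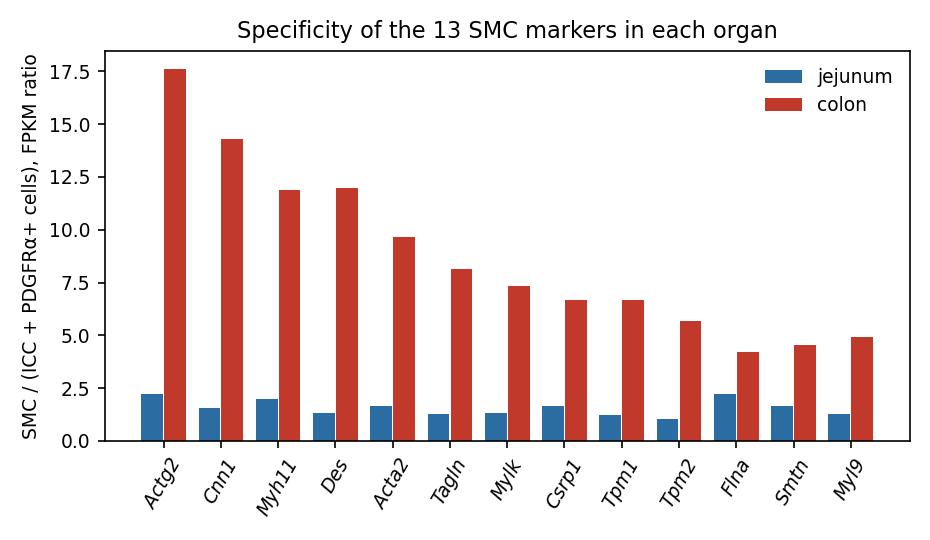
SMC specificity of 13 contractile markers in jejunum and colon, as the SMC level over the sum of the ICC and PDGFRα+ cell levels. Every bar is higher in colon, from 4.23 for *Flna* to 17.6 for *Actg2*.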

We found that *Actg2*, *Myh11*, *Acta2*, and *Cnn1* were the most cell specific genetic markers in both JSMCs and CSMCs (Fig 5B).

**Fig 5:**
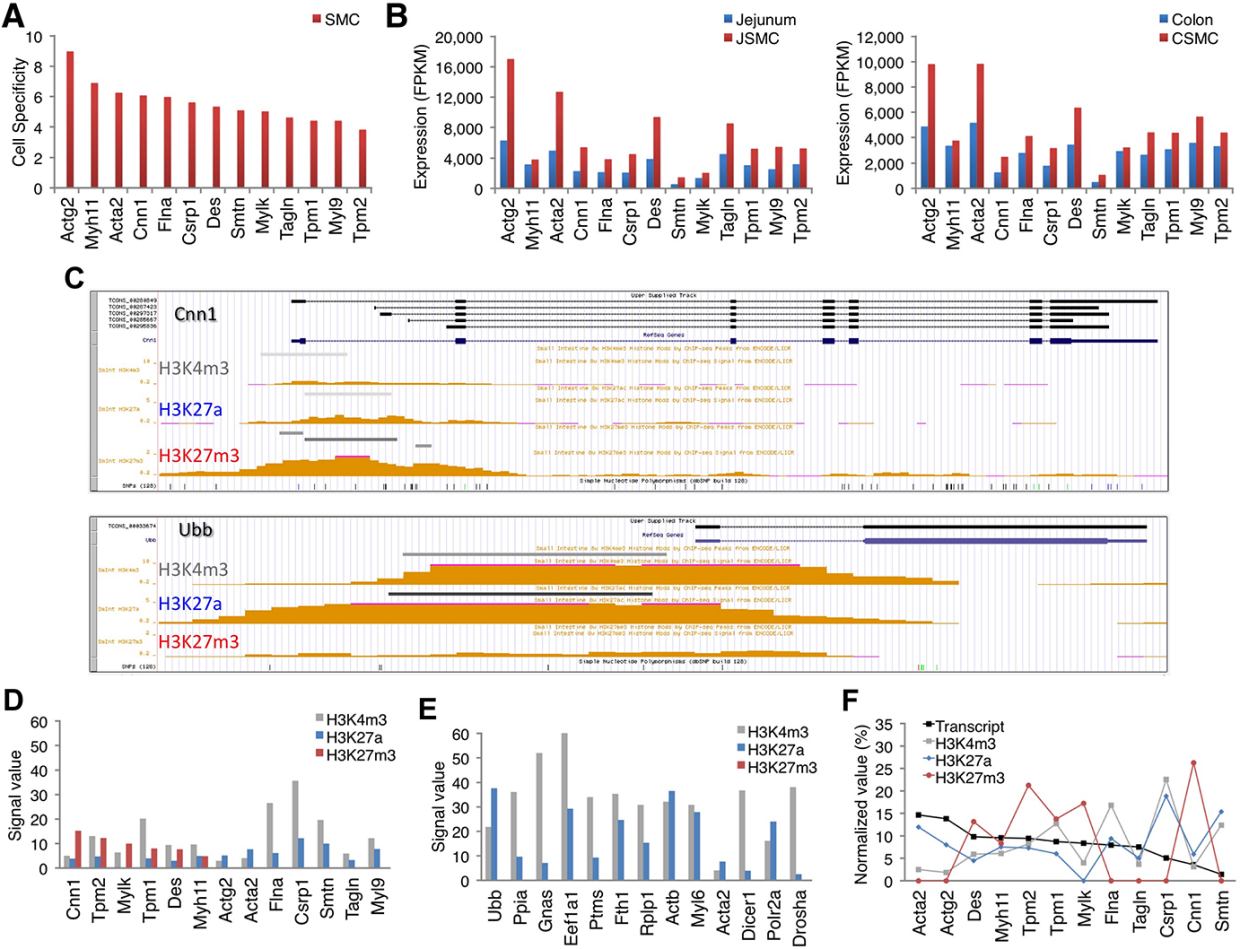
Identification of SMC-specific genes by expression profiles and histone modifications. (A) Specificity of SMC-enriched genes. Cell specificity was determined by comparative analysis of gene expression profiles among SMCs, ICCs, and PDGFRα^+^ cells: SMCs^expression level (FPKM)^/[ICC^expression level (FPKM)^ + PDGFRα^+^ cells^expression level (FPKM)^] (B) Comparison of JSMC- and CSMC-enriched gene expression. (C) Genomic map views of histone modications (H3K4m3, H3K27a, and H3K27m3 in 8 week small intestine) on *Cnn1* (specifically expressed in JSMCs and CSMCs) and *Ubb* (ubiquitiously expressed). (D) Comparison of histone modifications on SMC-enriched genes. The signal value is the average of the mininum and maxium values of the ChIP-seq signal for each histone modification. (E) Comparison of histone modifications on ubiquitious genes. (F) Expression levels of SMC-enriched genes not altered by histone modifications.

Recent studies have shown unique histone methylation and acetylation markers for gene expression in human and mouse cells. These include H3K4m3 for active or poised genes; H3K27a for active genes; and H3K27m3 for silenced genes [23–25]. Since gene expression in SMCs is also regulated in part by histone modifications [26], we reanalyzed the SMC-specific genes along with the ubiquitously expressed genes via the genome browser, which incorporated the small intestine histone modification maps available at the public mouse encyclopedia of DNA elements (mouse ENCODE) [27]. Interestingly, SMC-specific genes had histone modifications that were unique compared to ubiquitously expressed genes. For example, our RNA-seq data showed that the *Cnn1* mRNAs, which were specific to SMCs, were enriched in both JSMCs and CSMCs (S3B Fig). This gene was expressed as five variants in SMCs (S2 and S3 Tables), which had different transcriptional start sites in exon 1 (Fig 5C and S3A Fig). 

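*Cnn1* encodes calponin 1, an actin-binding protein that slows the myosin motor. Summed over variants it was at 2495 FPKM in JSMCs and 1270.1 FPKM in their tissue, and at 5412 and 2278 FPKM in colon. Colonic ICC had 146 FPKM and colonic PDGFRα+ cells 232 FPKM. It ranked 13 among all genes of JSMCs and 7 among those of CSMCs. The log2 ratio of CSMCs over JSMCs, across separate tables, was 1.12, the largest of the contractile markers.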

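*Cnn1* spans 21903697 to 21913665 on chromosome 9 in mm9. Its variants stand under 4 start sites, since TCONS_00297317 and TCONS_00287423 share 1. Those were the weakest, at 75 and 69.9 FPKM in JSMCs and at 116 and 51.7 FPKM in CSMCs. TCONS_00285667, of 871 bp, was at 167 FPKM in JSMCs and 498 FPKM in CSMCs. It fell short of tissue in jejunum, at 0.797 times, and exceeded it in colon, at 1.33 times.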

Two main *Cnn1* transcripts in the SMCs were TCONS_00280849 and TCONS_00295836 (S3C Fig). 

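TCONS_00280849, which matches the annotated transcript, was at 1272 FPKM in JSMCs and 2921 FPKM in CSMCs, or 51.0% and 54.0% of *Cnn1*. TCONS_00295836, of 1365 bp, was at 910.4 and 1826 FPKM, or 36.5% and 33.7%. In SM tissue the second was a smaller part of the gene, 23.1% in jejunum and 26.6% in colon. It exceeded tissue by 3.10 and 3.02 times, and the annotated variant by 1.90 and 2.53 times.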

Expression of all five variants of the gene were validated in both sources of SMCs by RT-PCR (S3D Fig). The transcriptional start sites of *Cnn1* contained low levels of H3K4m3 and H3K27a but higher levels of H3K27m3 suggesting that the gene is active in SMCs and inactive in non-SMCs within the small intestine (Fig 5C). In contrast, *Ubb* was expressed as a single variant, and its promoter region had high levels of H3K4m3 and H3K27a modifications but very low levels of H3K27m3 suggesting that the gene is active in all cells within the tissue rather than just in SMCs (Fig 5C). These histone modification signatures allowed for the identification of six SMC-specific genes in the transcriptome. 

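*Ubb*, a source of free ubiquitin, was at a similar level in most libraries. Its variant of 1165 bp was at 653 FPKM in JSMCs and 617 FPKM in their tissue, and at 574 and 554 FPKM in colon. ICC had 549 FPKM in jejunum and 614 FPKM in colon, and colonic PDGFRα+ cells 643 FPKM. The library labelled jejunal PDGFRα+ cells stood higher, at 1088 FPKM. Colonic mucosa, with little muscle, had 492 FPKM. *Gnas*, a G protein subunit, *Ppia*, a prolyl isomerase, and *Eef1a1* were at 634, 691 and 1902 FPKM in JSMCs against 751, 718 and 2042 FPKM in tissue, and at 579, 682 and 1514 FPKM in CSMCs against 657, 811 and 1979 FPKM. Of the genes named as ubiquitous, *Myl6*, a myosin light chain, was furthest from tissue in CSMCs, at 6131 against 3538 FPKM, followed by *Ptms*, parathymosin, at 1155 against 688 FPKM. The list of 12 had a median log2 ratio of 0.06 in JSMCs, at percentile 34.1, and of −0.10 in CSMCs, at percentile 20.5. From the single variant and the histone marks of its promoter, the paper proposes that *Ubb* is active in all cells of the tissue.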

The six genes include three well-known markers *Cnn1*, *Myh11*, and *Des* and three new markers *Tpm1*, *Tpm2*, and *Mylk*, which are specific to primary SMCs (Fig 5D). Further testing of the twelve most ubiquitously expressed genes in SM tissue and cells summarily confirmed the presence of the expected histone modification signature (Fig 5E). However, the expression levels of SMC-specific genes appeared to be unrelated to the degree of histone modification suggesting that other transcriptional regulators may control these genes (Fig 5F). Furthermore, we confirmed that six of the SMC-specific genes contained multiple conserved CArG boxes in the promoter or intronic regions and that three of the genes (*Tpm1*, *Tpm2*, and *Cnn1*) contained conserved CArG boxes, which aligned well with the publicly available data (C2C12) on SRF binding sites (S4A–S4C Fig). The SRF binding sites for the other three genes (*Mylk*, *Des*, and *Myh11*) were unfortunately unavailable in the public database indicating that they may be expressed in minute levels in C2C12 myocytes. Taken together, the genomic analyses showed that SMC-specific genes may be regulated by SRF and histone modifications.

### Comparative analysis of ion channels and transporters expressed in SMCs

Since contractile activity of SMCs is regulated by Ca^2+^ via ion channels and transporters [7,28], we used the transcriptome data to identify the ion channels and transporters that were differentially expressed in jejunal and colonic SMCs. In jejunal SMCs, a total of 442 ion channel and transporter isoforms (258 ion channels, 169 ion transporters, and 15 coupled ion channels and transporters) were expressed (S8 Table). Likewise in colonic SMCs, a total of 447 ion channel and transporter isoforms (263 ion channels, 168 ion transporters, and 16 coupled ion channels and transporters) were expressed (S9 Table). 

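The genes of S8 Table were looked up by symbol in the jejunal table. Of its symbols 40 are not listed in the files, and 442 of the others were above 0 in JSMCs. *Fxyd6*, a regulator of the sodium pump, was the highest channel gene at 266 FPKM, and *Hvcn1*, the only proton channel, was at 0.632 FPKM. Of the 258 channels 140 were under 1 FPKM, 59 were at 10 FPKM or more and 9 at 100 FPKM or more. SM tissue also expressed 428 of the 442 genes.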

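CSMCs had a nearly equal roster, with 447 of these symbols above 0. *Fxyd6* was again the highest channel gene, at 258 FPKM. *Kcnip4*, a modulator of Kv4 channels, was at 12.0 FPKM in CSMCs and 0.424 FPKM in JSMCs, and *Hcn4*, a pacemaker channel, at 0.161 and 4.11 FPKM. Of the 263 channels 140 were under 1 FPKM, 58 at 10 FPKM or more and 7 at 100 FPKM or more. Colonic SM tissue expressed 442 of the 447.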

Not surprisingly, calcium channels were the most highly expressed type of ion channel in both JSMCs and CSMCs (Fig 6A). Furthermore, hydrogen transporters were the most dominantly expressed type of transporter in JSMCs and CSMCs (Fig 6B). 

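Calcium channel genes, many of them regulators rather than pores, made up the largest sum. Outside it, *Vdac1*, the mitochondrial porin, was at 131 FPKM in JSMCs and *Clic4*, a chloride channel, at 120.1 FPKM. The calcium class held 58 genes above 0 and 1323 FPKM in JSMCs, and 61 genes and 1377 FPKM in CSMCs. Potassium channels followed with 748 and 682 FPKM, and anion channels, which the paper does not sum with chloride channels, had 314 and 249 FPKM. *Jph2*, which tethers the sarcoplasmic reticulum to the plasma membrane, was 18.0% of the calcium sum in JSMCs and 18.8% in CSMCs. The first 5 genes made up 50.3% and 57.3%. SM tissue had 1209 FPKM of calcium channels in jejunum and 1116 FPKM in colon.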

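Proton transporters are mostly subunits of the mitochondrial ATP synthase and the vacuolar pump. They summed to 5107 FPKM in JSMCs and 3475 FPKM in CSMCs, over 48 and 51 genes. Calcium transporters came next at 805 and 681 FPKM, carried by *Atp2b4*, the plasma membrane calcium pump, at 265 and 298 FPKM, and *Atp2a2*, the pump of the sarcoplasmic reticulum, at 274 and 170.0 FPKM. Potassium transporters held 448 and 323 FPKM, cation transporters 425 and 326 FPKM, and chloride transporters 114 and 107 FPKM. SM tissue had 4894 and 3327 FPKM of proton transporters.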

To identify the most abundantly expressed ion channel and transporter classes in SMCs as well as SMC-specific isoforms, a more detailed analysis was performed.

**Fig 6:**
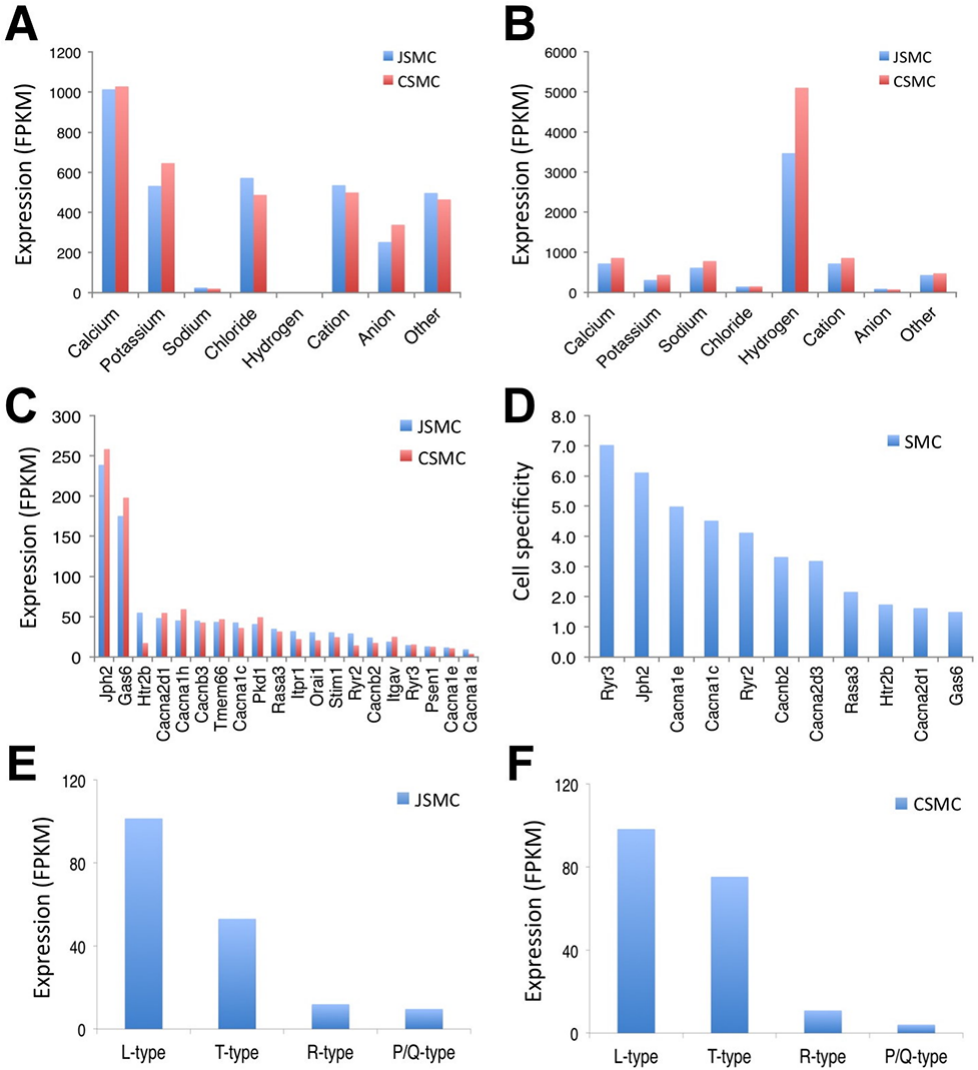
Comparison of ion channel and transporter isoform genes expressed in SMCs. (A) Comparison of expression levels of ion channel isoforms in JSMCs and CSMCs. (B) Comparison of expression levels of ion transproter isoforms in JSMCs and CSMCs. (C) Calcium channel isoforms enriched in JSMCs and CSMCs. (D) SMC-specific calcium channel isoforms. Cell specificity was determined by comparative analysis of gene expression profiles among SMCs, ICC, and PDGFRα^+^ cells. (E) Voltage-dependent calcium channel isoforms (L-type, *Cacna1c* & *d*; T-type, *Cacna1h* & *g*; R-type, *Cacna1e*; P/Q-type, *Cacna11*) expressed in JSMCs. (F) Voltage-dedendent calcium channel isoforms in CSMCs.

### Ion channels: calcium channels

SMCs expressed several calcium channel isoforms that included voltage-dependent calcium channels [*Cacna1h* (T-type, Cav3.2); *Cacna1c* (L-type, Cav1.2); *Cacna1e* (R-type, Cav2.3); *Cacna1a* (P/Q-type, Cav2.1)] as well as calcium channel regulators, such as *Jph2* and *Ga6* (Fig 6C). 

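Of the voltage-gated pores *Cacna1h*, the Cav3.2 channel, was highest, at 45.4 FPKM in JSMCs and 59.4 FPKM in CSMCs. *Cacna1e*, the Cav2.3 channel, was at 11.9 and 10.9 FPKM, and *Cacna1a*, the Cav2.1 channel, at 9.64 and 4.04 FPKM. *Gas6*, a ligand of the TAM receptors, was at 175 and 198 FPKM, and its tissue levels were 115 and 96.5 FPKM. Among 38 genes of the class at 1 FPKM or more, *Jph2* and *Gas6* ranked 1 and 2 by mean level, *Cacna1h* 4, *Cacna1c* 9, *Cacna1e* 24 and *Cacna1a* 29. *Cacna2d1* and *Cacnb3*, auxiliary subunits of the same channels, were at 48.4 and 45.2 FPKM in JSMCs.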

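*Kcnf1*, a silent potassium channel subunit, had the highest specificity of the channel genes at 9.14, followed by *Jph2* at 6.2 and *Ryr3* at 5.77. *Cacna1e* came sixth with 4.34, and *Cacna1c*, the pore of the L-type channel, fourteenth with 2.38. *Kcnd3*, a transient outward potassium channel, at 5.16 and *Trpv2*, a stretch-sensitive cation channel, at 4.71 stood ahead of *Cacna1e*, and *Trpc4*, a receptor-operated channel, followed it at 4.14. *Cacna1h* had 0.329 in jejunum and 5.32 in colon, because jejunal ICC held it at 110.1 FPKM and colonic ICC at 6.89 FPKM. *Cacna1d*, another L-type pore, was the lowest of the calcium class at 0.0305, with 69.5 FPKM in colonic ICC. Of 132 channel genes at 1 FPKM or more in an SMC library, 18 had a mean specificity of 2 or more. The jejunal part of each value includes the library labelled jejunal PDGFRα+ cells. With ICC alone as the jejunal comparator 35 genes reached 2. Values then rose unequally, so the ranks hold only for the formula used here. *Htr2b*, a serotonin receptor grouped with calcium channels, went from 1.04 to 9.54, *Ryr2* from 2.07 to 5.84 and *Cacna1c* from 2.38 to 3.09.

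**Figure D5:**
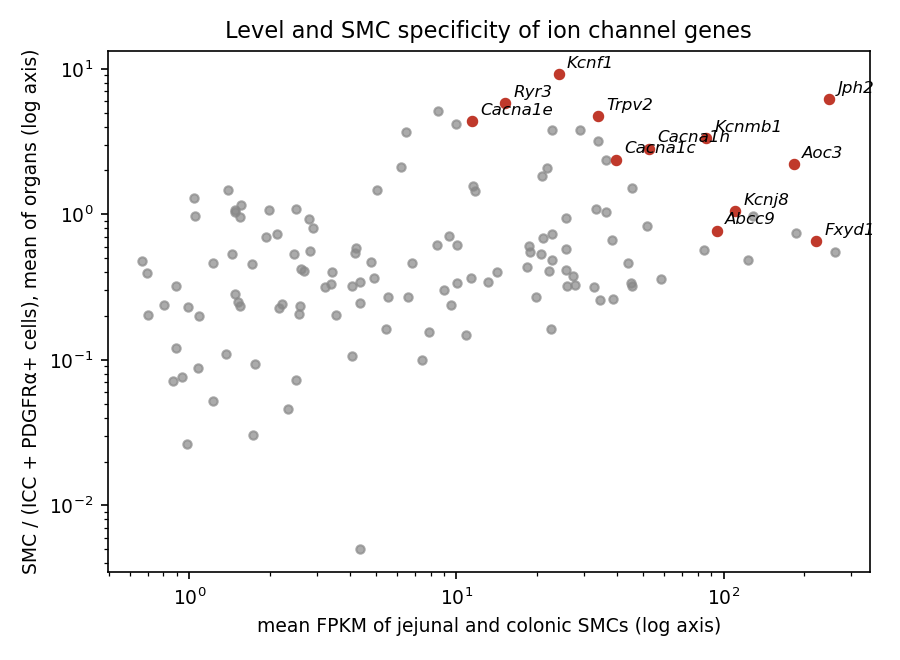
Mean FPKM of JSMCs and CSMCs against mean SMC specificity for 132 ion channel genes, on log axes. *Kcnf1*, *Jph2* and *Ryr3* have the highest specificity, and *Fxyd1* is among the most abundant with 0.654.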

Our transcriptome data showed that *Ryr3*, *Jph2*, *Cacna1e*, and *Cacna1c* were specifically expressed in JSMCs and CSMCs (Fig 6D). Furthermore, L-type (*Cacna1c* and *Cacna1d*) and T-type calcium channels (*Cacna1h* and *Cacna1g*) were also highly expressed in JSMCs and CSMCs (Fig 6E and 6F). 

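The L-type and T-type pores were shared out between cell types. *Cacna1c* provided nearly all L-type expression of SMCs, at 42.9 FPKM in JSMCs and 36.1 FPKM in CSMCs, and *Cacna1d* 0.805 and 2.65 FPKM. *Cacna1g*, the Cav3.1 channel, was at 0.573 and 0.784 FPKM in SMCs and at 151 FPKM in colonic PDGFRα+ cells. The L-type sum was 43.7 FPKM in JSMCs and 38.8 FPKM in CSMCs, against 33.4 and 33.5 FPKM in tissue. The T-type sum was 46.0 and 60.2 FPKM, against 44.4 FPKM in either tissue. Colonic ICC had more L-type expression than CSMCs, 80.5 FPKM, and jejunal ICC more T-type than JSMCs, 112 FPKM. The list of voltage-dependent calcium channel genes had a median log2 ratio to tissue of −0.16 in both organs, at percentiles 29.2 and 73.0. *Cacna1b*, the neuronal N-type pore, was lowest in JSMCs, at 0.317 against 5.39 FPKM.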

Since the genes *Ryr3* and *Jph2* were the most specific to SMCs, we examined them in further detail (Fig 6D). *Ryr3* encodes a ryanodine receptor that functions to release calcium from intracellular stores and therefore, plays an essential role in triggering muscle contraction [29]. Analysis of the *Ryr3* gene with the genome browser revealed a SRF binding site on its promoter as well as on intron 1 (Fig 7A). Moreover, the SRF binding sites of the *Ryr3* gene contained two CArG boxes, one of which was located on the promoter and found to be conserved between mice and humans. Like other SRF-induced genes, *Ryr3* was predominantly expressed in JSMCs and CSMCs (Fig 7B), and there were approximately 12 *Ryr3* transcript variants, of which most were newly identified in this study (Fig 7A and 7C).

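*Ryr3*, the ryanodine receptor that releases stored calcium, was of modest level and of high specificity. It was at 14.9 FPKM in JSMCs and 15.6 FPKM in CSMCs, and at 1.32 and 1.02 FPKM in ICC of jejunum and colon. Colonic PDGFRα+ cells had 0.665 FPKM, and the library labelled jejunal PDGFRα+ cells 5.11 FPKM. JSMCs expressed 12 variants and CSMCs 11, and 13 were above the cutoff in at least 1 muscle library. All share a splice junction with a known transcript and none matches one in full. The first 2 made up 45.8% of the gene in JSMCs and 47.7% in CSMCs.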

**Fig 7:**
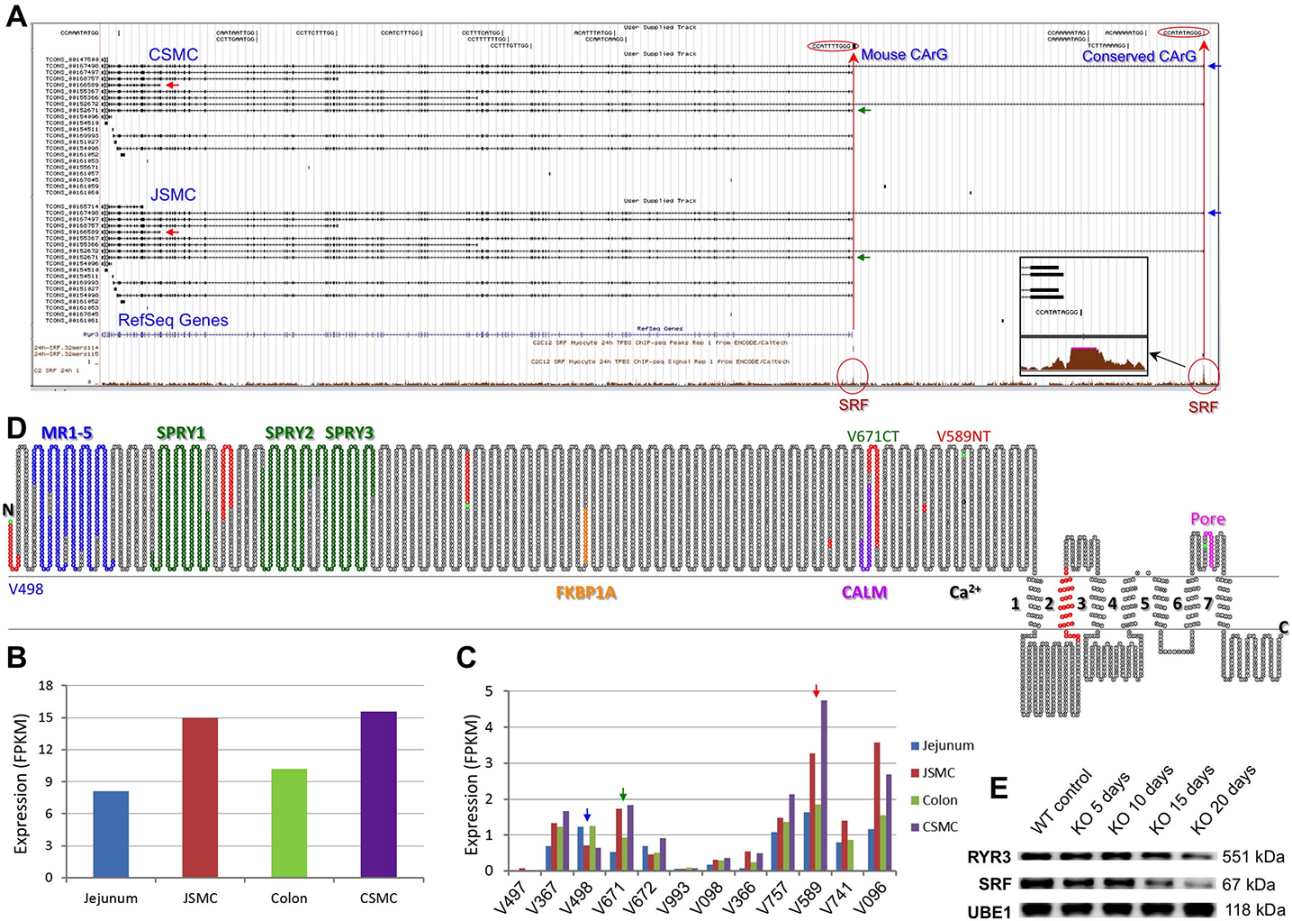
Identification of an SMC-specific Ryr3 regulated by SRF. (A) A genomic map view of *Ryr3* variants expressed in JSMCs and CSMCs. Three variants TCONS_00167498 (V498, blue), TCONS_00152671 (V671, green), and TCONS_00166589 (V589, red) are indicated by arrows. (B) Expression levels of total Ryr3 in SMCs. (C) Expression levels of each *Ryr3* vaiant in SMCs. Variants are arranged on the X-axis from longest (left) to shortest (right) in length. The three variants shown on A are also indicated by the color arrows. (D) A topological map of RYR3 variants. Each circle denotes the corresponding amino acid. Colors on amino acid sequence show distinct regions and domains: red, missing or inserted peptides from differentially spliced exons; green, start codons found in differentially spliced variants. Seven transmembrane domains 1–7 and a pore region (magenta) are shown. MR1-5 (blue), SPRY1-3 (dark green), FKBP1A (orange), CALM (purple), and a residue E (black) that is required for Ca^2+^ binding (Ca^2+^) are also indicated. The topology map was drawn based on the longest peptide variant V498. V671 is a C-terminal truncated variant (V671CT) that is missing Ca^2+^ binding and transmembrane domains after the CALM domain while V589 is an N-terminal truncated variant (V589NT) that is missing the N-terminal domains (N-ter to CALM domain). (E) Western blot showing that RYR3 protein expression decreased in jejunum SM of inducible SMC-specific *Srf* KO mice as SRF protein was depleted 5, 10, 15, and 20 days following tamoxifen administration. UBE1 was used as an endogenous control.

The transcriptional initiation sites for the long *Ryr3* transcripts TCONS_00167498 (16,179 bp) and TCONS_00152672 (15,870 bp) were located on the newly discovered exon 1, which was located ~170 kb upstream from exon 2 and was not present in the RefSeq gene sequence (NM_177652.2; Fig 7A). This *Ryr3* RefSeq gene sequence (NM_177652), which started at a cryptic alternative exon 1 near exon 2, was found to be in provisional status since it was missing the 5’ untranslated region. 

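TCONS_00167498 was at 0.717 FPKM in JSMCs and 0.642 FPKM in CSMCs, below the 1.23 and 1.24 FPKM of the tissues. TCONS_00152672 was at 0.455 and 0.908 FPKM, against 0.691 and 0.511 FPKM. The deposited tables place both under the same start site. In NCBIM37 the transcript Ryr3-001 has its exon 1 from 113057097 to 113057208 on chromosome 2 and exon 2 from 112868733 to 112868852, with an intron of 188244 bp between them. Transcript Ryr3-201 starts at 112870488 instead, 1525 bp of intron away from the same exon 2.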

A *Ryr3* variant, which started on exon 1, was also found to be present in humans (NM_001036). The presence of a SRF binding site and CArG box in the proximal promoter region of exon 1 further validated its discovery and association with SRF (Fig 7A). The SRF binding site also contained a CArG box (CCATATAGGG) that was again conserved in mice and humans. Furthermore, an additional SRF binding site was located downstream at the alternative exon 1, which coincided with the transcriptional start sites of 5 *Ryr3* variants (TCONS_00167497, TCONS_00155367, TCONS_00152671, TCONS_00169993, and TCONS_00154098). 

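CCATATAGGG occurs once in the searched part of *Ryr3*, from 113057332 to 113057341 on chromosome 2. It lies 133 bp upstream of the start of Ryr3-001, on the opposite strand from the gene. The surrounding sequence is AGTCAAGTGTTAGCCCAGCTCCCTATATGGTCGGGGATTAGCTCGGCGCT, with 56.0% GC. The same 10 bases stand upstream of *Acta2*. Only mouse sequence was used here.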

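Near *Ryr3* the sequence CCATTTTGGG was found at 3 places. The place nearest to an annotated start runs from 112871166 to 112871175, 687 bp upstream of Ryr3-201, within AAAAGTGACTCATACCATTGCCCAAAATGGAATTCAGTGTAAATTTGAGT. That stretch has 34.0% GC. The others begin at 112910695 and 113039828, farther from any start. All 3 places lie within intron 1 of Ryr3-001.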

The latter SRF binding site was also located in the proximal promoter region, which contained a CArG box (CCATTTTGGG) only found in mice.

As expected, the *Ryr3* variants were preferentially expressed in jejunal and colonic SMCs over their muscularis tissues (Fig 7B). 

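*Ryr3* as a whole was at 8.11 FPKM in jejunal and 10.2 FPKM in colonic SM tissue, which gave log2 ratios of 0.81 and 0.56. TCONS_00152671, of 16128 bp, was at 1.73 FPKM in JSMCs and 0.526 FPKM in tissue, and at 1.84 and 0.923 FPKM in colon. TCONS_00155366 was at 0.542 against 0.0676 FPKM and at 0.489 against 0.245 FPKM. TCONS_00167498 and TCONS_00169993 were lower in SMCs than in tissue in both organs, at ratios of 0.582 and 0.518 for the first and of 0.889 and 0.836 for the second. Values this low move with few fragments, and the files give no interval for them.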

Interestingly, however, there was significant variation in the expression levels of *Ryr3* variants between jejunal and colonic SMCs (Fig 7C). 

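The whole gene was nearly equal in the 2 cell types, with a log2 ratio of CSMCs over JSMCs of 0.06 across separate tables. TCONS_00165714, of 4751 bp, was at 1.39 FPKM in JSMCs and is listed at 0 in CSMCs, though colonic SM tissue had 0.869 FPKM. TCONS_00168757 was at 1.48 and 2.14 FPKM, and TCONS_00155367, of 16472 bp, at 1.33 and 1.66 FPKM. TCONS_00154098 was at 0.318 and 0.365 FPKM.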

The most highly expressed *Ryr3* variant in both JSMCs and CSMCs was TCONS_00166589, which was a shorter variant (5,076 bp) containing only the 3’end of the full sequence.

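TCONS_00166589 was at 4.74 FPKM in CSMCs and 3.27 FPKM in JSMCs, or 30.5% and 21.9% of *Ryr3*. TCONS_00154096, a shorter variant of 1707 bp, was at 3.57 FPKM in JSMCs and 2.68 FPKM in CSMCs, or 23.9% and 17.2%. The first was 1.99 and 2.55 times its tissue level, and the second 3.09 and 1.74 times.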

To study the primary protein structures of *Ryr3* variants, the predicted peptide sequence of each RYR3 variant was obtained from their prospective open reading frame. The amino acid sequences of all RYR3 variants were aligned with each other to identify conserved domains and regions (S5 Fig). The full-length RYR3 peptide was TCONS_00167498 (V498, 4,858 aa), which consisted of MR1-5 domains, B30.2/SPRY1-3 domains, Repeat1-4 regions, FKBP1A, CALM, a Ca^2+^ binding residue, TM1-7 domains, and a pore region. The other eleven RYR3 variants were truncated either at the N-terminus or C-terminus. For example, the RYR3 variant TCONS_00152671 (V671CT) was truncated at the C-terminus and consisted of MR1-5 domains, B30.2/SPRY1-3 domains, Repeat1-4 regions, FKBP1A, and CALM but lacked the Ca^2+^ binding residue, TM1-7 domains, and the pore region. The most highly expressed RYR3 variant, TCONS_00166589 (V589NT), was truncated at the N-terminus and contained the Ca^2+^ binding residue, TM1-7 domains, and the pore region while missing the N-terminal domains and regions (Fig 7D).

In order to study the regulation of *Ryr3* gene by SRF, we examined *Ryr3* expression in the tamoxifen-inducible SMC-specific *Srf* KO mice. Successful KO of *Srf* expression was validated by Western blotting, which showed a progressive decline of SRF protein expression in jejunal SM apparent at 15 days following tamoxifen administration (Fig 7E). Likewise, RYR3 protein expression also decreased significantly after KO day 15, suggesting that SRF induces expression of RYR3 protein in the SMCs. UBE1 was used as the loading control since its expression levels did not change in the *Srf* KO SM. In contrast, GAPDH and ACTB could not be used as loading controls since their expression levels decreased in SM with *Srf* KO (S7 Table). Altogether, the data suggested that RYR3 was a newly discovered SRF-induced intracellular calcium ion release channel, which was predominantly expressed in JSMCs and CSMCs.

Junctophilin 2 (*Jph2*), the second most SMC-specific gene (Fig 6D), encodes a junctional membrane complex protein that regulates intracellular calcium release channels [30]. Not surprisingly, we found that *Jph2* also contained multiple SRF binding sites (Fig 4F), of which one was located on the promoter, one on intron 1, and two on intron 2 (S6A Fig). All four binding sites contained five CArG boxes, and four of them were conserved between mice and humans. Similar to *Ryr3*, *Jph2* was also found to be preferentially expressed in both JSMCs and CSMCs (S6B Fig). Moreover, we identified approximately six variants of the *Jph2* gene expressed in JSMCs and CSMCs, of which four were newly discovered in this study (S6A Fig). 

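Junctophilin 2 holds the sarcoplasmic reticulum close to the plasma membrane, where calcium release is triggered. *Jph2* was at 239 FPKM in JSMCs and 129 FPKM in their tissue, and at 258 and 109.6 FPKM in colon. ICC had 21.6 FPKM in jejunum and 13.9 FPKM in colon, and colonic PDGFRα+ cells 10.0 FPKM. The library labelled jejunal PDGFRα+ cells had 127 FPKM, near its tissue. Log2 ratios to tissue were 0.89 and 1.23.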

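Above the cutoff, *Jph2* had 4 variants in JSMCs and 5 in CSMCs, of which 3 share only a splice junction with a known transcript. TCONS_00170085, of 2665 bp, was at 19.2 FPKM in JSMCs and 0.656 FPKM in tissue; in colon it was at 16.9 FPKM and is listed at 0 in tissue. TCONS_00154205 was at 0.594 FPKM in CSMCs and is listed at 0 in JSMCs. TCONS_00150013, of 4155 bp, was at 4.02 and 6.9 FPKM. The locus runs from 163161904 to 163223729 on chromosome 2.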

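The *Jph2* variant of 4235 bp is annotated and was at 162 FPKM in JSMCs and 178 FPKM in CSMCs, or 67.8% and 68.8% of the gene. The variant of 1663 bp was at 53.6 and 56.1 FPKM, or 22.5% and 21.7%. They exceeded tissue by similar factors, 1.75 and 2.23 for the longer one and 1.64 and 2.08 for the shorter. Colonic ICC had 7.98 and 3.76 FPKM of them.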

Two of the major variants included a long transcript (TCONS_00150012) that was 4,235 bp in length and a truncated transcript (TCONS_00152782) that was 1,663 bp in length (S6A and S6C Fig). The expression of JPH2 protein was also significantly decreased in *Srf* KO SM suggesting that its expression is induced by SRF (Fig 4F and S7 Table). This data suggested that JPH2 was also a newly discovered SRF-induced calcium channel modulator specifically expressed in SMCs.

### Ion channels: potassium, cation, chloride, and sodium channels

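The classes other than calcium were each carried by a few genes. *Fxyd1*, phospholemman, made up 41.9% of the chloride class in JSMCs and 43.9% in CSMCs. *Aoc3*, an amine oxidase of the cell surface grouped with cation channels, made up 44.2% and 54.8% of its class. *Pkd2*, polycystin 2, made up 63.8% and 65.8% of the sodium class. Potassium channels came to 56.5% of the calcium sum in JSMCs and 49.5% in CSMCs, chloride channels to 35.8% and 40.7%, and cation channels to 25.3% and 28.9%. Sodium channels came to 4.13% and 4.69%. The last class depends on how genes with several ions are counted: assigned to the first ion named, sodium channels held 17.2 and 19.3 FPKM, since *Pkd2* then leaves it.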

Interestingly, we also found that potassium, cation, chloride, and sodium channel isoforms were expressed in SMCs at levels that were comparable to each other but approximately 50% lower than that of calcium channels (Fig 6A). 

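*Kcnh2*, the ERG channel that sets the resting potential, was at 36.3 FPKM in JSMCs, and *Kcnma1*, the pore of the BK channel, at 25.4 FPKM, well above the usual potassium channel gene. Of 80 genes above 0 in JSMCs 45 were under 1 FPKM, with a median of 0.462 FPKM. In CSMCs 48 of 83 were under 1 FPKM, with a median of 0.599 FPKM. At 10 FPKM or more stood 15 and 16 genes. The first 5 made up 59.3% and 52.3% of the class.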

Most potassium channel isoforms were expressed at low levels in SMCs. However, there were several other potassium channel genes that were highly and specifically expressed in SMCs: *Kcnj8* (Kir6.1), *Abcc9* (Sur2), and *Kcnmb1* (BKβ1; S7A Fig). 

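*Kcnj8* and *Abcc9* encode the pore and the sulfonylurea receptor of the ATP-sensitive potassium channel, and *Kcnmb1* the β subunit that tunes the BK channel to calcium. *Kcnj8* was at 125 FPKM in JSMCs and 96.0 FPKM in CSMCs, *Abcc9* at 114 and 74.7 FPKM, and *Kcnmb1* at 85.9 and 85.8 FPKM. They ranked 1, 2 and 3 of 39 potassium channel genes by mean level. By mean specificity *Kcnmb1* ranked 5 at 3.33, *Kcnj8* 12 at 1.05 and *Abcc9* 18 at 0.772. *Abcc9* was at 111 FPKM in colonic PDGFRα+ cells, above CSMCs. Against tissue *Kcnmb1* was at 44.9 FPKM in jejunum and 34.1 FPKM in colon, and *Abcc9* at 153 and 74.0 FPKM.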

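*Kcnip2*, a calcium-binding partner of Kv4 channels, differed between organs. It was at 82.8 FPKM in JSMCs and 75.9 FPKM in their tissue, and at 7.73 and 1.95 FPKM in colon. *Kcnf1*, which forms channels only together with other subunits, was at 21.2 FPKM in JSMCs and 27.0 FPKM in CSMCs. ICC had 2.05 FPKM of *Kcnf1* in jejunum and 0.756 FPKM in colon, colonic PDGFRα+ cells 0.947 FPKM, and the library labelled jejunal PDGFRα+ cells 6.76 FPKM. Its specificity was 2.41 in jejunum, where that library makes up most of the denominator, and 15.9 in colon. For *Kcnip2* it was 1.94 and 1.08.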

Although *Kcnip2* (Kv channel interacting protein 2) was also highly expressed in JSMCs, *Kcnf1* (Kv5.1) expression was most specific to SMCs (S7B Fig). Among cation channels, *Aoc3* (VAP1) was the most abundantly expressed in SMCs (S7C Fig). 

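*Aoc3* encodes vascular adhesion protein 1, an enzyme that oxidises amines outside the cell. It was at 148 FPKM in JSMCs and 133 FPKM in tissue, and at 218 and 129 FPKM in colon. *Tmem38a*, a channel of the sarcoplasmic reticulum that balances charge during calcium release, was at 26.9 and 24.6 FPKM. Of the 20 genes in the class *Aoc3* ranked 1 by level, and 2 by specificity with a mean of 2.21.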

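*Trpv2*, a channel opened by stretch, was at 26.4 FPKM in JSMCs and 41.3 FPKM in CSMCs and had the highest specificity of the cation class, 1.49 in jejunum and 7.94 in colon. *Trpc2*, a channel known from the vomeronasal organ, was at 4.2 and 3.95 FPKM, with a mean specificity of 0.323. ICC had more *Trpc2*, 7.42 FPKM in jejunum and 7.93 FPKM in colon. *Trpv2* exceeded tissue at log2 ratios of 0.66 and 1.00.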

Although there were several SMC-specific cation channels, *Trpv2* and *Trpc2* were the most highly expressed in SMCs (S7D Fig).

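*Fxyd1*, whose protein regulates the sodium pump in muscle, was at 199 FPKM in JSMCs and 246 FPKM in CSMCs, and at 104 and 102 FPKM in ICC. *Gabrb2*, a subunit of the GABA receptor, was at 0.0295 FPKM in JSMCs and 0.160 FPKM in CSMCs, with specificities of 1.03 and 3.51. Its levels lie close to the cutoff, so that ratio rests on few fragments. Among 16 chloride channel genes at 1 FPKM or more in an SMC library, *Ano3*, an anoctamin, had the highest mean at 1.29, below the 2.27 of *Gabrb2*, which is too low for this group. *Ano1*, the channel of ICC, had the lowest at 0.00503.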

In regards to chloride channels, the chloride channel regulator *Fxyd1* was the most abundantly expressed in SMCs (S7E Fig), but *Gabrb2* (ligand-gated chloride channel) was the most SMC-specific (S7F Fig). 

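Sodium channel genes were few and low apart from *Pkd2*, which also conducts calcium and potassium. *Pkd2* was at 34.8 FPKM in JSMCs and 42.6 FPKM in CSMCs. The class held 54.6 and 64.6 FPKM over 23 genes, of which 16 and 17 were under 1 FPKM. The cation class held 334 FPKM in JSMCs and 398 FPKM in CSMCs. SM tissue had more sodium channel expression, 139 FPKM in jejunum and 179.7 FPKM in colon.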

As expected, sodium channel isoforms were expressed at much lower levels than other cation channels in SMCs (Fig 6A). 

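*Scnn1a*, a subunit of the epithelial sodium channel, was at 3.51 FPKM in JSMCs and 2.09 FPKM in CSMCs, and at 3.79 and 2.46 FPKM in tissue. It ranked 3 of 7 genes by mean level. Jejunal ICC had 1.19 FPKM of it and colonic ICC 0.881 FPKM. *Scn7a*, a sodium-sensing channel, was at 1.83 and 1.7 FPKM.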

Interestingly, *Scn1b* (voltage-gated sodium channel type 1β) and *Scnn1a* (nonvoltage-gated sodium channel type 1α) were the most highly expressed sodium channel in both JSMCs and CSMCs (S7G Fig). However, *Scn2a1* (voltage-gated sodium channel type 2α) was most SMC-specific (S7H Fig).

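*Scn2a1* encodes a voltage-gated sodium pore. It was at 1.61 FPKM in JSMCs and 2.38 FPKM in CSMCs, and in tissue at 2.88 and 3.69 FPKM. Its specificity was 0.690 in jejunum and 1.44 in colon, a mean of 1.06 that ranked 1 of the 7 genes. *Scnn1a* followed with 0.924 and *Fxyd2*, a sodium pump regulator, with 0.699.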

### Transporters: hydrogen and sodium transporters

Strikingly, we found that the hydrogen transporter isoforms were the main class of transporters expressed in SMCs (Fig 6B), and the most highly expressed isoforms were preferentially expressed in JSMCs than in CSMCs (S8A Fig). 

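Subunits of the ATP synthase, which makes ATP in mitochondria, headed the class in each organ and were lower in CSMCs. *Atp5g3*, a part of its rotor, was at 477 FPKM in JSMCs and 315 FPKM in CSMCs, *Atp5a1*, the α subunit, at 435 and 295 FPKM, and *Atp5o* at 299 and 174 FPKM. All 16 ATP synthase genes were lower in CSMCs, with a median log2 ratio of −0.67. Of 41 hydrogen transporters at 1 FPKM or more 33 were higher in JSMCs, 18 of the 20 most abundant among them. *Cox7b*, a subunit of cytochrome oxidase, was at 127 FPKM in JSMCs and 64.3 FPKM in CSMCs. Against tissue of the same organ ATP synthase genes had medians of 0.09 and 0.08, at percentiles 32.3 and 46.9, and the respiratory chain of 0.19 and 0.21, at percentiles 59.6 and 86.2. The organs stand in separate tables.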

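*Atp5b*, the catalytic β subunit of the ATP synthase, was at 918 FPKM in JSMCs and 590.2 FPKM in CSMCs. ICC had 766 FPKM in jejunum and 323 FPKM in colon, and colonic PDGFRα+ cells 312 FPKM. Its specificity was 0.624 and 0.930, a mean of 0.777 that ranked 3 in the class. *Atp12a*, a pump of the colonic epithelium, ranked 1 with 4.37 at 3.04 FPKM in CSMCs and 0.0348 FPKM in JSMCs, and *Slc9a2*, a sodium and proton exchanger, ranked 2 at 1.18 and 0.0635 FPKM. Among the 39 genes at 1 FPKM or more in both SMC libraries *Atp5b* ranked 1. *Atp5k*, a small subunit, ranked 4 with 0.743.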

Among the hydrogen transporters, *Atp5b* (proton-transporting ATPase) was the most highly expressed and SMC-specific isoform (S8A and S8B Fig).

In contrast to hydrogen transporter isoforms, sodium transporter isoforms were expressed at much lower levels (Fig 6B). 

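*Slc24a3*, an exchanger of sodium for calcium and potassium, was 20.7% of the sodium transporter sum in CSMCs. The class held 757 FPKM over 57 genes in JSMCs and 604 FPKM over 58 genes in CSMCs. Of these, 30 in each were under 1 FPKM. Tissue had 949.7 FPKM in jejunum and 770.5 FPKM in colon. With genes assigned to the first ion named the sums were 242 and 202 FPKM, because genes that carry several ions then count under another.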

Since sodium transporters are more characteristic of intestinal epithelial cells [31], this finding was anticipated since SMCs of the SM were separated from the mucosa during the purification process via FACS. Most of these sodium transporters were found to be co-transporters of other ions including potassium (S8 and S9 Tables), and the most highly expressed hydrogen transporters in SMCs were *Atp1a1* (sodium/potassium exchanging ATPase) and *Slc24a3* (NCKX3, sodium/potassium/calcium exchanger; S8C Fig). Furthermore, *Slc6a17* (sodium-dependent neurotransmitter transporter) was the most SMC-specific gene (S8D Fig).

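Of the 57 sodium transporters of JSMCs 30 carry another ion as well, and 28 of the 58 of CSMCs; potassium is among those ions for 8 in each. *Slc24a3* was at 156 FPKM in JSMCs and 125 FPKM in CSMCs, above the 132 and 101 FPKM of tissue. Colonic ICC had more of it, 354 FPKM.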

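*Slc6a17*, a carrier of neutral amino acids known from synaptic vesicles, was at 26.4 FPKM in JSMCs and 40.1 FPKM in CSMCs. Tissue had 9.76 and 13.6 FPKM, and ICC 1.25 and 1.48 FPKM. The specificity was 2.05 in jejunum and 14.4 in colon, which placed it at rank 18 of all genes. Log2 ratios to tissue were 1.35 and 1.49.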

## Discussion

In this study, we identified the collective transcriptome and CArGome of SMCs pooled from the small and large intestines of approximately 40 mice. In doing so, we uploaded and implemented our data into a publicly accessible browser via the UCSC genome database. The transcriptomes included all genetic isoforms and transcriptional variants expressed in the pooled mouse jejunal and colonic SMCs.

The genome browser is an interactive database that can be used to search for any expressed gene transcript in SMCs. Furthermore, it can be used to analyze the expression and regulation of individual genes by integrating with the abundant bioinformatics data in the UCSC genome database [13]. In addition, the browser makes it possible to use all of the publically available genome bioinformatics data, e.g., ENCODE, which is within the database.

RNA-seq is a powerful sequencing technology capable of generating a genome scale transcriptome quantitatively with single base resolution [32]. However, in order to identify the entire transcriptome, including mRNAs expressed in low levels, acquisition and sequencing of at least 100 million reads is required. Since we could isolate only a limited numbers of primary GI SMCs per mouse by FACS, we pooled together SMCs isolated from 40 male and female mice for mRNA isolation (N = 40). We obtained over 150 million reads from the pooled mRNA sample (N = 1). Therefore, the expression profile in the transcriptome data represents the average expression level of 40 mice for each gene. The caveat to this methodology is that the expression profile of isoforms expressed in low levels may not represent SMC mRNAs that were consistently expressed in SMCs of all 40 mice. Therefore, the individual isoforms require experimental validation in SMCs.

We identified approximately 16,000 genes in the transcriptome, which represented 64% of the approximately 25,000 total genes encoded within the mouse genome. In addition, each gene expressed multiple alternative transcriptional isoforms (an average of three variants per gene) culminating in approximately 46,000–55,000 genetic variations. All variants were generated from alternative start sites and exons, of which most appeared to be specific to SMCs. In humans, about 95% of multi-exonic genes are known to be alternatively spliced [33], and the alternative exons provide biodiversity of proteins [34].

A transcriptome is a blueprint for gene expression and function, and identification of all isoforms and transcriptional variants of genes expressed in SMCs is vital to understanding their molecular functions. In this regard, our discovery that SMCs express multiple isoforms of gene families, of which one may be dominant, should be considered for gene expression studies. Our SMC genome browser and data will assist in the identification of candidate isoforms (subunits) of protein complexes, such as ion channels, relevant to SMCs. Furthermore, we have shown that each gene is differentially transcribed into multiple variants (S2 and S3 Tables). These transcriptional variants had not been previously considered in functional studies, which mostly utilized only the reference genes available in genomic databases. Importantly, these alternative transcripts of variants can lead to amino acid sequence changes via deletions and insertions of alternative exons (e.g., Ryr3 in Fig 7). The different expression patterns of variants in SMCs may be responsible for their distinctive cellular and molecular functions. This transcriptome data, which is available through the interactive SMC transcriptome browser, contains all transcriptional variants, expression levels, and exon maps of genes expressed in SMCs. As such, it will assist researchers in identifying alternatively and dominantly expressed transcripts for genes of interest in future functional and molecular studies of SMCs.

In addition, the SMC transcriptome browser can also facilitate analysis of protein-coding and non-coding genes in relation to SRF binding sites and CArG boxes mapped to the genome. Therefore, further identification and analysis of as yet unrecognized CArG-containing genes in the context of diseases that involve SRF and the SM could provide greater insights into pathophysiological mechanisms. The growing number of long non-coding RNAs that are being discovered is also of great interest because of their role in regulation of gene transcription, and its incorporation into our transcriptome data as a parallel analysis could provide even greater insight into the regulatory mechanisms of gene expression in SMCs. Given the diversity of cells that express SRF, it will be critical to perform ChIP-seq studies in other cell types and in stress-induced conditions to further validate the computationally predicted CArGome. Finally, our study highlights the need for a fully defined human CArGome that can be superimposed onto this dataset along with CArG-SNPs, some of which have already been reported [17].

The SRF controls different programs of gene expression across several distinct cell types, and its absence has profound phenotypic consequences [35]. Proliferating myoblasts (C2C12), whether cardiac or skeletal muscle, share a similar program of SRF-dependent gene transcription with SM [20]. These genes include*Acta2*, *Tagln1*, *Cnn1*, *Lmod1*, *Csrp1*, *Fhl2*, and *Kcnmb1*. Moreover, SRF is a master regulator of the actin cytoskeleton [20], in which hundreds of genes common to many cell types, including SMC, are driven by CArG-SRF. The ChIP-seq data utilized in this study may have limitations since it was acquired from skeletal muscle cells rather than mature SMCs. However, since these cells share a common pathway of muscle gene programing by CArG-SRF, the SRF binding site data from C2C12 myoblasts can be cautiously extrapolated to the SMC lineage.

By integrating with the ENCODE database, this study also demonstrated that histone modifications (H3k4m3, H3k27a and H3k27m3) on gene transcripts are an excellent means of identifying SMC-specific markers (Fig 5). These cell-specific markers, which have been identified through our analyses, provide new tools for studying the mature SMC phenotype.

SMCs display phenotypic plasticity and therefore, can dedifferentiate into a myofibroblast-like synthetic phenotype in pathological conditions that stimulate hyperplasia as well as in cell culture conditions [2]. During their transition to a proliferative state, SMCs lose expression of contractile proteins. Several putative SMC markers have been used in the evaluation of the SMC phenotype. However, it is still unclear which of these markers are expressed exclusively in differentiated primary SMCs because most studies of SMC gene expression and signaling pathways have been based on SMCs grown in culture (60,910 papers published in PubMed Central, as of 4/29/2015), for which the standard of identification has been *Acta2*. Moreover, tissue engineering efforts for GI muscle have also relied on this marker [36], which has not been thoroughly validated *in vivo*. Therefore, very little is still known about the actual phenotype of the cells that are being grown for tissue engineering and signal transduction studies.

The most specific markers for primary SMCs isolated from mouse intestinal SM were *Actg2*, *Myh11*, and *Acta2* (Fig 5A). Both *Actg2* and *Acta2* are smooth muscle specific isoforms of actin whose expression levels in JSMCs and CSMCs were much higher than that of *Myh11* (Fig 5B and 5C). 

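*Actg2* was at 9808 FPKM in JSMCs, or 2.01 times its tissue, and in CSMCs at 2.70 times its tissue. A single variant, TCONS_00227720 of 1315 bp, carried all of it. *Myh11* ranked 10 in JSMCs and 12 in CSMCs, whereas *Actg2* ranked 2 and 1. Across the separate tables *Actg2* had a log2 ratio of CSMCs over JSMCs of 0.80, and *Myh11* one of 0.01.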

The discrepancy between the expression levels of these genes may be linked to juxtapositioning with SRF binding sites. For instance, multiple CArG boxes conserved between mice and humans are located in promoter regions of *Actg2* (4 CArG boxes), *Myh11* (3 CArG boxes), and *Acta2* (4 CArG boxes). Interestingly, CArG boxes in promoters of *Actg2* [-313 bp, -254 bp, -82 bp, and -45 bp from the transcription start site (TSS)] and *Acta2* [two TSS: 1^st^ TSS (-121 bp, -71 bp) and 2^nd^ TSS (-290 bp, -117 bp)] are located much closer to TSS than those of *Mhy11* (-1,117 bp, -1,041 bp, and -922 bp). This observation suggests that the number of CArG boxes and their proximity to TSS or RNA polymerase II binding sites may influence the expression levels of CArG-dependent genes. Furthermore, analysis of the histone markers revealed that *Cnn1*, *Mylk*, *Tpm2*, *Tpm1*, *Des*, and *Myh11* are the most distinctive differentiation markers (Fig 5D). These marker genes offer a newly refined set of tools to improve the phenotypic characterization and mechanical performance of engineered SMCs in culture. Furthermore, the newly discovered markers may assist with more precise characterization of SMCs in pathological conditions *in vivo*.

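Offsets were measured in NCBIM37 from annotated starts and from the ends of the deposited loci. From the locus end of *Actg2* at 83486245 on chromosome 6, CCTTTTTAGG lies at −45 bp and CCTTATATGG at −82 bp, with GCTTATAAGG at −254 bp and CCATTCTTGG at −313 bp. From the annotated start, 83486259, they lie at −31, −68, −240 and −299 bp. The last pair differ from the consensus by 1 base. *Myh11* has CCTTTTATGG at −922 bp from its annotated start at 14291501 on chromosome 16, CCTTTTTGGG at −1041 bp and CCATATTTAG at −1117 bp. Only the nearest of these fits the consensus in full. From the locus end of *Myh11*, 14292777, they are not upstream but inside the locus. The only match in the searched stretch upstream of that end is CCATGAATGG at −1254 bp. Setting the offsets beside the levels of the genes, the paper proposes that the number of boxes and their nearness to the start may influence expression. With so few genes no relation between offset and level was computed.

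**Figure D6:**
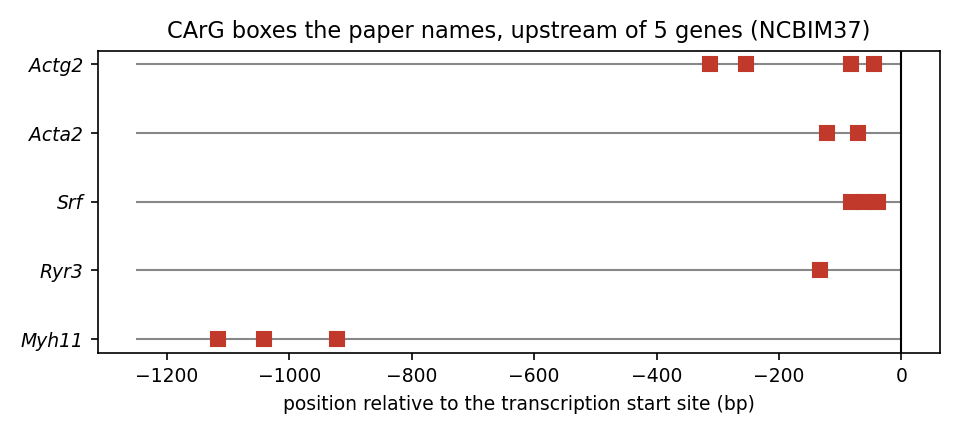
Positions of CArG-like sequences relative to the transcription start of *Actg2*, *Acta2*, *Srf*, *Ryr3* and *Myh11*. Offsets are from annotated starts, except for *Actg2*, where they are from the locus end. The nearest of *Myh11* is at −922 bp. The nearest of *Actg2* is at −45 bp, or −31 bp from its annotated start.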

Our transcriptome analysis also revealed a variety of ion channels and transporters that are abundantly expressed in SMCs thus, providing a unique overview of the physiologic composition of SMCs. A large number of ion channels and transporters (442 in JSMCs and 447 in CSMCs) were expressed in SMCs. However, there were many more expressed ion channels (253–263) than ion transporters (169–168; S8 and S9 Tables) indicating that SMC excitability is regulated by a complex coordinated effort of numerous ion channels. Within the ion channel family, calcium channels were the most abundantly expressed in SMCs, and the predominance of calcium channel expression is consistent with the current paradigm for excitation-contraction coupling, which is primarily regulated by Ca^2+^ via calcium channels [7]. Furthermore, our finding that the L-type calcium channel (*Cacna1c*) exhibited the highest levels of expression of all ion channels in SMCs implicates its pivotal role in SM contraction. 

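Among 340 ion channel genes *Cacna1c* ranked 19 by mean level of JSMCs and CSMCs, at 39.5 FPKM. *Fxyd6* was at 262 FPKM, *Jph2* at 249 FPKM, *Fxyd1* at 222 FPKM and *Gas6* at 187 FPKM, all of them regulators and not pores. Among pores for potassium and calcium, *Kcnj8*, at 110.4 FPKM, and *Cacna1h*, at 52.4 FPKM, stood above it. Tissue had 29.8 FPKM of *Cacna1c* in jejunum and 24.6 FPKM in colon, and log2 ratios to it were 0.51 and 0.54. From its level the paper draws a pivotal role for *Cacna1c* in contraction.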

In a separate set of experiments, we also found that expression of *Cacna1c* was indirectly regulated by SRF via myotonic dystrophy protein kinase (DMPK; manuscript in submission). However, due to the influence of post-transcriptional processing mechanisms, caution should be exercised in extrapolating the mRNA expression data to actual differences in ion channel function.

The two genes, whose expression was most specific to SMCs, were the ryanodine receptor (*Ryr3*) and junctophilin (*Jph2*; intracellular calcium release channel regulator). The SMC specificity of their expression appeared to occur through SRF-binding of CArG boxes. SMCs expressed three isoforms of the ryanodine receptor (*Ryr1*-*3*), of which *Ryr2* and *Ryr3* were most highly expressed (S4 and S5 Tables). 

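*Ryr2*, the ryanodine receptor of heart muscle, was at 29.4 FPKM in JSMCs and 14.4 FPKM in CSMCs. *Ryr1*, that of skeletal muscle, was at 0.0347 and 0.0726 FPKM, just above the cutoff. *Ryr2* had 1.96 and 2.18 for specificity. *Casq2*, which stores calcium in the sarcoplasmic reticulum, was lower in CSMCs, at 9.05 against 34.9 FPKM in JSMCs. *Itpr3*, a receptor for inositol trisphosphate, was at 0.915 FPKM in JSMCs and 8.98 FPKM in tissue, and *Atp2a3*, a calcium pump abundant in ICC, at 24.9 and 82.7 FPKM in colon. The list of calcium store genes had median log2 ratios to tissue of 0.05 and −0.23, at percentiles 83.9 and 48.3.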

Using the SMC genome browser, we discovered that *Ryr3* is also a target of SRF and associated with a CArG box. 

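Junctophilins join surface and store membranes, and each has its own tissue. *Jph1*, the form of skeletal muscle, was at 3.55 FPKM in JSMCs and 2.68 FPKM in CSMCs. *Jph3* and *Jph4*, the forms of neurons, were at 0.295 and 0.482 FPKM in JSMCs and at 4.37 and 4.41 FPKM in their tissue. In CSMCs they were at 0.315 and 2.05 FPKM, against 5.18 and 8.48 FPKM. *Jph2* was the only form above 100 FPKM.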

SMCs were also found to express four junctophilin isoforms (*Jph1*-*4*), of which *Jph2* was the most highly expressed in the SMCs.

*Ryr2* encodes a Ca^2+^ induced Ca^2+^ release channel, which is localized to the junctional membrane complex between the plasma membrane and endoplasmic/sarcoplasmic reticulum [37], and the JPH2 protein is an essential component of the junctional complex [38]. The latter protein is known to regulate the activities of ryanodine receptors [39], L-type calcium channels [40], and TRPC channels [41] in cardiac myocytes and skeletal muscle, but there are no known reports of this gene in SM. In this study, we found that *Jph2* is the predominant isoform expressed in primary SMCs. Further functional studies of the interactions between JPH2 and the aforementioned ion channels will be required in order to confirm its role in the regulation of excitation-contraction coupling in SMCs.

The modulatory effects of SRF on its targeted genes that were identified in this study were validated with the proteomics data obtained from the *Srf* KO mice (S7 Table). This *in vivo* validation confirmed that our interactive SMC genome and CArGome browser may serve as a powerful tool for identifying SRF-regulated genes and that it can be applied to other regulators of SMC gene expression that are readily available in the database.

## Supporting Information

S1 Extended Materials and Methods

S1 Fig Confirmation of cell markers expressed in SMCs. (A) *Myh11* (SMCs), (B) *Kit* (ICC), (C) *Pdgfra* (PDGFRα^+^ cells), and (D) *Uchl1* (PGP9.5, neuronal cells).
(TIF)

S2 Fig Identification and validation of transcriptional variants of *Srf* expressed in colonic and jejunal SMCs. (A) A genomic map of *Srf* variants showing three mRNA transcripts with alternative start sites, an antisense RNA (asRNA), and a noncoding RNA (ncRNA) that aligns upstream from the promoter. Exons are numbered as E1-7, and the three variable forms of exon1 are indicated as E1a-c. SRF binding sites, conserved CArG boxes, a CpG island, and H3K4me3 (RNA polymerase II binding site) are shown. One SRF binding site is located on the promoter, and another is located on intron 2. Each SRF binding site contains one to three CArG boxes that are conserved between humans and mice. (B) Expression levels (FPKM) of total *Srf* mRNA in colonic and jejunal SMCs. (C) Expression levels (FPKM) of each Srf variant in colonic and jejunal SMCs. (D) PCR validation of *Srf* variants with different initiation sites in SMCs and SMs of jejunum and colon. NTC is non-template control. Primer sets were designed from variant exons in E1a-c (see S11 Table for primer sequences).
(TIF)

S3 Fig Identification and validation of transcriptional variants of *Cnn1* expressed in colonic and jejunal SMCs. (A) A genomic map of *Cnn1* variants showing five mRNA transcripts with alternative start sites. Exons are numbered E1-7. E1a-d, E2 (L/S), and E7 are variable. (B) Expression levels (FPKM) of total *Cnn1* mRNA in colonic and jejunal SMCs. (C) Expression levels (FPKM) of individual *Cnn1* variants in colonic and jejunal SMCs. (D) PCR validation of Cnn1 variants with different initiation sites in SMCs and SMs of jejunum and colon. NTC is non template control. Primer sets were designed from variant exons in the regions in E1 and E2 (see S11 Table for primer sequences).
(TIF)

S4 Fig Identification of CArG boxes in SRF binding sites of genes *Tpm1*, and *Tpm2*, *Cnn1*. (A-C) A genomic map of *Tpm1*, *Tpm2*, and *Cnn1* mRNA variants expressed in jejunal SMC showing conserved CArG boxes found within SRF binding sites from publically available data (C2C12). Binding sites of RNA Polymerase (Pol) II is shown in parallel with the variants and SRF binding sites.
(TIF)

S5 Fig Alignment of predicted amino acid sequences of RYR3 transcriptional variants. The open reading frame was identified for each transcriptional variant, and predicted amino acid sequences were aligned together. Seven transmembrane domains (TM1-7), a pore region, MR1-5, B30.2/SPRY1-3, FKBP1A, Repeat 1–4, CALM, and a residue E that is required for Ca^2+^ binding (Ca^2+^) are annotated along the amino acid sequences. Colors on the amino acid sequences designate start codons (green) and missing or inserted peptides (red) from differentially spliced or alternatively initiated exons.
(DOCX)

S6 Fig Identification of an SMC-specific Jph2 regulated by SRF. (A) A genomic map view of *Jph2* variants expressed in JSMCs and CSMCs. Six *Jph2* transcriptional variants are expressed in SMCs. There are four SRF binding sites on the promoter region, intron 1, and intron 2. Each SRF binding site contains one to two CArG boxes that are either mouse-specific or conserved between humans and mice. (B) Total expression levels (FPKM) of *Jph2* in SMCs. (C) Expression levels (FPKM) of individual *Jph2* variants in SMCs.
(TIF)

S7 Fig Identification of potassium, cation, chloride, and sodium channel isoforms expressed in SMCs. (A) Potassium channel isoforms enriched in JSMCs and CSMCs. (B) SMC-specific potassium channel isoforms. (C) Cation channel isoforms enriched in JSMCs and CSMCs. (D) SMC-specific cation channel isoforms. (E) Chloride channel isoforms enriched in JSMCs and CSMCs. (F) SMC-specific chloride channel isoforms. (G) Sodium channel isoforms enriched in JSMCs and CSMCs. (H) SMC-specific sodium channel isoforms. Cell specificity was determined by comparative analysis of gene expression profiles among SMCs, ICC, and PDGFRα^+^ cells.
(TIF)

S8 Fig Identification of hydrogen and sodium transporter isoforms expressed in SMCs. (A) Hydrogen transporter isoforms enriched in JSMCs and CSMCs. (B) SMC-specific hydrogen transporter isoform. (C) Sodium transporter isoforms enriched in JSMCs and CSMCs. (D) SMC-specific sodium transporter isoforms. Cell specificity was determined by comparative analysis of gene expression profiles among SMCs, ICC, and PDGFRα^+^ cells.
(TIF)

S1 Table Summary of SMC transcriptomes obtained from RNA-seq.

S2 Table Expression levels of transcriptional variants in jejunal SMCs.

S3 Table Expression levels of transcriptional variants in colonic SMCs.

S4 Table Expression levels of genes in jejunal SMCs.

S5 Table Expression levels of genes in colonic SMCs.

S6 Table A list of SRF binding sites associated with CArG boxes, CpG islands, and jejunal SMC transcripts.

S7 Table A list of SRF-regulated proteins identified in the jejunal smooth muscle from SMC-specific *Srf* knock mice.

S8 Table Expression levels of ion channel and transporter genes in jejunal SMCs.

S9 Table Expression levels of ion channel and transporter genes in colonic SMCs.

S10 Table Sequence permutations of CArG Boxes in the CArGome.

S11 Table Oligonucleotides used in this study.

# Supplementary material for: Smooth Muscle Cell Genome Browser: Enabling the Identification of Novel Serum Response Factor Target Genes
**Source:** PLoS One. 2015 Aug 4;10(8):e0133751. doi: 10.1371/journal.pone.0133751
**Supplement:** S1 Extended Materials and Methods

# S1 Extended Materials and Methods

**Construction of RNA-seq libraries and next-gen sequencing**

Four RNA-Seq libraries (jejunal smooth muscle tissue, jejunal SMCs, colonic smooth muscle tissue, colonic SMCs) were generated using Illumina’s sample preparation Kit (Illumina) according to manufacturer’s instructions. mRNAs were extracted using Sera-mag Magnetic Oligo(dT) Beads (Thermo Fisher). The purified mRNA samples were fragmented with a divalent cation solution. The fragmented mRNA samples were then subjected to first strand cDNA synthesis using reverse transcription with random primers, followed by second strand cDNA synthesis using DNA Polymerase I and RNase H. The double-stranded cDNA fragments were then end-repaired with T4 DNA Polymerase and Klenow DNA Polymerase. An “A” base was added to the blunt end of the cDNA fragments prior to adaptor ligation using the Klenow fragment. The adenylated cDNAs were purified with a MinElute PCR Purification Kit (QIAGEN) before used for adaptor ligation. Illumina’s paired-end oligo adapters were then added to the cDNA fragments with T4 ligase, followed by purification using a QIAquick PCR Purification Kit (QIAGEN). The library was eluted in 10 µl of Nulease-free water followed by purification on a 2% agarose gel. A gel with 250±25 bps was excised and the cDNAs were eluted using a QIAquick Gel Extraction Kit (QIAGEN). The eluted cDNAs were then enriched by 18 cycles of PCR, followed by gel purification. The recovered cDNAs were precipitated and quantified on Nanodrop and on TBS-380 mini-fluorometer (Turner Biosystems) using Picogreen dsDNA quantization reagent (Invitrogen). The concentration of the sample was adjusted to ~10 nM. The purified cDNA libraries were used for cluster generation on Illumina’s Cluster Station and then sequenced on Illumina HiSeqTM 2500 following vendor’s instruction at LC Sciences (2 samples/lane with Paired-end sequencing).

**Bioinformatics data analysis**

Raw sequencing intensities were extracted and the bases were identified using Illumina’s Real-time Analysis (RTA) software, followed by sequence quality filtering. The extracted sequencing reads were saved as a pair of fastq files for the first and second read. Filtered sequencing reads were aligned against the reference genome (UCSC mm9) using TopHat v1.4.1 software. Reads that did not directly map to the genome were used to identify potential exon-exon junctions. The result of sequence alignment was saved in the BAM format and further processed using Cufflinks 2.0.2 for transcript assembly. The expression level was estimated and presented in fragments per kilobase of transcript per million fragments mapped (FPKM). The transcripts, along with their associated exons, were documented in the GTF format. The assembled transcript GTF file was then annotated by comparison to the known reference using the Cuffcompare module of Cufflinks. For multiple groups of samples, the Cuffdiff module of Cufflinks was used for differential expression analysis. The FPKM value for each gene was used to compare the transcriptome and to identify the genes enriched in each population of the SMCs.

Gene ontology terms for each gene were retrieved from the UCSC genome database [[1](#_ENREF_1)] and used to analyze cell-specific genes including ion channels and transporters. Expression levels of splice variants for cell marker genes were analyzed and a transcriptome map view for each gene was generated on the genome browser. An open reading frame for each variant was predicted using ORF Finder at National Center for Biotechnology Information (NCBI) [[2](#_ENREF_2)] and the deduced amino acid sequence was aligned using ClustalW2. [[3](#_ENREF_3)] Domains and functional regions for protein were obtained in UniProtKB. [[4](#_ENREF_4)] Protein topology was generated using TOPO2 (http://www.sacs.ucsf.edu/cgi-bin/open-topo2.py/).

**Mouse CArGome**

A custom Perl script was created to identify CArG elements genome-wide (CArGome) in *mus* *muscularis*. The repeat-masked mm9 genome assembly for *mus* *muscularis* consisting of chromosomes 1 to 19, X, and Y was obtained from the UCSC genome database [[5](#_ENREF_5)]. Each aligned chromosome sequence was interrogated using the Perl script to identify CArG elements using regular expressions that match the pattern CCW_6_GG (consensus CArG box), and allowed for 1 bp deviation (CArG-like box) as previously reviewed. [[6](#_ENREF_6)] The specific regular expressions matched are listed in S10 Table. Conserved CArG boxes were identified by comparing between mouse CArGome and human CArGome. [[7](#_ENREF_7)] Mouse and conserved CArG boxes were documented in the BEB format.

**Data access**

SMC transcriptome and CArGome data were deposited in the custom track of the UCSC genome database [[1](#_ENREF_1)]. Complied SMC transcriptome files (GTF) and CArG boxes (BEB) are available at public links: SM_Jejunum.gtf, <http://dx.doi.org/10.6084/m9.figshare.1436176>; SM_Colon.gtf, <http://dx.doi.org/10.6084/m9.figshare.1436177>; SMC_Jejunum.gtf, <http://dx.doi.org/10.6084/m9.figshare.1436178>; SMC_Colon.gtf, <http://dx.doi.org/10.6084/m9.figshare.1436179>; CArG_Mouse.bed, <http://dx.doi.org/10.6084/m9.figshare.1437667>; CArG_Conserved.bed, <http://dx.doi.org/10.6084/m9.figshare.1437662>;. To build the genome browser, 1) go to [Add Custom Tracks on UCSC Genome Browser](http://genome.ucsc.edu/cgi-bin/hgCustom?hgHubConnect.destUrl=..%2Fcgi-bin%2FhgTracks&clade=mammal&org=Mouse&db=mm9&position=chr1%3A4%2C797%2C973-4%2C836%2C816&hgt.positionInput=enter+position%2C+gene+symbol+or+search+terms&hgt.suggestTrack=knownGene&hgsid=368240703_p92AXqmz0Aa9Kz1cAqQ6KP97Aw0C), 2) upload each file using Browse and Submit, 3) click User Track and change ‘User Track’ to a file name, and 4) after uploading all the files, click go to genome browser. The browser contains transcriptome menus (SM Jejunum, SM Colon, SMC Jejunum, and SMC Colon) and CArG box menus (CArG Mouse and CArG Conserved) on the “Custom Tracks”. Each menu has different display options (hide, dense, squish, pack, or full).The custom built browser was named “UCSC Smooth Muscle Genome Browser”, which is available at <http://medicine.nevada.edu/physio/transcriptome> (it requires Google Chrome and takes ~1 minutes to upload the large files).

The abbreviated instructions are as follows: 1) To search transcriptional variants of a gene, type in the gene symbol, and click “go.” 2) Under “Custom Tracks,” select the view option (e.g., “full”) for type of sample (e.g., “SMC_Jejunum”), and click “refresh.” 3) Select the bioinformatics data of interest (e.g., click on “full” under “RefSeq Genes” in “Genes and Gene Predictions” and/or “Caltech TFBS” under “Expression and Regulation” for SRF binding sites), and then click “refresh.” 4) Select options in each bioinformatics data (e.g., click “Caltech TFBS,” select “SRF,” change the display mode to “full,” and click “Submit”). 5) Click “configure” to optimize views (change image width and text size).

The RNA-seq data from this study have been also submitted to the NCBI: GSM1388412, SM Jejunum; GSM1388413, SM Colon; GSM1388406, SMC Jejunum; GSM1388407, SMC Colon.

**References**

1. Meyer LR, Zweig AS, Hinrichs AS, Karolchik D, Kuhn RM, Wong M, et al. (2013) The UCSC Genome Browser database: extensions and updates 2013. Nucleic Acids Res 41: D64-69.

2. Sayers EW, Barrett T, Benson DA, Bolton E, Bryant SH, Canese K, et al. (2012) Database resources of the National Center for Biotechnology Information. Nucleic Acids Res 40: D13-25.

3. McWilliam H, Li W, Uludag M, Squizzato S, Park YM, [Buso N](http://www.ncbi.nlm.nih.gov/pubmed/?term=Buso%20N%5BAuthor%5D&cauthor=true&cauthor_uid=23671338), et al. (2013) Analysis Tool Web Services from the EMBL-EBI. Nucleic Acids Res 41: W597-600.

4. Boutet E, Lieberherr D, Tognolli M, Schneider M, Bairoch A (2007) UniProtKB/Swiss-Prot. Methods Mol Biol 406: 89-112.

5. Waterston RH, Lindblad-Toh K, Birney E, Rogers J, Abril JF, Agarwal P, et al. (2002) Initial sequencing and comparative analysis of the mouse genome. Nature 420: 520-562.

6. Miano JM, Long X, Fujiwara K (2007) Serum response factor: master regulator of the actin cytoskeleton and contractile apparatus. Am J Physiol Cell Physiol 292: C70-81.

7. Benson CC, Zhou Q, Long X, Miano JM (2011) Identifying functional single nucleotide polymorphisms in the human CArGome. Physiol Genomics 43: 1038-1048.

# Supplementary material for: Smooth Muscle Cell Genome Browser: Enabling the Identification of Novel Serum Response Factor Target Genes
**Source:** PLoS One. 2015 Aug 4;10(8):e0133751. doi: 10.1371/journal.pone.0133751
**Supplement:** S5 Fig — The open reading frame was identified for each transcriptional variant, and predicted amino acid sequences were aligned together. Seven transmembrane domains (TM1-7), a pore region, MR1-5, B30.2/SPRY1-3, FKBP1A, Repeat 1–4, CALM, and a residue E that is required for Ca2+ binding (Ca2+) are annotated along the amino acid sequences. Colors on the amino acid sequences designate start codons (green) and missing or inserted peptides (red) from differentially spliced or alternatively initiated exons.

V497 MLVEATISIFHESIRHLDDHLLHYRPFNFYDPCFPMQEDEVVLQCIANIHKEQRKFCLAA 60

V367 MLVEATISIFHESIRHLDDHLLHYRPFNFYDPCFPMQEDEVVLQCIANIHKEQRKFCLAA 60

V672 --------------------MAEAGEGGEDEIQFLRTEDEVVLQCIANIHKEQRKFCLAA 40

V993 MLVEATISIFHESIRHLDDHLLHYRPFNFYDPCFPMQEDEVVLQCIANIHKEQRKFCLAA 60

V671 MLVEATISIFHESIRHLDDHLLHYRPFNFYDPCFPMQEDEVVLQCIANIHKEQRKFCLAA 60

V098 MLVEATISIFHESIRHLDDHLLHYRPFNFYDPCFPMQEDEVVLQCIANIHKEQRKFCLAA 60

V498 --------------------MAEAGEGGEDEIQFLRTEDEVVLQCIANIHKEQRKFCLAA 40

-

V497 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 120

V367 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 120

V672 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 100

V993 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 120

V671 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 120

V098 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 120

V498 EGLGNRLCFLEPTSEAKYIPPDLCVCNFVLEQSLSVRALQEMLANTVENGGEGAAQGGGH 100

------------------------- **MR1**---------------------------

V497 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 180

V367 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 180

V672 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 160

V993 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 180

V671 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 180

V098 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 180

V498 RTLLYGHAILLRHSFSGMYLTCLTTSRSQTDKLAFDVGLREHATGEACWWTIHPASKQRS 160

---------------------**MR2**---------------------- ------

V497 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 240

V367 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 240

V672 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 220

V993 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 240

V671 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 240

V098 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 240

V498 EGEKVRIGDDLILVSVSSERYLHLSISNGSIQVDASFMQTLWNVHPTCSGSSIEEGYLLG 220

-------------------**MR3**--------------------------- ------

V497 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 300

V367 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 300

V672 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 280

V993 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 300

V671 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 300

V098 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 300

V498 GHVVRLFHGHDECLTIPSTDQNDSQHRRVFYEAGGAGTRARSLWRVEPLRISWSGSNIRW 280

----------------------**MR4**----------------------------

V497 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 360

V367 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 360

V672 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 340

V993 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 360

V671 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 360

V098 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 360

V498 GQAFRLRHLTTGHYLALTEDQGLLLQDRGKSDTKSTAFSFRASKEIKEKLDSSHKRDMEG 340

---------------------------**MR5**----------------------------

V497 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 420

V367 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 420

V672 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 400

V993 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 420

V671 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 420

V098 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 420

V498 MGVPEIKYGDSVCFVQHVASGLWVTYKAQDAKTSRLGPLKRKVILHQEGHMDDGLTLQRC 400

V497 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 480

V367 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 480

V672 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 460

V993 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 480

V671 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 480

V098 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 480

V498 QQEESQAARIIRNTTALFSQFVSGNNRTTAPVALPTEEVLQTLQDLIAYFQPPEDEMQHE 460

V497 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 540

V367 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 540

V672 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 520

V993 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 540

V671 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 540

V098 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 540

V498 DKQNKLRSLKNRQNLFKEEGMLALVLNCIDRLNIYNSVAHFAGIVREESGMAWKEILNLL 520

V497 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 600

V367 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 600

V672 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 580

V993 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 600

V671 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 600

V098 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 600

V498 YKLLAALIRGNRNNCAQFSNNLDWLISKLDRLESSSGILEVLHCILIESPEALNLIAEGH 580

--------------------------------------------------------

V497 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 660

V367 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 660

V672 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 640

V993 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 660

V671 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 660

V098 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 660

V498 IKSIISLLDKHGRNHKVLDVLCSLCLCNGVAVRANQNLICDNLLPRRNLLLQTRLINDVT 640

----------------------------------------**B30.2/SPRY1**---------

V497 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 720

V367 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 720

V672 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 700

V993 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 720

V671 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 720

V098 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 720

V498 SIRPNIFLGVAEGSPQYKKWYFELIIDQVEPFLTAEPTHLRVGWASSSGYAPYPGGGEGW 700

------------------------------------------------------------

V497 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 780

V367 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 780

V672 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 760

V993 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 780

V671 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 780

V098 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 780

V498 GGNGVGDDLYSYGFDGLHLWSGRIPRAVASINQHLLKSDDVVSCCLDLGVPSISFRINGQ 760

------------------------------------

V497 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 840

V367 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 840

V672 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 820

V993 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 840

V671 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 840

V098 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 840

V498 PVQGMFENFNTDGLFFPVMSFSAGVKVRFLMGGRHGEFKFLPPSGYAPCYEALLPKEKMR 820

-----------------------------------------

V497 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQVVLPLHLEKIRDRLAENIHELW 900

V367 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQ---------------------- 877

V672 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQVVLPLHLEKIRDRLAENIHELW 880

V993 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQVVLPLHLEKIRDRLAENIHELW 900

V671 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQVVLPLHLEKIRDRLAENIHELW 900

V098 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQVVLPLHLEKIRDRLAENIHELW 900

V498 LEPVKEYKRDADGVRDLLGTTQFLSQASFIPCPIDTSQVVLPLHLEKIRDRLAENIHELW 880

--------------------**Repeat1**---------------------------------

V497 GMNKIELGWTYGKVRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 960

V367 -------------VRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 925

V672 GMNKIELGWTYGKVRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 940

V993 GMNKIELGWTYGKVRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 960

V671 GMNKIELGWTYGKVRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 960

V098 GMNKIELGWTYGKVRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 960

V498 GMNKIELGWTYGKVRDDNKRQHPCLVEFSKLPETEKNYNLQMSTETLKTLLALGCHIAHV 940

-----------------------------------------------

-------------

V497 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 1020

V367 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 985

V672 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 1000

V993 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 1020

V671 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 1020

V098 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 1020

V498 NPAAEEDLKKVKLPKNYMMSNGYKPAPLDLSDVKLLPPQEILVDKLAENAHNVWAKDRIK 1000

--------**Repeat2**---------------------------------------------

-------------------------------------------------

V497 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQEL-A 1079

V367 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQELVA 1045

V672 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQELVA 1060

V993 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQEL-A 1079

V671 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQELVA 1080

V098 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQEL-A 1079

V498 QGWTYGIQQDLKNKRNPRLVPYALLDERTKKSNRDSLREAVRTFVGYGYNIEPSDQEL-A 1059

---------

---------------------------------------------**B30.2/SPRY2**----

V497 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1139

V367 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1105

V672 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1120

V993 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1139

V671 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1140

V098 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1139

V498 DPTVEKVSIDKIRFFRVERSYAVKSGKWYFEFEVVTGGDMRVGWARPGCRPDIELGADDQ 1119

------------------------------------------------------------

V497 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1199

V367 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1165

V672 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1180

V993 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1199

V671 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1200

V098 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1199

V498 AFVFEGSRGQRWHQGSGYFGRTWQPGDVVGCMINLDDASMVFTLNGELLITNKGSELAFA 1179

-----------------------------

V497 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1259

V367 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1225

V672 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1240

V993 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1259

V671 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1260

V098 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1259

V498 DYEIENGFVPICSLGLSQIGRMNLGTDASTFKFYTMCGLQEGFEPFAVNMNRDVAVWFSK 1239

----------------------------------------------

V497 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1319

V367 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1285

V672 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1300

V993 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1319

V671 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1320

V098 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1319

V498 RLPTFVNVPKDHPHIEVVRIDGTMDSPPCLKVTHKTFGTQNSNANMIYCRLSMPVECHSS 1299

-------------------------------------------------**B30.2/SPRY3**

V497 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1379

V367 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1345

V672 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1360

V993 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1379

V671 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1380

V098 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1379

V498 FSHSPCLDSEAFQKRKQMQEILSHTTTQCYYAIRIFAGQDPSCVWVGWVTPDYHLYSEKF 1359

------------------------------------------------------------

V497 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1439

V367 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1405

V672 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1420

V993 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1439

V671 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1440

V098 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1439

V498 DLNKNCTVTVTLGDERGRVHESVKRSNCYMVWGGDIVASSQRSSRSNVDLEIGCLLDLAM 1419

-----------------------------------------------

V497 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1499

V367 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1465

V672 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1480

V993 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1499

V671 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1500

V098 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1499

V498 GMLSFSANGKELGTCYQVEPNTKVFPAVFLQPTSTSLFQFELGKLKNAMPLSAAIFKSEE 1479

V497 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1559

V367 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1525

V672 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1540

V993 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1559

V671 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1560

V098 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1559

V498 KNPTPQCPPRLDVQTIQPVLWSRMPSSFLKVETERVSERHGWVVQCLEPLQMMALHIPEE 1539

V497 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1619

V367 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1585

V672 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1600

V993 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1619

V671 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1620

V098 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1619

V498 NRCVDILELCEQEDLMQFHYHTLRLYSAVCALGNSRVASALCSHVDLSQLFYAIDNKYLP 1599

V497 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1679

V367 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1645

V672 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1660

V993 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1679

V671 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1680

V098 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1679

V498 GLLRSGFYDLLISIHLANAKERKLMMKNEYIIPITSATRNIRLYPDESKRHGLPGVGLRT 1659

V497 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1739

V367 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1705

V672 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1720

V993 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1739

V671 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1740

V098 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1739

V498 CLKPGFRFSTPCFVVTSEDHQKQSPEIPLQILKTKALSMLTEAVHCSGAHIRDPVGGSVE 1719

V497 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1799

V367 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1765

V672 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1780

V993 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1799

V671 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1800

V098 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1799

V498 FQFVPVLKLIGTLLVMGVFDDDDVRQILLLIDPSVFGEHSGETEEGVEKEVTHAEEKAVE 1779

V497 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1859

V367 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1825

V672 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1840

V993 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1859

V671 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1860

V098 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1859

V498 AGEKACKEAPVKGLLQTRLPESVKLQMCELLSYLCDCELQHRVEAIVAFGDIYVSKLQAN 1839

V497 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1919

V367 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1885

V672 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1900

V366 -------------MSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 47

V993 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1919

V671 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1920

V098 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1919

V498 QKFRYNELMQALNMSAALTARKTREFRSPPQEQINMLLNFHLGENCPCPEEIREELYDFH 1899

V497 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1979

V367 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1945

V672 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1960

V366 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 107

V993 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1979

V671 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1980

V098 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1979

V498 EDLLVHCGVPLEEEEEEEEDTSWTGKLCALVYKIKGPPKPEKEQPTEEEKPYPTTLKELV 1959

V497 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2039

V367 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2005

V672 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2020

V366 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 167

V993 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2039

V671 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2040

V098 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2039

V498 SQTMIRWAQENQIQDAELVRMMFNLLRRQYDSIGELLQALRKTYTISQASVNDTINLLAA 2019

V497 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2099

V367 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2065

V672 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2080

V366 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 227

V993 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2099

V671 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2100

V098 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2099

V498 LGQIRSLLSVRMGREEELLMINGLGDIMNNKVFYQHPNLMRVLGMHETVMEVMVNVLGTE 2079

V497 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 2159

V367 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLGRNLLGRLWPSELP 2125

V672 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 2140

V366 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 287

V993 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 2159

V671 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 2160

V098 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 2159

V498 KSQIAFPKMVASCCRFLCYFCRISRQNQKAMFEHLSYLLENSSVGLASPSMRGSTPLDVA 2139

V497 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 2219

V367 HASGQRLP---------------------------------------------------- 2133

V672 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 2200

V366 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 347

V993 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 2219

V671 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 2220

V098 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 2219

V498 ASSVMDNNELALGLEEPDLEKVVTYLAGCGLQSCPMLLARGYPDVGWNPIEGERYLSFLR 2199

V497 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 2279

V672 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 2260

V366 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 407

V993 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 2279

V671 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 2280

V098 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 2279

V498 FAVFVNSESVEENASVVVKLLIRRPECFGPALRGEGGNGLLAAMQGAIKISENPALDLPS 2259

V497 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 2339

V672 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 2320

V366 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 467

V993 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 2339

V671 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 2340

V098 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 2339

V498 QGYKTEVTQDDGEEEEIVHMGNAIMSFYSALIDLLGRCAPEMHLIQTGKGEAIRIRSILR 2319

----**FKBP1A**----

V497 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 2399

V672 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 2380

V366 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 527

V993 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 2399

V671 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 2400

V098 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 2399

V498 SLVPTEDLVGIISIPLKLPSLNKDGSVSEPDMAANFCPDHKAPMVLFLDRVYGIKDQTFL 2379

V497 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 2459

V672 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 2440

V366 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 587

V993 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 2459

V671 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 2460

V098 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 2459

V498 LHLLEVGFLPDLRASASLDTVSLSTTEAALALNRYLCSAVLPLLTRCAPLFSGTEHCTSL 2439

V497 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 2519

V672 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 2500

V366 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 647

V993 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 2519

V671 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 2520

V098 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 2519

V498 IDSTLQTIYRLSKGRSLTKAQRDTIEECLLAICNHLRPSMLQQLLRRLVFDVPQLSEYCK 2499

V497 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 2579

V672 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 2560

V366 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 707

V993 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 2579

V671 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 2580

V098 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 2579

V498 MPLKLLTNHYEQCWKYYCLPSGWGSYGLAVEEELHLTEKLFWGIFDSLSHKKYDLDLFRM 2559

---------------------------------

V497 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 2639

V672 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 2620

V366 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 767

V993 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 2639

V671 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 2640

V098 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 2639

V498 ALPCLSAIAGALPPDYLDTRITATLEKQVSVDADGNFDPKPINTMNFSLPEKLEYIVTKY 2619

-----------------------**Repeat3**------------------------------

V497 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 2699

V672 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 2680

V366 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 827

V993 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 2699

V671 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 2700

V098 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 2699

V498 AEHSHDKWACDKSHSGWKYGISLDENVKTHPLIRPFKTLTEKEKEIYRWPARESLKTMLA 2679

----------------------------------

--------------------------

V497 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 2759

V672 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 2740

V366 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 887

V993 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 2759

V671 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 2760

V098 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 2759

V498 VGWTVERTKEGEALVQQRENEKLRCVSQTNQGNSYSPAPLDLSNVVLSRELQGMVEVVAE 2739

-----------------------**Repeat4**------------------------------

V497 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 2819

V672 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 2800

V366 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 947

V993 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 2819

V671 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 2820

V098 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 2819

V498 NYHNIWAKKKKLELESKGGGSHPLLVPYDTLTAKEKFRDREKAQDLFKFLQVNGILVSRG 2799

-------------------

V497 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 2879

V672 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 2860

V366 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 1007

V993 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 2879

V671 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 2880

V098 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 2879

V498 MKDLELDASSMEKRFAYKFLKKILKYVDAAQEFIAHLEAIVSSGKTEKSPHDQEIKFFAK 2859

V497 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 2937

V672 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 2918

V366 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 1065

V993 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 2937

V671 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 2938

V098 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 2937

V498 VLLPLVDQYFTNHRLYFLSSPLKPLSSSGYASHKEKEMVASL-FCKLAALVRHRIS-LFG 2917

V497 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 2997

V672 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 2978

V366 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 1125

V993 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 2997

V671 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 2998

V098 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 2997

V498 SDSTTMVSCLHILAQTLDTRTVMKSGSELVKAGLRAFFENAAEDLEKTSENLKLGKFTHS 2977

V497 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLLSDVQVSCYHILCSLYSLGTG 3057

V672 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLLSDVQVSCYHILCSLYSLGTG 3038

V366 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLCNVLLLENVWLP--------- 1166

V993 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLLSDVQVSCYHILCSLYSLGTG 3057

V671 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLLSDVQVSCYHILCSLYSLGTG 3058

V098 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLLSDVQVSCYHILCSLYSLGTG 3057

V498 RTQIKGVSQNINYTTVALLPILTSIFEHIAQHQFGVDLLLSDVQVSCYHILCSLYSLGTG 3037

V497 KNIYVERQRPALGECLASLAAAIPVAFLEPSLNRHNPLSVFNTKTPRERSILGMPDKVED 3117

V672 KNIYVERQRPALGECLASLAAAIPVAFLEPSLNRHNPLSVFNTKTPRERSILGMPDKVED 3098

V993 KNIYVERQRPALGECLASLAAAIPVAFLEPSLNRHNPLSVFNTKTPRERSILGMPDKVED 3117

V671 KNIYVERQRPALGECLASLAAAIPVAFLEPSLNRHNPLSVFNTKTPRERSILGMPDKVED 3118

V098 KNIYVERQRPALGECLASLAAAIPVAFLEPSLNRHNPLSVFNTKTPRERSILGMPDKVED 3117

V498 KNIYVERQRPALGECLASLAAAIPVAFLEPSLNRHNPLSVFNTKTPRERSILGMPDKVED 3097

V497 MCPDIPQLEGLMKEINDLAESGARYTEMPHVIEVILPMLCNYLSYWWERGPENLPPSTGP 3177

V672 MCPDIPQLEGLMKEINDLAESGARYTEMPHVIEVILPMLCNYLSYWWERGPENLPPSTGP 3158

V993 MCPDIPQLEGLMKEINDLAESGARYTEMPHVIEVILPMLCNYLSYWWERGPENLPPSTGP 3177

V671 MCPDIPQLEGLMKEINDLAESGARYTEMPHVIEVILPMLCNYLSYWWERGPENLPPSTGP 3178

V098 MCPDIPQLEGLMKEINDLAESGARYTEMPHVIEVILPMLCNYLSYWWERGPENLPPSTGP 3177

V498 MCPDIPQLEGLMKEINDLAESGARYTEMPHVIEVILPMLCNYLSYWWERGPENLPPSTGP 3157

V497 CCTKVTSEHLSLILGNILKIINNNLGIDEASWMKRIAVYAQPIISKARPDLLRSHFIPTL 3237

V672 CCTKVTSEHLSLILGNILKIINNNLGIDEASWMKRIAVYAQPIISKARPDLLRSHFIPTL 3218

V993 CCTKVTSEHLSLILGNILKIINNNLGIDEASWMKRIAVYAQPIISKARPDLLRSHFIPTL 3237

V671 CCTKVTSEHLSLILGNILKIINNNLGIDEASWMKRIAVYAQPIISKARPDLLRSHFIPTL 3238

V098 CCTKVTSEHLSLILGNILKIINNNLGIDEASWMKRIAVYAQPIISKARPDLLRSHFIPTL 3237

V498 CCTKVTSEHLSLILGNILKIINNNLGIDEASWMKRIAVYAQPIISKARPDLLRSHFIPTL 3217

V497 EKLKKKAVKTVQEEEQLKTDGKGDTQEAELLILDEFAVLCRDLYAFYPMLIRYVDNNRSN 3297

V672 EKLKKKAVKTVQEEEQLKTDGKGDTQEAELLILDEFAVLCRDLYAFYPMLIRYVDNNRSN 3278

V993 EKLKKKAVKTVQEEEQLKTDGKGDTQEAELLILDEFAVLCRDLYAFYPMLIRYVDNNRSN 3297

V671 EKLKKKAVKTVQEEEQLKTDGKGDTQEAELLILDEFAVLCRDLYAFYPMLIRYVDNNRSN 3298

V098 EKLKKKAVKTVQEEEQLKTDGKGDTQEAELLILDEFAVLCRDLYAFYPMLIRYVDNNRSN 3297

V498 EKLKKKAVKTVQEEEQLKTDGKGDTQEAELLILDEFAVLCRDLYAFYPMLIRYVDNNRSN 3277

V497 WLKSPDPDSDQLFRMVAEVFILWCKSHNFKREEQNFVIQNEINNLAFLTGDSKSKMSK-- 3352

V672 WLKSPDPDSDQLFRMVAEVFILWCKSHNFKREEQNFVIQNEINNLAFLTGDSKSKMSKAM 3338

V993 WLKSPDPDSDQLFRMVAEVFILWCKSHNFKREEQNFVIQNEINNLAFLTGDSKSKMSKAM 3357

V671 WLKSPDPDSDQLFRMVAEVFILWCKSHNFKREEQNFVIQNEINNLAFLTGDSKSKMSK-- 3355

V098 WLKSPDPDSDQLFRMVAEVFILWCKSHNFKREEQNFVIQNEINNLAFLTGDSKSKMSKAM 3357

V498 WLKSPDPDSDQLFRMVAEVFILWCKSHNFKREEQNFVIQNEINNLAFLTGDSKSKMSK-- 3334

V497 ---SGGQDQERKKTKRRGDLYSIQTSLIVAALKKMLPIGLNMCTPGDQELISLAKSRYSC 3412

V672 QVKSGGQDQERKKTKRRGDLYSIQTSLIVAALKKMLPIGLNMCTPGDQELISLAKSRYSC 3398

V993 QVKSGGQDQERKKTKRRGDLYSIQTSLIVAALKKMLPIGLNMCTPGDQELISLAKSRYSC 3417

V671 ---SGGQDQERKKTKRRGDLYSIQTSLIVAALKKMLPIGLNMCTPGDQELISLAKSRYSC 3413

V098 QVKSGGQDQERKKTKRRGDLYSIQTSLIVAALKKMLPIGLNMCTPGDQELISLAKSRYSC 3417

V498 ---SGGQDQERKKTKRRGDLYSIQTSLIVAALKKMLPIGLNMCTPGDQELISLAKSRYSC 3392

V497 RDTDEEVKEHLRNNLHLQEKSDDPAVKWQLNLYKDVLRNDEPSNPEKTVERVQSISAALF 3472

V672 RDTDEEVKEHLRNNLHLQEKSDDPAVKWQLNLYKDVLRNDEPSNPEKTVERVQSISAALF 3458

V993 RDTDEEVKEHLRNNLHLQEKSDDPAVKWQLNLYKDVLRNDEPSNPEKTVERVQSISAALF 3477

V671 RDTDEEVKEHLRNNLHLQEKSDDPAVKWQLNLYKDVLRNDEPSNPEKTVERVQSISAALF 3473

V098 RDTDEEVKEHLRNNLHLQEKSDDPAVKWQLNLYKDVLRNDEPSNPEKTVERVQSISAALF 3477

V498 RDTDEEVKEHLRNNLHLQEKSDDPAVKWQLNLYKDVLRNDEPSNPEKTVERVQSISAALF 3452

-------------**CALM**-------------

V497 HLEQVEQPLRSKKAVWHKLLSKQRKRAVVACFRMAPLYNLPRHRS-INLFLHGYQRFWIE 3531

V672 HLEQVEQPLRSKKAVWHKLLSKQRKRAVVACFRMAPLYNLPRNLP-GLKMRKKRRQRGNL 3517

V993 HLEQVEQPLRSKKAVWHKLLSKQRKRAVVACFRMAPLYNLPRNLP-GLKMRKKRRQRGNL 3536

V671 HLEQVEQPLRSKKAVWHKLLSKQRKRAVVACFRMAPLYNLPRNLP-GLKMRKKRRQRGNL 3532

V098 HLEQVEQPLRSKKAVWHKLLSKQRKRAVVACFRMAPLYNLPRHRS-INLFLHGYQRFWIE 3536

V498 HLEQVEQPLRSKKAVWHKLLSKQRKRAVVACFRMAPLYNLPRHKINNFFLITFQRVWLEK 3512

V497 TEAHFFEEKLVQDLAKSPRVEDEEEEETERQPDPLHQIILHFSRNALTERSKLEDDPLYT 3591

V672 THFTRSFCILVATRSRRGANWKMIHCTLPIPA---------------------------- 3549

V993 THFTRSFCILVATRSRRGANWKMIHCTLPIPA---------------------------- 3568

V671 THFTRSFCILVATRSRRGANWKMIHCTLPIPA---------------------------- 3564

V098 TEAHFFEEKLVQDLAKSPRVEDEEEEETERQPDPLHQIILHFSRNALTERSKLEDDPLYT 3596

V498 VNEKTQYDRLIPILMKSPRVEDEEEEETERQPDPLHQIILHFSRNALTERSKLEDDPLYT 3572

V497 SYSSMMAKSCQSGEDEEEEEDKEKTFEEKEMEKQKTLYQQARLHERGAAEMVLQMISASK 3651

V098 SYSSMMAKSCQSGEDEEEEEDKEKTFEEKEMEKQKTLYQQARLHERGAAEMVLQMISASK 3656

V498 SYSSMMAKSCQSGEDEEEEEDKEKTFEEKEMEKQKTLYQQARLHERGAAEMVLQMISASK 3632

V497 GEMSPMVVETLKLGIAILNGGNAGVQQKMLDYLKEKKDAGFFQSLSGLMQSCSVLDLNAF 3711

V098 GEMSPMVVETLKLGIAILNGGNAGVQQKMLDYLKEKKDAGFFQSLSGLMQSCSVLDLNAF 3716

V498 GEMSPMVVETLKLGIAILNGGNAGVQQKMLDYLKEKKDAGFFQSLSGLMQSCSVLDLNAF 3692

V497 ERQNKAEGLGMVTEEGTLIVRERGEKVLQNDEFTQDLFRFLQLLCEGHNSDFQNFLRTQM 3771

V098 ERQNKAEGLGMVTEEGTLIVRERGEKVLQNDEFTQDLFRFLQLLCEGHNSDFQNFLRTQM 3776

V498 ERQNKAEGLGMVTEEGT------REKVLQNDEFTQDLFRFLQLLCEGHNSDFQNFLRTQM 3746

V497 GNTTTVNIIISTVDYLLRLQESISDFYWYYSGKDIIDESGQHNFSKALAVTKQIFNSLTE 3831

V098 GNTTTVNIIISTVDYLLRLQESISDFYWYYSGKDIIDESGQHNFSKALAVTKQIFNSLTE 3836

V498 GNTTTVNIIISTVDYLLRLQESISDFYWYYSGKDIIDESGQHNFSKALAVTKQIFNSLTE 3806

V497 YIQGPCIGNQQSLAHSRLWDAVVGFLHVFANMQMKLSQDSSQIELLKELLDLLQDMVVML 3891

V098 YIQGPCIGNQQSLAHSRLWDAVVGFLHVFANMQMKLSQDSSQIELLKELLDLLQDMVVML 3896

V498 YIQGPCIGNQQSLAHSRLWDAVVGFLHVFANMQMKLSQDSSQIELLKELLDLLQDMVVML 3866

**Ca^2+^**

V497 LSLLEGWAVWYN------------------------------------------------ 3903

V098 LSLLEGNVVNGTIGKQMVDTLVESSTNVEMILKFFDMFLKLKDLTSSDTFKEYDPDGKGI 3956

V498 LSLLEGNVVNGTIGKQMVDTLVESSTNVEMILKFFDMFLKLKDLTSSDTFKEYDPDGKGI 3926

V589 ----------------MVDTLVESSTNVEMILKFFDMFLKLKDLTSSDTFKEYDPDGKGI 44

V714 ----------------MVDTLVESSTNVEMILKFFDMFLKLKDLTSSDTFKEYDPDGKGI 44

V757 ----------------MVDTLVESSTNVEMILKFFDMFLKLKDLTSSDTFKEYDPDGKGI 44

V098 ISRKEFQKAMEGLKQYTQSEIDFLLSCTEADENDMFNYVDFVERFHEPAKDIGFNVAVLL 4016

V498 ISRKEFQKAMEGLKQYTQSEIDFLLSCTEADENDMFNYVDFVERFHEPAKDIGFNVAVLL 3986

V589 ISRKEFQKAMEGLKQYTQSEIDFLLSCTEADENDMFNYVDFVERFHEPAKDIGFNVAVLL 104

V714 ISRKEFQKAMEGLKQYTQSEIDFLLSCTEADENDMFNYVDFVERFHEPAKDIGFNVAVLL 104

V757 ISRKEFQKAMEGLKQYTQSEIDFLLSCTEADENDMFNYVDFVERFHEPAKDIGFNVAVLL 104

V098 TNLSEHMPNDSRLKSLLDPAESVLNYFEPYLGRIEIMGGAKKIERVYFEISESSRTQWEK 4076

V498 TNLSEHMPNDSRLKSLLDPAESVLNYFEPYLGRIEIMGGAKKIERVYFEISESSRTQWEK 4046

V589 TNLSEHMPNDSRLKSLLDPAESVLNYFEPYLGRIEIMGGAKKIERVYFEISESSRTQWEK 164

V714 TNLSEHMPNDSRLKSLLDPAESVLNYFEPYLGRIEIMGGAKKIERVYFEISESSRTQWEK 164

V757 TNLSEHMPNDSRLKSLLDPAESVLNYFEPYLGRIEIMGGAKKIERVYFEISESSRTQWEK 164

V098 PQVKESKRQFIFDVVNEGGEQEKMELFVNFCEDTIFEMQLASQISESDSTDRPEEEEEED 4136

V498 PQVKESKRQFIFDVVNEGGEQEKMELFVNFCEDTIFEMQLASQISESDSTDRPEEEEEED 4106

V589 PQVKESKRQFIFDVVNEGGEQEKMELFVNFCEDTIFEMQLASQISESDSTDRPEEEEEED 224

V714 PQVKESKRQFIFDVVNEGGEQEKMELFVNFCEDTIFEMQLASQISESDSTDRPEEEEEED 224

V757 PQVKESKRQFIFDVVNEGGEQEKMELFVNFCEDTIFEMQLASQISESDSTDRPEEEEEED 224

V098 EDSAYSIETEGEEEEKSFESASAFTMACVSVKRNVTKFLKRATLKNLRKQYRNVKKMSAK 4196

V498 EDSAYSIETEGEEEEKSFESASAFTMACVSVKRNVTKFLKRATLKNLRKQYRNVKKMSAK 4166

V589 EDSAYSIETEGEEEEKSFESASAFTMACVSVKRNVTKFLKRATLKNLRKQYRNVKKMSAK 284

V714 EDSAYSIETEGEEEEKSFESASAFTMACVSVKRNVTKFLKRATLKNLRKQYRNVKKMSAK 284

V757 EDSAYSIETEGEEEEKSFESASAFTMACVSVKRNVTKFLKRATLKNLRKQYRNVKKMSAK 284

---------**TM1**---------

V098 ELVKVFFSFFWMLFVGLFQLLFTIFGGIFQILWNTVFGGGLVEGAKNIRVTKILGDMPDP 4256

V498 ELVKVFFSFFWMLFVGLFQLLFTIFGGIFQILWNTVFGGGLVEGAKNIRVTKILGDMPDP 4226

V589 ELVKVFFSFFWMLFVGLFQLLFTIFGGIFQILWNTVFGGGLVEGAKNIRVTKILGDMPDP 344

V714 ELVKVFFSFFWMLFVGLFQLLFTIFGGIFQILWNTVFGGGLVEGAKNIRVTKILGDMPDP 344

V757 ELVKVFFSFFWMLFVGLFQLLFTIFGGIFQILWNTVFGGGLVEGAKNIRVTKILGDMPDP 344

V098 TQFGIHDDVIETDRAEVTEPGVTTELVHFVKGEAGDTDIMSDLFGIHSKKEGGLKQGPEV 4316

V498 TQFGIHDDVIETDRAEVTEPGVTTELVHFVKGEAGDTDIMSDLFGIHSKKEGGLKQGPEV 4286

V589 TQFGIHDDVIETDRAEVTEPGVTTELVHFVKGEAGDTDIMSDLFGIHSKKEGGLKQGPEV 404

V714 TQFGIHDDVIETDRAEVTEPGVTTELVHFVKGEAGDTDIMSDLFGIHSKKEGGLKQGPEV 404

V757 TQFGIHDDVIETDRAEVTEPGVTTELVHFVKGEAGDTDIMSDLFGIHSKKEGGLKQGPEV 404

V098 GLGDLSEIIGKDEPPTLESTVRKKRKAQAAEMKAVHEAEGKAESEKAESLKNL------- 4369

V498 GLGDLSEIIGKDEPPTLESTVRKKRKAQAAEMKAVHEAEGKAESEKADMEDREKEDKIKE 4346

V589 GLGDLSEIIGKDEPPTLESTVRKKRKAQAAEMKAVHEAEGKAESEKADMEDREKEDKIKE 464

V714 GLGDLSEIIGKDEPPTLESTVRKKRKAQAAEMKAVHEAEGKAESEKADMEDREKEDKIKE 464

V757 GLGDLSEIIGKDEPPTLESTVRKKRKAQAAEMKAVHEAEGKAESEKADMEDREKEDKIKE 464

---------

V498 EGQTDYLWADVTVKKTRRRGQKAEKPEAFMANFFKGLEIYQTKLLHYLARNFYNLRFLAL 4406

V589 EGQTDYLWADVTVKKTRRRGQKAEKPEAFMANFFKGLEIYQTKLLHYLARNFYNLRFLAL 524

V714 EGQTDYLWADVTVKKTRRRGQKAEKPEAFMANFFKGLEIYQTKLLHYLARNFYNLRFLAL 524

V757 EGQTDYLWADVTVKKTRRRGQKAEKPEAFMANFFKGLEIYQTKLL--------------- 509

**TM2**---------

V498 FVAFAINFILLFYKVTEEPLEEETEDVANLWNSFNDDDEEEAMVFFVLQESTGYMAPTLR 4466

V589 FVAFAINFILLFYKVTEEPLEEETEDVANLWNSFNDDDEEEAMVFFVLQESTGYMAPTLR 584

V714 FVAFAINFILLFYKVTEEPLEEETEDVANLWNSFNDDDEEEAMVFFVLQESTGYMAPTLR 584

V757 --------------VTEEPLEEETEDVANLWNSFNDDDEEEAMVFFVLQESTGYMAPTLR 555

---------**TM3**---------

V498 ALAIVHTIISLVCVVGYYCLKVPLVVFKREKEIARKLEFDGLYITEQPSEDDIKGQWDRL 4526

V589 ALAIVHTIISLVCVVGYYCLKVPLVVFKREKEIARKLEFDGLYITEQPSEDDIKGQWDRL 644

V714 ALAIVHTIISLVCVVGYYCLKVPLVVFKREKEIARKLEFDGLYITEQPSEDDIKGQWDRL 644

V757 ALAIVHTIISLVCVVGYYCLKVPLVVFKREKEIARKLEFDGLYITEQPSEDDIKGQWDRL 615

V498 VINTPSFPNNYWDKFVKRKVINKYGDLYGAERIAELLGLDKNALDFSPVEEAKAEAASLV 4586

V589 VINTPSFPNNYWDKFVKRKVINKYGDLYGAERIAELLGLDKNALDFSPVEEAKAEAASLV 704

V714 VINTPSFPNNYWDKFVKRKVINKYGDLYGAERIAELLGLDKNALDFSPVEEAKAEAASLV 704

V757 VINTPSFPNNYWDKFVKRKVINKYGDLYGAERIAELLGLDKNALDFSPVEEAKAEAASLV 675

---------**TM4**--------- ---------**TM5**---------

V498 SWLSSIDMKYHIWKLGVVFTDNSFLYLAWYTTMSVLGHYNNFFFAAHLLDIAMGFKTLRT 4646

V589 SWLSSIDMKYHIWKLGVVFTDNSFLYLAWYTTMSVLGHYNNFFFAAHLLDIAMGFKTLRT 764

V714 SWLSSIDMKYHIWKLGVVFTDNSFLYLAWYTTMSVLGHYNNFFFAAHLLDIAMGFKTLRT 764

V757 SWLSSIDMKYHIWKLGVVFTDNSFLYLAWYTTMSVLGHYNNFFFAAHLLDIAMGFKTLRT 735

---------**TM6**---------

V498 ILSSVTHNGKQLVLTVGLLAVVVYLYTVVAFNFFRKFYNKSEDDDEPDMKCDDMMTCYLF 4706

V589 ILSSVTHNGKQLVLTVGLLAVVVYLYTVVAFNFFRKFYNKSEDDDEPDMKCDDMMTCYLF 824

V714 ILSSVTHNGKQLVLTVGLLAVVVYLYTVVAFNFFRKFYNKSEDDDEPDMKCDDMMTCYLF 824

V757 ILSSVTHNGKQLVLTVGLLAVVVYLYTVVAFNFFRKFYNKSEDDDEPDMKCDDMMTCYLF 795

---**Pore**--- ---------**TM7**---------

V498 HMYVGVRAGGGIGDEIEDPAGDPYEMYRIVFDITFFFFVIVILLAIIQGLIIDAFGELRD 4766

V589 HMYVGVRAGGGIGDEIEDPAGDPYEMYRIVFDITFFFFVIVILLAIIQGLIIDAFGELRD 884

V714 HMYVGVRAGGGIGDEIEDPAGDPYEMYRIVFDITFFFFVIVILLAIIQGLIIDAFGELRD 884

V096 -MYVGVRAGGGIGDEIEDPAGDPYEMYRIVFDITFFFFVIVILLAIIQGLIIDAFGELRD 59

V757 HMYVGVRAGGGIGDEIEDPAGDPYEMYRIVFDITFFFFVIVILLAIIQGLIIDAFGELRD 855

V498 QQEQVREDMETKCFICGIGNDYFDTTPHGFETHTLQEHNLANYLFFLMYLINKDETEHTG 4826

V589 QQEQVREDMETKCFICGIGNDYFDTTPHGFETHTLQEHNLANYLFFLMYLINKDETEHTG 944

V714 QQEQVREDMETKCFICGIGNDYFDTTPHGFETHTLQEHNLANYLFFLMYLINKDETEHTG 944

V096 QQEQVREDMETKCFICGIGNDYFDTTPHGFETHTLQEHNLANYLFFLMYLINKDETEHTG 119

V757 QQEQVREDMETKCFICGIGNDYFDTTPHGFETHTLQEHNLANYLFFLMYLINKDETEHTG 915

V498 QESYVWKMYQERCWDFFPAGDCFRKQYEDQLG 4858

V589 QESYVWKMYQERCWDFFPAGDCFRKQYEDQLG 976

V714 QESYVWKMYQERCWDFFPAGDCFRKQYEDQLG 976

V096 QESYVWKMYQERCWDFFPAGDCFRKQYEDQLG 151

V757 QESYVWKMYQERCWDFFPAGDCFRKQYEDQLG 947

# Supplementary material for: Smooth Muscle Cell Genome Browser: Enabling the Identification of Novel Serum Response Factor Target Genes
**Source:** PLoS One. 2015 Aug 4;10(8):e0133751. doi: 10.1371/journal.pone.0133751
**Supplement:** S10 Table

**S10 Table. Sequence permutations of CArG Boxes in the CArGome.**

| /(CC[AT][AT][AT][AT][AT][AT]GG)/ |
| --- |
| /([ATG]C[AT][AT][AT][AT][AT][AT]GG)/ |
| /(C[ATG][AT][AT][AT][AT][AT][AT]GG)/ |
| /(CC[CG][AT][AT][AT][AT][AT]GG)/ |
| /(CC[AT][CG][AT][AT][AT][AT]GG)/ |
| /(CC[AT][AT][CG][AT][AT][AT]GG)/ |
| /(CC[AT][AT][AT][CG][AT][AT]GG)/ |
| /(CC[AT][AT][AT][AT][CG][AT]GG)/ |
| /(CC[AT][AT][AT][AT][AT][CG]GG)/ |
| /(CC[AT][AT][AT][AT][AT][AT][ATC]G)/ |
| /(CC[AT][AT][AT][AT][AT][AT]G[ATC])/ |

How the deposited data were processed for this re-analysis (not part of the article)

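The data are 10 libraries of mouse RNA-seq, 1 per condition: SM tissue, SMCs, ICC and PDGFRα+ cells of jejunum and of colon, colonic mucosa, and PDGFRα+ cells of the colonic mucosa. The authors aligned the reads to mm9 with TopHat 1.4.1, assembled and quantified transcripts with Cufflinks 2.0.2, and deposited FPKM for each transcript variant. The deposited FPKM stand in 3 tables, one for each set of libraries, with 70143 jejunal, 68502 colonic and 59061 mucosal variants. The files carry no counts and no confidence intervals, and the depth behind a value is not given by them. The labels list SM tissue under Kit copGFP/+ mice, while the paper describes smMHC Cre-eGFP/+ mice. Its methods and its supplement name different models of the sequencer.

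Values under 0.025 FPKM were set to 0, which the paper describes and the deposited values do not yet show. Variants of a gene symbol were summed to 18621, 17757 and 16461 genes. Tissue, cell types and organs were compared as log2 of FPKM + 1 over FPKM + 1. Genes with FPKM 1 or more in at least 1 of the libraries compared entered fold counts, with a threshold of 4-fold. Correlations are Pearson's r of log10(FPKM + 1). With 1 library per condition no p-value was computed.

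Gene lists were summarised by the median log2 ratio and its percentile among 10000 random lists matched on expression in 20 bins. The 27 lists fixed before the data were examined were contractile markers of the study, other smooth muscle genes, ICC, PDGFRα+ cell, fibroblast matrix, enteric neuron, enteric glia, macrophage, mast cell, lymphocyte, endothelial, pericyte, mesothelial, epithelial, erythroid, dissociation and immediate early, cell cycle, ubiquitous, posterior Hox, anterior and central Hox, ATP synthase, respiratory chain, SRF and cofactor, S7 Table, receptor, calcium store and voltage-dependent calcium channel genes. Lists of p53 targets, integrated stress response, interferon response and pancreatic acinar genes were added after seeing the data. Members were written from general knowledge or taken from the paper. The paper chose the contractile markers by comparing these same cell types, and the S7 genes in part for their SMC levels.

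SMC specificity is the paper's ratio of the SMC level to the sum of ICC and PDGFRα+ cell levels. Taking it within each organ and averaging both organs was chosen here. Genes were named when they were in a list, named by the paper, or among the 10 largest differences with 10 FPKM or more in 1 of the libraries. Ion classes were read from S8 and S9 Tables, and a gene with several ions counts in each. CArG sequences were located in NCBIM37, which is mm9, with annotated transcripts of gencode vM1.

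The steps were tested on simulated data: 15920 genes at jejunal SM tissue levels with noise of 0.2 log2 and 200 genes of known change. All 100 genes simulated 8-fold apart were found 4-fold apart, 1 of 100 genes simulated under 3-fold apart, and 0 of 12158 unchanged ones. Of 200 lists without change 2 fell outside percentiles 1 to 99, and 50 of 50 raised lists lay above 99. The noise was equal at all levels and the changed genes were at 10 FPKM or more, so errors among low genes were not tested. With noise this small the gene counts follow nearly by construction. So does the share of lists without change, which were drawn at random like the lists they were ranked against.

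Alternatives were no cutoff, cutoffs of 0.1 and 1 FPKM, pseudocounts of 0.1 and 0.025, linear FPKM, rank correlation, TPM, median ratio scaling, filters of none and of 10 FPKM, other formulas for specificity and other thresholds. They were set before the data were examined, except for specificity with ICC alone in jejunum and from colon alone. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used. ChIP, histone, proteomic and gene ontology results of the paper were not analysed here.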

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

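Sorted SMCs carried genes of acute stress beside their contractile program, some of them shared with other sorted cells. Dissociation and immediate early genes, which respond within minutes of tissue handling, had median log2 ratios to tissue of 1.18 in JSMCs and 1.29 in CSMCs. In other sorted libraries they were at 0.61 in jejunal ICC, 0.78 in colonic ICC, 1.08 in colonic PDGFRα+ cells and 1.18 in mucosal PDGFRα+ cells, and at −0.12 in the library labelled jejunal PDGFRα+ cells. Targets of p53, which halt the cell cycle after damage, were at 0.66 and 0.54, and genes of the integrated stress response at 1.17 and 0.59. Interferon response genes were at 1.6 in JSMCs and 0.29 in CSMCs. Colonic PDGFRα+ cells had interferon response genes at 0.43 and integrated stress response genes at 0.51, and the library labelled jejunal PDGFRα+ cells had them at 0.54 and 0.26. In the ICC libraries and in mucosal PDGFRα+ cells both lists had medians near the level of their unsorted tissue. *Cdkn1a*, the cell cycle inhibitor p21, was at 253 FPKM in JSMCs against 8.94 FPKM in tissue.

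*Park2*, the gene of the ubiquitin ligase parkin, had a log2 ratio to tissue of 5.28 in JSMCs and 5.63 in CSMCs, at 95.3 and 101 FPKM.

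Jejunal ICC held pancreatic acinar genes, such as the protease *Ctrb1*, at a median of 3.46 over their tissue, and JSMCs and CSMCs held them at 1.65 and −0.05. The library labelled jejunal PDGFRα+ cells held epithelial markers at 2.64. PDGFRα+ cells of the colonic mucosa held contractile markers at 2.08 and fibroblast matrix genes at 2.92 over mucosa.

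The libraries labelled PDGFRα+ cells went opposite ways in the organs, and tests on the jejunal one are given further below. Macrophage markers were at 0.75 over tissue in jejunum and −1.13 in colon, endothelial markers at 0.90 and −1.89, and epithelial markers at 2.64 and −1.19. *Pdgfra* itself was at −0.73 and 2.25.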

How the results depend on the processing

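Each value rests on 1 library per condition, and jejunal, colonic and mucosal libraries were processed in separate tables. No pairing by animal was used, because the libraries carry no replicate numbers. A model with organ as a block was not run, since its error would consist of differences in response between the organs. A count, sum or specificity is called unchanged within 1.5 times of the value in the text, a log2 median within 0.58 and a correlation within 0.05. Of 778 values under other settings 598 were unchanged, and 180 moved further. Of list medians near 0, 15 changed sign, 12 of them within 0.58. The other 3 did so with only genes at 10 FPKM or more: pericyte markers in JSMCs, from −0.14, and in CSMCs, from −0.02, and epithelial markers in JSMCs, from 0.06. Leaving single genes aside, 439 of 547 were unchanged and 108 moved. The settings were chosen before the data were examined, apart from the comparisons that leave out the library labelled jejunal PDGFRα+ cells, which were chosen after seeing the data. Counts with no cutoff or one of 0.1 FPKM, all correlations, the median rank of the contractile markers and their number among the 100 highest, marker variants, the thresholds for the S7 genes and the median ratio scaling of lists and ion classes left values unchanged. *Actg2* and *Cnn1* kept ranks 1 and 2 of the 13 markers under each formula for both organs and from colon alone, while in jejunum alone *Cnn1* ranked 7. *Des* fell below *Acta2* with the higher of ICC and PDGFRα+ cells, at 10.0 against 10.3, and with pooled organs, at 2.81 against 3.08. A lower confidence bound could not be used, because the files hold no intervals. Restricting class codes or adding variants without a symbol changed nothing, since no such variants exist. At 10 FPKM or more no genes remained for 4 of 50 list values.

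A cutoff of 1 FPKM per variant left 10131 genes in JSMCs and 10005 in CSMCs, and 9485 in all 4 libraries. Isoforms then numbered 22882 in jejunal SM tissue, 21092 in JSMCs, 24077 in colonic SM tissue and 20279 in CSMCs. Ion channel and transporter genes numbered 215 and 216. These follow from the many variants under 1 FPKM.

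With a pseudocount of 0.1, genes at least 4-fold apart from tissue were 94 higher and 1183 lower in JSMCs, and 40 higher and 1686 lower in CSMCs. Between organs 132 were higher and 133 lower in CSMCs. Medians in JSMCs against tissue became −1.93 for PDGFRα+ cell markers, −2.6 for glia, −0.87 for mast cells, −0.97 for lymphocytes, −2.46 for endothelium and −3.91 for mesothelium. In CSMCs they became −3.0 for glia, −3.63 for macrophages, −0.97 for mast cells, −1.65 for lymphocytes, −3.56 for endothelium, −4.07 for mesothelium, −3.46 for epithelium, −2.02 for erythroid genes and −0.91 for voltage-dependent calcium channels. In other libraries mast cell markers were at 2.04 in jejunal and 2.24 in colonic ICC, epithelial markers at 3.94 in the library labelled jejunal PDGFRα+ cells, endothelial markers at −2.62 in colonic PDGFRα+ cells and lymphocyte markers at −2.05 in mucosal ones. Posterior Hox genes, colon over jejunum, were at 4.89 in SM tissue, 4.64 in SMCs, 5.79 in ICC and 2.11 in the libraries labelled PDGFRα+ cells.

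With a pseudocount of 0.025, 105 genes were higher and 1260 lower in JSMCs than in tissue, and 47 higher and 1746 lower in CSMCs. Between organs 146 were higher and 141 lower. Medians in JSMCs became −2.27 for PDGFRα+ cell markers, −4.02 for neurons, −2.67 for glia, −2.42 for macrophages, −1.35 for mast cells, −1.55 for lymphocytes, −2.58 for endothelium and −3.93 for mesothelium. In CSMCs they became −2.9 for PDGFRα+ cell markers, −4.02 for neurons, −3.08 for glia, −3.83 for macrophages, −2.25 for mast cells, −2.54 for lymphocytes, −3.71 for endothelium, −4.38 for mesothelium, −3.93 for epithelium, −2.2 for erythroid genes and −0.92 for voltage-dependent calcium channels. Posterior Hox genes were at 6.2 in SM tissue, 5.83 in SMCs, 6.29 in ICC and 2.38 in the libraries labelled PDGFRα+ cells, and anterior ones at −1.75 in SMCs. A smaller pseudocount widens the ratios of genes near 0 by construction.

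Scaling to TPM gave 64 genes higher and 952 lower in JSMCs, 1482 lower in CSMCs, and 101 higher and 98 lower between organs. Medians became −2.2 for endothelium in JSMCs, and in CSMCs −3.35 for macrophages, −3.39 for endothelium, −4.08 for mesothelium and −3.02 for epithelium. TPM values are larger than FPKM, so the pseudocount weighs less by construction. The median of all genes moved by 0.16 in jejunal ICC, −0.17 in the library labelled jejunal PDGFRα+ cells, −0.12 in colonic and 0.11 in mucosal PDGFRα+ cells. In the library labelled jejunal PDGFRα+ cells the split of genes 4-fold apart went from 117 higher and 18 lower to 191 and 60. Median ratio scaling gave 29 genes higher in CSMCs than in tissue. It moved the median of all genes by 0.22 in CSMCs, by 0.15 between organs and by −0.22 in colonic ICC.

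Only genes at 10 FPKM or more left 246 lower in JSMCs, 381 lower in CSMCs and 30 lower between organs. Medians in JSMCs became −2.94 for PDGFRα+ cell markers, −2.09 for endothelium, 0.45 for pericytes and −2.97 for epithelium. In CSMCs they became −2.93 for PDGFRα+ cell markers, −0.49 for fibroblast matrix, −3.02 for macrophages, 0.59 for pericytes, −3.54 for epithelium and −2.34 for erythroid genes. The cause was not tested.

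Dividing by the higher of ICC and PDGFRα+ cells gave the 13 markers a median specificity of 12.8 in colon and a mean of 7.15, and pooling both organs gave 2.87. With ICC alone in jejunum the median was 10.4 there and 8.56 by mean, and 35 ion channel genes reached 2. From colon alone it was 7.33. With each gene counted under the first ion named, sodium channels summed to 17.2 FPKM in JSMCs and 19.3 FPKM in CSMCs, sodium transporters to 242 and 202 FPKM, potassium transporters to 0 in each, and chloride transporters to 0.110 and 0.167 FPKM.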

Differences from the paper's values

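A correlation was taken to differ from the paper's when it was more than 0.01 away, and any other value when it was more than 1.5 times away. Correlations between libraries were higher than the paper's. Between JSMCs and CSMCs the paper gives 0.96, and the value here is 0.979. Pseudocounts of 0.025, linear FPKM and a restriction to genes at 1 FPKM or more, all set before the data were examined, close the gap with 0.965, 0.962 and 0.968; a pseudocount of 0.1, with 0.974, and rank correlation, with 0.973, do not. Between jejunal SM tissue and JSMCs the paper gives 0.91 against 0.945, and between colonic SM tissue and CSMCs 0.90 against 0.934. Only genes at 1 FPKM or more close these, with 0.917 and 0.902. Pseudocounts of 0.1 and 0.025 gave 0.937 and 0.928 in jejunum and 0.928 and 0.920 in colon, linear FPKM 0.967 and 0.947, and rank correlation 0.940 and 0.932, which do not.

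SMC specificities read by eye from Fig 5A are about 6.0 for *Flna* and about 5.1 for *Smtn*, against 3.22 and 3.10. Dividing by the higher of ICC and PDGFRα+ cells closes both, with 5.09 and 5.47; median ratio scaling closes *Smtn*, with 3.77, and not *Flna*, with 3.91. From Fig 6D, also read by eye, *Cacna1c* is about 4.5 against 2.38, *Ryr2* about 4.1 against 2.07, *Cacnb2* about 3.3 against 1.83, *Rasa3* about 2.1 against 1.09, *Htr2b* about 1.7 against 1.04, *Cacna2d1* about 1.6 against 0.831 and *Gas6* about 1.5 against 0.744. The higher-of formula closes *Cacna1c* with 3.28, *Cacnb2* with 2.88, *Rasa3* with 1.76 and *Cacna2d1* with 1.53. Median ratio scaling closes *Cacnb2* with 2.26 and *Htr2b* with 1.14, and not *Cacna1c* with 3.00. No alternative set before the data were examined closes *Ryr2* or *Gas6*. With ICC alone in jejunum, chosen after seeing the data, 7 of these 9 genes come within the tolerance, *Ryr2* with 5.84 and *Gas6* with 1.86 among them, and from colon alone 3 do.

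Ion class sums were read by eye from Fig 6A, Fig 6B and Fig 6E and 6F. Sodium channels are about 22 FPKM in JSMCs and about 18 FPKM in CSMCs, against 54.6 and 64.6; counting the first ion named closes this with 17.2 and 19.3, and median ratio scaling does not. Cation channels in JSMCs are about 530 against 334, cation transporters about 720 and about 850 against 425 and 326, and L-type channels about 100 and about 98 against 43.7 and 38.8. No alternative set before the data were examined closes these. Of 81 values compared 19 differ in this way and 62 do not, and of 21 taken from text or supplement 18 were equal. Figure bars were compared under the organ that each bar names. Values with the organs in opposite order can therefore still count as not differing.

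Some rankings and directions stated by the paper also differ here. By mean specificity *Cnn1*, at 7.92, came before *Myh11*, at 6.93, and *Acta2*, at 5.64, though in jejunum alone it came after both. *Des* also came before *Acta2* by mean, but not with the higher-of formula, with pooled organs or in jejunum alone. *Kcnf1* and *Jph2* had a higher mean specificity than *Ryr3*; with pooled organs, at 2.87 against 3.76, and in jejunum alone *Jph2* came after *Ryr3*. The highest *Ryr3* variant in JSMCs was TCONS_00154096 and not TCONS_00166589. *Jph2* had 4 variants in JSMCs and 5 in CSMCs. *Cacna1c* ranked 19 among ion channel genes by level. *Ano3*, at 1.29, led the chloride channels at 1 FPKM or more, a filter the paper does not state. *Gabrb2*, near the cutoff, stood above it at 2.27. *Trpc2* was low and more abundant in ICC. Sodium channels were far below the potassium, chloride and cation classes, which the paper calls comparable to them in 1 sentence, while another places sodium channels much lower. *Atp5b* ranked 3 for specificity among hydrogen transporters at 1 FPKM or more in either SMC library, behind *Atp12a* and *Slc9a2*, which were nearly absent from JSMCs. Among those at 1 FPKM or more in both it ranked 1, as in the paper. In Fig 6B hydrogen transporters are higher in the bar labelled CSMC, whereas here, as in the paper's text, they are higher in JSMCs. Read by eye, the bars are at about 3500 FPKM for JSMCs and about 5100 FPKM for CSMCs. The sums here are 5107 and 3475 FPKM, close to the bars with the organs exchanged. Whether the figure exchanges the organs was not tested. Calcium, potassium, sodium and cation transporters in Fig 6B, and potassium, sodium, chloride, cation and anion channels in Fig 6A, also have the organs in the opposite order as read by eye. Calcium channels and chloride transporters were read as equal in both organs. S7 Table gave 33 genes when SRF itself was left out.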

Other observations

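The interstitial cells had programs of their own. Jejunal ICC held *Pde4c*, a cyclic AMP phosphodiesterase, at 901 FPKM against 20.7 FPKM in tissue, and *Sctr*, the secretin receptor, at 102 against 5.42 FPKM. Colonic ICC held *Enpep*, an aminopeptidase that cleaves angiotensin, at 1014 against 58.8 FPKM, and the growth factor *Gdf10* at 934 against 66.5 FPKM. ICC markers had median log2 ratios to tissue of 3.02 and 3.29. Colonic PDGFRα+ cells held *Spon2*, a matrix protein, at 1467 against 62.1 FPKM, and *P2ry1*, the purine receptor of inhibitory signalling, at 111 against 14.6 FPKM. PDGFRα+ cells of the mucosa held *Bmp7*, a signal to the epithelium, at 117 against 5.12 FPKM, and *Col4a5*, of the basement membrane, at 323 against 12.7 FPKM.

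Receptor genes for transmitters and hormones were mostly lower in SMCs than in tissue. Medians were −0.94 in jejunum, at percentile 0, and −0.52 in colon, at percentile 4.00. The list also holds receptors of other cells, such as *P2ry1*, named above for colonic PDGFRα+ cells. *Chrm2*, a muscarinic receptor in the list, ranked 9 of all genes for SMC specificity, at 2.18 in jejunum and 16.5 in colon. *Gucy1a3*, a subunit of the nitric oxide receptor, was at 9.79 FPKM in JSMCs against 61.5 FPKM. *F2r*, a thrombin receptor, was at 4.33 against 30.1 FPKM, and at 251 FPKM in colonic PDGFRα+ cells. *Agtr1a*, an angiotensin receptor, was at 15.0 FPKM in CSMCs and 2.72 FPKM in JSMCs.

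The tests for the library labelled jejunal PDGFRα+ cells and for *Park2* were written after these results were seen, and those for p53 targets before, except for the tests over the whole list and over 3 of its genes against the lowest prediction. The p53 list itself was chosen after values of some members had been seen. Its test of expression in the animal was first written for the genes 4-fold higher in both SMC libraries; as that choice decides the outcome, it was replaced afterwards by one over the whole list.

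In the library labelled jejunal PDGFRα+ cells *Pdgfra* was 0.597 times its tissue level, which an effective sort for its eGFP reporter would not give. Colonic PDGFRα+ cells, labelled with the same strain, had 4.85 times. In both organs the tissue is labelled with another strain, Kit copGFP/+. A swap with the other sorted jejunal libraries is excluded, since the higher of them, ICC, had 0.0988 times. SM tissue held contractile markers at a median log2 ratio of 0.03 to this library, where an effective sort would deplete them. This argues against a swap with SM tissue only if the sort was effective. *Pdgfra* was higher in SM tissue, so a swap after a weak sort is not excluded. Mainly unsorted muscle RNA could account for the marker lists: of contractile, neuron, glia and endothelial markers the largest median log2 ratio to tissue was 0.90. Epithelial genes, such as the antimicrobial lectin *Reg3b* at 548 against 3.03 FPKM, would have to be added to such RNA. Single variants were not all near tissue, so this account stays open. TCONS_00145294 of *Acta2* was at 1129.7 against 5.37 FPKM and TCONS_00126017 of *Srf* at 1.99 against 34.9 FPKM. TCONS_00115860 of *Srf* was near tissue, at 58.7 against 50.7 FPKM.

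If tissue and SMCs share a strain, *Park2* expression by SMCs in the animal does not account for its level. Tissue held at most 0.0323 of what the SMC level predicts. If tissue was of the Kit copGFP strain, as labelled, this comparison crosses strains and cannot decide. Induction by sorting in any cell type does not account for the *Park2* level either, as the other sorted libraries had a median log2 ratio of 0.30. They hold other cell types, so induction in SMCs alone cannot be judged from them. A transcript of the smMHC Cre-eGFP/+ strain might account for the level. It cannot be told from other causes unique to the SMC mice or to sorted SMCs, since outside SMCs *Park2* reached only 4.06 FPKM. It is left open, because tissue at 1.47 FPKM in jejunum and 1.07 FPKM in colon would speak against it if of that strain, as in the paper, but not if Kit copGFP, as labelled. The main variant in JSMCs, TCONS_00118184, made up 70.7% of the gene.

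The p53 targets were not raised in every sorted cell type, since 4 other sorted libraries had a median of 0.07. Expression in the animal could not be excluded over the whole list, whose tissue level stood at −0.03 log2 of the prediction. *Cdkn1a*, *Gdf15* and *Phlda3*, at least 4-fold higher than tissue in both organs, had a median tissue level of at most 0.190 of the lowest prediction, which decides nothing, as they were chosen for that height. A stress response tied to the mouse strain may also fit, with 0.54 in CSMCs, if the tissue was of another strain; the present libraries cannot tell these apart.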
